# Cancer Cells Enter an Adaptive Persistence to Survive Radiotherapy and Repopulate Tumor

**DOI:** 10.1002/advs.202204177

**Published:** 2023-01-19

**Authors:** Yucui Zhao, Tingting Lu, Yanwei Song, Yanqin Wen, Zheng Deng, Jiahui Fan, Minghui Zhao, Ruyi Zhao, Yuntao Luo, Jianzhu xie, Binjie Hu, Haoran Sun, Yiwei Wang, Sijia He, Yanping Gong, Jin Cheng, Xinjian Liu, Liang Yu, Jikun Li, Chuanyuan Li, Yongyong Shi, Qian Huang

**Keywords:** poly‐aneuploid giant cancer cells, radiation tolerant persister, radio‐resistance, tumor repopulation

## Abstract

Repopulation of residual tumor cells impedes curative radiotherapy, yet the mechanism is not fully understood. It is recently appreciated that cancer cells adopt a transient persistence to survive the stress of chemo‐ or targeted therapy and facilitate eventual relapse. Here, it is shown that cancer cells likewise enter a “radiation‐tolerant persister” (RTP) state to evade radiation pressure in vitro and in vivo. RTP cells are characterized by enlarged cell size with complex karyotype, activated type I interferon pathway and two gene patterns represented by CST3 and SNCG. RTP cells have the potential to regenerate progenies via viral budding‐like division, and type I interferon‐mediated antiviral signaling impaired progeny production. Depleting CST3 or SNCG does not attenuate the formation of RTP cells, but can suppress RTP cells budding with impaired tumor repopulation. Interestingly, progeny cells produced by RTP cells actively lose their aberrant chromosomal fragments and gradually recover back to a chromosomal constitution similar to their unirradiated parental cells. Collectively, this study reveals a novel mechanism of tumor repopulation, i.e., cancer cell populations employ a reversible radiation‐persistence by poly‐ and de‐polyploidization to survive radiotherapy and repopulate the tumor, providing a new therapeutic concept to improve outcome of patients receiving radiotherapy.

## 1 Introduction

Radiotherapy is a vital modality of cancer treatment, and approximately half of cancer patients accept radiotherapy at different period during treatment.^[^ ^1^ ^]^ However, development of radio‐resistance has emerged as a major cause of therapy failure as well as local or distant relapses.^[^ ^2^ ^]^ Tumor repopulation is considered particular important in clinical practice because the treatment dose is always given in fractions no matter in conventional, hyper‐ or super‐ segmentation manner. During irradiation intervals, surviving tumor cells potentially resume accelerated proliferation and eventually repopulate the tumor.^[^ ^3^ ^]^ Multiple mechanisms of repopulation have been elucidated, such as hypoxia, cancer stem cells (CSCs), etc. We have reported that radiation‐induced apoptotic cells can stimulate proliferation of survived tumor cell via caspase‐3/ca^2+^‐independent phospholipase A_2_/arachidonic acid/prostaglandin E_2_ paracrine pathway.^[^ ^4^ ^]^ However, much remains to be figured out about the subset of tumor cells capable of repopulating and the key molecular mechanisms involved.

It has been increasingly appreciated that cancer cells can enter a “drug‐tolerant persister” (DTP) state to evade death from chemo‐ or targeted therapy.^[^ ^5^ ^]^ Analogous to the concept of “bacterial persister cells” in response to antibiotics, DTP cells survived anticancer agents by slowing down cycling, later initiated growth and restored drug‐sensitive state upon drugs withdrawal.^[^ ^5^, ^6^ ^]^ Characterized with cell metabolism flexibility, microenvironment adaptation and phenotypic plasticity, chemo‐ or targeted therapy induced DPT has ever been recognized by non‐genetic mechanisms and may act as reservoir for long‐term genetic resistance.^[^ ^7^ ^]^ Studies of Russo et al. reported that targeted therapy induced downregulation of high‐fidelity DNA damage repair and upregulation of error‐prone polymerases in human colorectal cancer (CRC), indicating the parallel between DTP cells and bacteria persister cells in the ability to evade therapeutic pressure by enhancing adaptive mutagenesis.^[^ ^5b^ ^]^ In stress of ionizing radiation that induces cell‐killing by breaking DNA, we and others also detected residual radiation‐tolerant cancer cells, which were capable of recovering proliferation upon cessation of radiation and driving tumor repopulation. Interestingly, we found this radiation‐tolerance was accompanied with features of poly‐aneuploid cancer cells (PACCs), i.e., enlarged cellular morphology and aberrant nuclei as well as extremely complex karyotypes. The tolerant state was relinquished when majority of cancer cells returned normal morphology and karyotype. Furthermore, the radiation‐tolerant PACCs will form again when facing next round of irradiation. Based on this fact, we termed this transient persistence of radiation‐induced giant cancer cells as “radiation‐tolerant persister” (RTP) by analogy to DTP state. We also wondered whether and how RTP cells contribute to tumor repopulation.

Because of their prominent morphology and enrichment during anticancer treatment or genetic stress, PACCs were early noticed by pathologists but have long been overlooked since they were recognized as senescent or mitotic catastrophic doomed to death. Recently, PACCs have been proposed as the “evil roots of cancer” with mounting evidences showing their potent ability of survival, stemness and resistance to oncotherapy.^[^ ^8^ ^]^ PACCs have been proposed to originate from endoreplication, mitotic failure or abortive cytokinesis, especially in the cells with dysfunctional p53 (TP53)^[^ ^9^ ^]^ and their frequency is correlated with advanced tumor staging and worse prognosis.^[^ ^8^, ^10^ ^]^ Traditional molecular methods used to analyze PACCs only obtained average information, precluding the identification of those PACCs with repopulating potentials. The advent of single‐cell sequencing technologies and bioinformatics methods has enabled dissection of cell fate dynamics at the individual‐cell resolution.

Here, using CRC and other cancer cell lines, cancer cell line‐derived xenografts and patient‐derived xenografts (PDX) models, we revealed that RTP cells could be induced by radiotherapy, and they could produce progenies via a viral budding‐like division. Indeed, these progeny cells gradually recovered back to a chromosomal constitution similar to their unirradiated parental cells, participating in tumor repopulation. Furthermore, we performed single cell SMART‐sequencing (switching mechanism at 5′ end of the RNA transcript), 10× platform and functional studies to dissect molecular characteristics of RTP states and identify key signaling and gene profiling involved in budding of RTP cells.

## 2 Results

### 2.1 Evidence for Presence of Radiation‐Tolerant Persister State In Vitro and In Vivo

We performed clonogenic cell survival assay to evaluate the features of tumor repopulating cells following irradiation. Using either a fractionated (3 Gy per day for 3 days) or a single dose (8 Gy) irradiation regimen that killed the vast majority of HCT116 cells, a small fraction of cancer cells could survive and grow into colonies (**Figure** **1**A). Unlike chemo‐ or targeted therapy, the most common morphological change post irradiation is cellular enlargement which almost involves all cells although majority of enlarged cells will eventually die. Average sizes of both 3 Gy × 3 and 8Gy‐irradiated cells showed a trend of first increasing (>threefold change) and then decreasing to unirradiated baseline (Figure 1B). Relative to 3 Gy × 3 regimen, cells irradiated with 8 Gy formed fewer colonies with prolonged duration of cellular enlargement. For these residual giant cancer cells, their senescence‐like feature characterized by positive *β*‐galactosidase activity and mostly negative EdU staining reverted to proliferative normal‐sized state when the colony was re‐formed (Figure 1C). We refer to the population of giant cancer cells with reversible dormancy as “radiation‐tolerant persister cells” (RTP cells).

**Figure 1:**
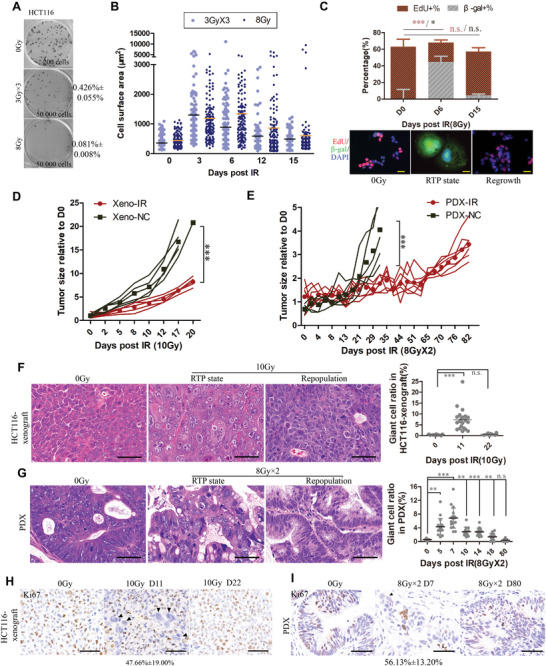
Detection of radiation‐tolerant persister state in vitro and in vivo. A) Untreated (200 cells), 3 Gy × 3 and 8Gy‐irradiated (50000 cells) HCT116 were seeded in 6‐well plate and shown are representative images of colonies formed. B) Dot plot showing change of cell surface area with time post irradiation with indicated doses. Each point represents one cell and at least 110 cells were counted. C) Histogram showing the alteration of proliferation and senescence activity by co‐staining of EdU (red) and *β*‐gal (green) at indicated time post 8 Gy. Scale bar, 25 mm. D) Mean tumor size relative to baseline of day 0 for xenograft of HCT116 cells treated with 10 Gy and E) for an 8 Gy × 2‐irradiated xenograft model derived from a moderately differentiated rectal adenocarcinoma patient. *n* = 5 for each group; Two‐way ANOVA. F,G) H&E immunohistochemistry staining showing the formation of giant cancer cells during radiation‐tolerant persister (RTP) state in 10Gy‐treated HCT116 xenograft (F, middle picture) and 8 Gy × 2‐irradiated PDX model (G, middle picture) comparing to untreated and repopulated tumor. Scale bar, 25 mm. Dot plots depict ratio of giant cells (mean ± SEM); one‐way ANOVA. H,I) Immunohistochemistry analysis (staining of Ki67) of corresponding samples in panels (F,G). Ki67 negative (black triangle) giant cancer cells are indicated. Scale bar, 50 mm. *p < 0.05,**p < 0.01, ***p < 0.001.

In xenografts of HCT116 cells irradiated with a single 10 Gy and a rectal adenocarcinoma patient‐derived xenografts (PDX) treated with fractionated regimen of two times 8 Gy, we noticed similar profiles of tumor response to irradiation in both xenografts, where tumor eventually progressed after an initial period of growth delay versus control (Figure 1D,E). Giant RTP cells, characterized by enlarged cell sizes with swelling mono‐ or multi‐nuclei, were induced initially and decreased with tumor relapse (Figure 1F,G). Results of Ki67 staining in irradiated HCT116‐xenograft and PDX further unveiled the reversibility from non‐proliferative giant RTP cells to proliferative repopulated cells (Figure 1H,I).

### 2.2 RTP Cells were Phenotypic Plastic and Tumorigenic Independent of Stemness

We noticed that giant cancer cells were enriched in RTP state and could also be detected in the repopulating colonies (Figure 1B,C; Figure S1A, Supporting Information). Similar phenomenon was consistently observed in other irradiated cancer cell lines (Caco‐2, A549 and MDA‐MB‐231 cells, Figure S1B–D, Supporting Information), suggesting the general relevance of giant cells with cancer recovery from irradiation. We further utilized nylon meshes to sort out 8Gy‐induced giant (G6) and normal‐sized (N6) cancer cells on day 6 and seeded them simultaneously in soft agar. Sizes of colonies were larger in irradiated G6 than in irradiated N6, despite that no difference was shown in the number of colonies (**Figure** **2**A). Notably, during formation of colonies derived from single N6 cells, almost all colonies (94.8%±4.4%) contained giant cancer cells (Figure 2B). The colonies consisted of pure small cells accounted ≈4% and were much smaller than colonies containing giant cells (Figure 2B). These results suggested the delayed enlargement of N6 and the clonogenic potential of RTP cells in vitro.

**Figure 2:**
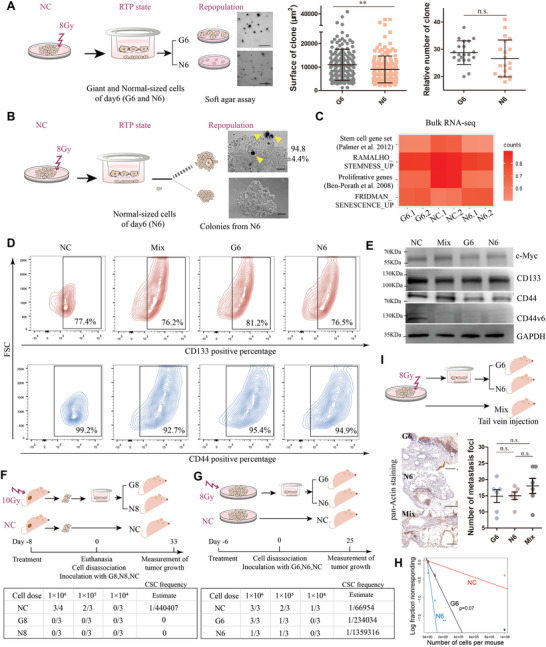
RTP cells were phenotypic plastic and tumorigenic independent of stemness. A,B) Scheme illustrating that giant (G6) and normal‐sized cells (N6) were isolated from 8Gy‐irradiated HCT116 on day 6 by mesh filtering. A) Potentials of soft agar colony formation were compared between G6 and N6. (Left panel) shown are typical images of colonies formed. Scale bars, 250 µm. Number of colonies and surface of colonies were analyzed in middle and right panel, respectively. Mean ± SEM; Student's *t* test. B) Giant cell (yellow triangle) could be found in colonies formed from single N6 cells. Scale bars, 100 µm. C) Heat map of gene signatures expressed in 8Gy‐induced G6 and N6 versus unirradiated (NC) cell samples. N = 2 for each group. D) CD133 and CD44 expression in unsorted (Mix) cells on day 6 following 8 Gy, G6, N6, and NC cells detected by cytometry analysis. E) Expression of cancer stem cell markers in Mix, G6, N6, and NC cells detected by western blot. F) Diagram of the in vivo limited dilution assays (LDA). G,H) Diagram of the simplified LDA assay. Comparison of cancer stem cell (CSC) frequency among G6, N6, and NC cells. *t*‐test of G6 versus NC and N6 versus NC are indicated. I) Representative immunohistochemistry pictures displaying the presence of metastasis in the lung tissue formed by G6, N6, and Mix. Scale bar, 200 mm. Right panels: numbers of lung metastasis foci (>50 pan Actin‐positive cells) were counted. Mean ± SEM; One‐way ANOVA. *p < 0.05, **p < 0.01, ***p < 0.001; n.s., not significant.

CSCs, characterized by their intrinsic resistance to cytotoxic therapy and unlimited self‐renewal potential, are recognized as the important constituent of tumor repopulating cells.^[^ ^11^ ^]^ We thus wondered whether CSCs are enriched in RTP population. Results from RNA sequencing of untreated HCT116, 8Gy‐treated G6 and N6 cells confirmed the persistence^[^ ^12^ ^]^ of G6 but argue against selective enrichment for embryonic and adult stem cell‐like stemness^[^ ^13^ ^]^ in RTP cells (Figure 2C). Via flow cytometry (Figure 2D) and western blot analysis (Figure 2E), we did not detect remarkable enrichment of typical CSC markers (including CD133, CD44 (CD44v6) and c‐Myc) in G6 cells compared with N6 and unirradiated cells.

In view of the clonogenic ability of RTP cells in vitro, we next performed limited dilution assays (LDAs) to evaluate the repopulation potential of giant RTP cells in vivo.^[^ ^11^, ^14^ ^]^RTP cells (G8), normal‐sized cells (N8) dissected from 10Gy‐irradiated primary tumor on day 8 or untreated primary cells (NC) were re‐inoculated in nude mice as a limited dilution series (Figure 2F). The cells from unirradiated primary tumor showed high incidence and rapid growth, whereas we did not observe tumor formation of G8 or N8 cells even in highest dose from primary tumor‐derived, irradiated cells (Figure 2F; Figure S1E, Supporting Information). In the simplified LDA assay, where inoculated cells were derived from 8Gy‐irradiated cultured cells, we observed the in vivo repopulating potential of RTP cells, but their tumor incidence was seen much later than NC cells (Figure S1F, Supporting Information). In addition, the self‐renewal frequency of G6 cells was 71% lower than untreated cells (Figure 2G‐H). We also carried out intravenous injection assay in mice with identical number of 8Gy‐irradiated unsorted (mixed), G6 and N6 cells (Figure 2I). Comparable numbers of micro‐metastasis foci in lung tissue were found in three groups, confirming the tumorigenic potential of irradiation‐induced RTP cells in vivo. Altogether, the data suggest that radiation‐induced RTP cells serve as bad seeds to initiate tumor repopulation and appear not related to stemness profiles.

### 2.3 Poly‐Aneuploid RTP Cells Contributed to Tumor Repopulation in A Viral‐Budding Mimicry Manner

In next tracking H_2_B‐EGFP expressing giant cells of 8Gy‐treated HCT116, we observed that some RTP cells sprouted and budded off progeny cells resembling viral budding (**Figure** **3**A). 3D culture of HCT116 clearly demonstrated formation of poly‐aneuploid RTP cells with increased DNA contents. Subsequent budding of RTP cells generated diploid progenies, which eventually resumed to size of unirradiated cells (Figure 3B; Figure S1G, Supporting Information). Co‐labeling CEP8 with filamentous actin (F‐actin) or with CEP12 confirmed the karyotype restoration of budded progenies to their unirradiated parental cells (Figure S1H,I, Supporting Information). Irradiation‐induced poly‐aneuploid RTP cells of Caco‐2, A549 and MDA‐MB‐231 cells also underwent depolyploidization (i.e., ploidy reduction) by budding off progenies with fairly normal CEP8 numbers (Figure S1J, Supporting Information). Compared with unirradiated and repopulated diploid cells, where centrosome‐functional mitosis could be observed, budding of 8Gy‐induced RTP cells was mitosis‐distinct with multiple centrosomes clustered in the perinuclear cytoplasm (Figure 3C). Furthermore, we detected unexpectedly co‐expressions of the senescence marker with the proliferating marker in budding RTP cells (Figure 3D).

**Figure 3:**
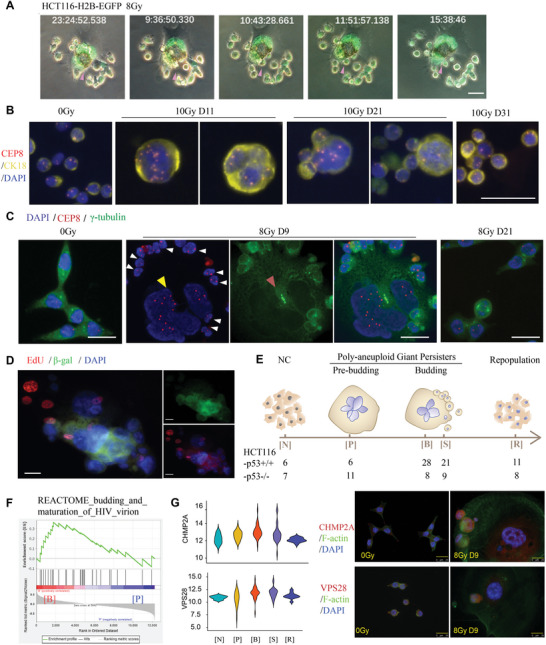
Poly‐aneuploid RTP cells produced proliferating progenies via a viral budding‐like cell division. A) Time‐lapse sequences illustrating budding of an HCT116‐RTP cell expressing H2B‐EGFP following 8 Gy. A daughter cell (pink triangle) is being budded off. Scale bars, 25 µm. B) Representative iFISH images of HCT116 cultivated in suspension illustrating the alteration of ploidy number at indicated time points following 10 Gy. Ploidy number was visualized by CEP8 probe (human chromosome 8), DNA and cytokeratin was stained by DAPI (blue) and CK18 (golden). Scale bars, 25 µm. C) Copy numbers of chromosome 8 (CEP8, red) and centrosome (*γ*‐tubulin, green) were detected by iFISH in unirradiated and 8Gy‐treated HCT116. (Middle): A RTP cell (yellow triangle) in process of budding is surrounded by diploid progeny cells (white triangle), which is centrosome (red triangle) independent. (Right): A repopulated tumor cell is undergoing mitosis. D) Immunofluorescent staining of budding RTP cells by EdU (red), DAPI (blue) and senescence‐associated *β*‐gal (green). E) Schematic of the naming principle and cell count of cells samples collected for SMART RNA‐seq. Single cells from untreated HCT116 (both p53+/+ and p53−/−) cells were defined as [N], while cells derived from pre‐budding RTP cells, budding RTP cells, budded and repopulated small cells were, respectively, defined as [P], [B], [S], and [R]. F) Gene set enrichment analysis (GSEA) showing positive enrichment for budding and maturation of human immunodeficiency virus (HIV) virion in budding RTP cells relative to pre‐budding RTP cells. G) Expression of ESCRT genes CHMP2A and VPS28 in violin plots and in immunofluorescent staining. Scale bar, 25 mm. iFISH: immunofluorescence in situ hybridization; ESCRT: endosomal sorting complex required for transport.

To gain insight into the karyotypic reversibility of RTP cells, we applied SMART RNA‐sequencing to obtain the longitudinal transcriptional profiles of their different stages, including unirradiated cells [N], pre‐budding RTP cells [P], budding RTP cells [B] and newly budded progeny cells [S], as well as repopulated cells [R] (Figure 3E). A total of 115 single‐cell transcriptomes (69 from HCT116 p53+/+ and 46 from HCT116 p53−/− cells) were obtained, with a mean of 85.5% reads mapping to the reference human genome. 

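The cells were HCT116, a human colorectal cancer cell line, in a p53+/+ and a p53−/− form. Each library came from 1 cell, aspirated under a microscope and amplified as full-length cDNA without molecular identifiers. By the sample labels there were 13 [N], 17 [P], 36 [B], 30 [S] and 19 [R] cells, of which 72 belonged to the p53+/+ line and 43 to the p53−/− line. The paper gives 69 and 46 cells, which cells differ is not stated there, and the labels were used. The [S] cell 707G3 has the letter G in its title, as many [B] cells do. Its label, which Table S5 shares, was used. The labels give a dose of 8 Gy for the [N] cells too, while the paper calls them unirradiated, and they were taken here as unirradiated. The authors trimmed the reads with fastp, aligned them to GRCh38 with HISAT2 and estimated gene expression with StringTie. Their table holds raw counts per gene and cell, without normalization. Total counts ranged from 4056329 to 100173192 per cell with a median of 34238237, and between 5911 and 19258 genes were detected per cell with a median of 14417. The median share of counts from mitochondrial rRNA was 1.06% in [N], 3.13% in [P], 4.58% in [B], 3.74% in [S] and 2.24% in [R]. The median share in the 50 highest genes was 17.05% in [N], 18.92% in [P], 22.17% in [B], 22.73% in [S] and 15.96% in [R]. These shares vary with the stage, and what they add to the changes against [N] was not tested.

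Cells of 1 line picked at 1 stage are not independent replicates. Raw counts were therefore summed over the cells of each stage and line, which gave 10 sums and n = 2 per stage, with replicate 1 from the p53+/+ line and replicate 2 from the p53−/− line. The sums were fitted together in edgeR with TMM normalization and a robust quasi-likelihood test, with 1 mean per stage. Genes with low counts were left out, and 19894 genes were tested. In [B] versus [N] and [S] versus [N], 1 [B] cell and 3 [S] cells that the paper's own tables of these comparisons do not hold were left out, and 19897 genes were tested. Genes were called at a Benjamini-Hochberg adjusted p under 0.05. Where 1 sum of a stage is left out, that stage holds 1 line and the other stage both. A difference between the lines then enters the fold change of the stages. A shift on leaving out a sum therefore mixes line and stage. The standard error of a log2 fold change was derived from its F statistic, and a value given for a single line is a difference in log2 CPM, counts scaled to the library total, with a prior count of 2.

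Lists of genes were taken from Table S6 or written down, in both cases before the data were examined. Each was tested against all other genes with camera, at a preset correlation between genes of 0.01 and adjusted over the 49 lists of a comparison. As a second setting the correlation was estimated from the sums. Between stages this was done without the line as a block. Genes of a list that shift together between the lines then count as correlated, and a call can be lost through this. The value given for a list is the median log2 fold change of its measured genes. Over all genes the median was 0.15 in [P] versus [N], 0.20 in [B] versus [N], 0.02 in [B] versus [P], 0.16 in [S] versus [N], 0.02 in [R] versus [N], -0.08 in [R] versus [S] and -0.14 in [R] versus [B]. With library size as the only scaling, this median moved by 0.14 in [P] versus [N], 0.11 in [B] versus [N], 0.16 in [R] versus [N], 0.18 in [R] versus [S] and 0.11 between the lines. Titles of the cells begin with digits that groups of cells share, called name prefixes here, and there are 19 of them. The [N] cells share a name prefix with [P] cells only, and the [R] cells share none with another stage. In [B] or [S] versus [N], and in every comparison with [R], the stage and the name prefix therefore cannot be told apart. In the p53+/+ line all [P] cells but only 1 [N] cell have name prefix 1115. There [P] versus [N] is largely confounded with the name prefix too.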

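In [B] versus [P], 28 measured genes of the Reactome list for budding and maturation of the HIV virion had a median log2 fold change of 0.17, and 20 of them were above 0. The median was 0.20 in the p53+/+ line and 0.16 in the p53−/− line, and 0.095 without the [B] sum of the p53+/+ line. The list did not pass the threshold (adjusted p = 0.243 from camera). The 16 genes of HIV virion assembly had a median of 0.25, with 13 above 0 and an adjusted p of 0.0964 from camera. Their medians were 0.30 and 0.18 in the p53+/+ and p53−/− line. When counts were summed per stage, line and name prefix, both lists passed, with an adjusted p of 0.00497 for budding and 0.00751 for assembly. With cells as replicates in DESeq2, the assembly list passed (adjusted p = 0.0245). Both of these settings treat cells of 1 stage and line as replicates. Within the name prefixes that hold [B] and [P] cells, each with 1 [B] cell against 4 [P] cells of the p53−/− line, the median of the budding list was 0.06 (name prefix 1118) and -0.04 (name prefix 1206), against -0.24 and -1.16 over all genes.

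Over all genes, edgeR called 0 of 19894 in [B] versus [P], with 1030 at an unadjusted p under 0.05. DESeq2 on the same sums called 47 genes higher and 81 lower. In both HIV lists 0 genes were called when adjusted over the list alone. In them 0 had an unadjusted p under 0.05 from edgeR and 0 were called by DESeq2. In simulated data with the spread of the real sums, edgeR recovered 0 of 50 genes changed 2-fold in [B] versus [P]. Genes changed as little as these medians would rarely be called, so the lack of calls does not decide whether the lists changed.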

Besides the morphological similarity between RTP cells budding and viral budding, enriched pathways from pre‐budding to budding RTP cells were remarkably similar to those involved in the assembly and budding of human immunodeficiency virus (HIV) virions (Figure 3F; Figure S2A, Supporting Information). Thereinto, proteins of endosomal sorting complex required for transport (ESCRT) in host cells are hijacked by HIV to package and release their virions; similarly, ESCRT proteins were highly expressed in budding RTP cells, especially enriched in membrane scission sites (Figure 3G; Figure S2B, Supporting Information). 

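The median log2 fold change over 31 ESCRT subunits was 0.09 in [B] versus [P], and 20 subunits were above 0 (adjusted p = 0.277 from camera). Without the [P] sum of the p53+/+ line the median was 0.22 and the list passed (adjusted p = 0.0304). Without the [B] sum of the p53+/+ line the median was -0.07. With sums per name prefix it was 0.22 and the list also passed (adjusted p = 0.0115). Over the list alone 0 subunits were called by edgeR, 0 had an unadjusted p under 0.05, and DESeq2 called 0. As for the HIV lists, the lack of called genes does not decide whether the subunits changed. VPS28 on chromosome 8 had a log2 fold change of 0.75 (standard error 0.44, adjusted p = 1 from edgeR), with 0.78 in the p53+/+ line and 0.68 in the p53−/− line, and was at 0.19 without the [B] and 1.24 without the [P] sum of the p53+/+ line, and at 0.40 without the [P] and 1.15 without the [B] sum of the p53−/− line. CHMP2A on chromosome 19 had a log2 fold change of 0.39 (standard error 0.48, adjusted p = 1 from edgeR), with 0.91 in the p53+/+ line and -0.46 in the p53−/− line. Without the [B] sum of the p53+/+ line, CHMP2A was at -0.47, and without that of the p53−/− line at 0.92. CHMP6 on chromosome 17 was at 0.62, CHMP4C on chromosome 8 at 0.74, VPS37B on chromosome 12 at 0.60 and CHMP7 on chromosome 8 at 0.48, each above 0 in both lines and with an adjusted p of at least 0.985 from edgeR. Without the [P] sum of the p53−/− line, CHMP7 was at 0.035 and VPS37B at 0.305, and without that of the p53+/+ line at 1.165 and 0.995.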

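The 80 measured genes for cytosolic ribosomal proteins had a median log2 fold change of 0.48 in [B] versus [P], and 78 of them were above 0. The list passed the threshold (adjusted p = 1.26e-16 from camera). With the correlation between genes estimated from the sums, the adjusted p was 0.401. The median was 0.31 without the [B] sum of the p53+/+ line. The median was 0.83 in the p53+/+ line and 0.20 in the p53−/− line, and the difference between the lines was not tested. In edgeR 0 of the genes were called, over all genes or adjusted over the list alone, 7 were higher and 0 lower at an unadjusted p under 0.05, and DESeq2 called 0. RPS12 had a log2 fold change of 0.94 (standard error 0.32, adjusted p = 0.816 from edgeR), RPL28 of 0.96 and RPL10 of 0.79, each higher in both lines. Genes of this family have many processed pseudogenes that can share their reads. Within name prefix 1118 the median of the family minus that of all genes was -0.04, and within name prefix 1206 it was 2.43, each from 1 [B] cell against 4 [P] cells of the p53−/− line. Against [N], the median of the family was 0.68 in [B], with 77 genes above 0 (adjusted p = 6.02e-10 from camera, adjusted p = 0.456 with an estimated correlation), and 0.92 in [S], with 79 above 0 and 31 higher when adjusted over the list alone (adjusted p = 3.8e-22 from camera, adjusted p = 0.362 with an estimated correlation). In [S] it was 0.36 without the [S] sum of the p53+/+ line. The 76 genes for mitochondrial ribosomal proteins had a median of 0.03 in [B] versus [P] (adjusted p = 0.423 from camera).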

Consistent with upregulated pathways in HIV re‐activation relative to latently infection,^[^ ^15^ ^]^ budding RTP cells also showed upregulation in expression of ribosomal proteins relative to pre‐budding RTP cells, corresponding to active metabolism of RNA and protein (Figure S2C, Supporting Information).

### 2.4 Type‐I Interferon Mediated Anti‐viral Signaling Suppressed Budding of RTP Cells

We further compared transcriptional profiles among [P], [B], and [N] cells to identify potential molecular networks accounting for the transition from mitosis to budding‐like division. Relative to unirradiated cells, pre‐budding and budding RTP cells were both characterized by marked elevation of type‐I interferon (IFN‐I) signaling (**Figure** **4**A,B; Figure S2D, Supporting Information). Indeed, signaling of retinoic acid‐inducible gene I (RIG‐I, encoded by gene DDX58), which senses viral and host‐derived dsRNA and induces transcription of IFN‐I,^[^ ^16^ ^]^ was enriched in [P] and [B] (Figure S2E, Supporting Information). 

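Of 42 interferon-stimulated genes, 38 were above 0 in [P] versus [N] and 40 in [B] versus [N]. The median log2 fold change was 2.03 in [P] versus [N] (adjusted p = 9.03e-09 from camera), with 0.86 in the p53+/+ line and 2.48 in the p53−/− line. It was 1.84 in [B] versus [N] (adjusted p = 1.16e-09 from camera), with 1.59 and 3.16 in the lines. Neither call holds with the correlation estimated from the sums (adjusted p = 0.299 and 0.266). In [P] the median was 0.88 without the [P] sum of the p53−/− line. The level of these genes per cell, as a mean log2(CPM + 1), had a median of 2.36 in [N], 3.35 in [P] and 3.56 in [B] in the p53−/− line, where 1 [P] cell had 5.25 and the others at most 3.86, and 1 [B] cell 5.59 and the others at most 3.99. In the p53+/+ line the medians were 2.49, 3.12 and 3.12. Such a cell weighs on the sum of its stage and line, and so on the gap between the lines. In edgeR 0 of these genes were called over all genes in either comparison, and 1 in [P] and 6 in [B] were higher when adjusted over the list alone. At an unadjusted p under 0.05, 22 were higher and 0 lower in [P], and 24 higher and 1 lower in [B]. DESeq2 called 11 higher in [P] and 19 in [B]. Within name prefix 1115, the only one with cells of both stages, the median in [P] versus [N] was 1.89 in the p53+/+ line, from 6 [P] cells against 1 [N] cell, and 1.91 in the p53−/− line, from 3 against 2. That 1 [N] cell stands apart, with a correlation of 0.895 with the other [N] cells of its line and, at 2.19, their lowest level of these genes. The 2 [N] cells of the p53−/− line with this name prefix also had the lowest correlations of their line, at 0.924 and 0.929. An odd cell and a difference between name prefixes therefore cannot be told apart. The medians of all genes within name prefix 1115 were 0.58 and 0.12.

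ISG15 had a log2 fold change of 2.46 in [P] versus [N] (standard error 0.84, adjusted p = 0.338 from edgeR) and of 4.48 in [B] versus [N] (standard error 0.91, adjusted p = 0.0532 from edgeR). With the cell line as a block, ISG15 passed in [B] versus [N] (adjusted p = 0.034 from edgeR). A single cell held 56.8% of the ISG15 counts of 1 [B] sum. IFI6 was at 3.39 in [P] and 3.84 in [B], and OAS1 at 4.21, with 70.3% of the counts of 1 [P] sum in 1 cell, and 3.43. OAS3 was at 2.05 in [P] and 0.65 in [B]. Without the [P] sum of the p53−/− line, ISG15 was at 0.81, IFI6 at 1.62 and OAS1 at 2.41 in [P] versus [N]. JAK1 was at -0.05 (standard error 0.30) in [P] versus [N], above 0 in the p53+/+ line and below it in the p53−/− line, and at 0.09 with library size as the only scaling.

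**Figure D1:**
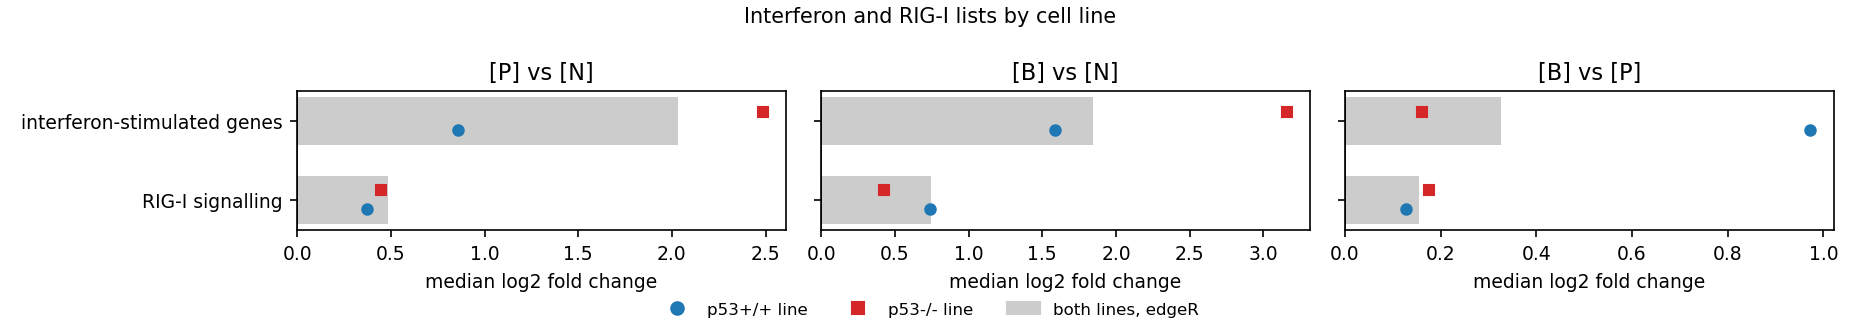
Median log2 fold change of 42 interferon-stimulated genes and 20 genes of RIG-I signalling in 3 comparisons. Bars give the median of the edgeR fit over both lines, circles the p53+/+ line and squares the p53−/− line. For the interferon-stimulated genes the bars stand at 2.03 in [P] versus [N], 1.84 in [B] versus [N] and 0.33 in [B] versus [P].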

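Over 20 genes of RIG-I signalling, the median log2 fold change was 0.48 in [P] versus [N], with 13 genes above 0 (adjusted p = 0.234 from camera), and 0.75 in [B] versus [N], with 15 above 0 (adjusted p = 0.0821 from camera). In [P] it was 0.19 without the [P] sum of the p53−/− line. It was 0.37 and 0.45 in the p53+/+ and p53−/− line in [P], and 0.74 and 0.42 in [B]. Without the [B] sum of the p53+/+ line, the median in [B] versus [N] was 0.78 and the list passed (adjusted p = 0.015). In both comparisons edgeR called 0 of the genes, over all genes or adjusted over the list alone, with 5 higher and 0 lower in [P], and 5 higher and 2 lower in [B], at an unadjusted p under 0.05. DESeq2 called 2 higher in [P], and 3 higher and 1 lower in [B]. DDX58 had a log2 fold change of 2.51 in [P] versus [N] (standard error 0.92, adjusted p = 0.354 from edgeR) and of 3.44 in [B] versus [N] (standard error 0.94, adjusted p = 0.106 from edgeR). With the cell line as a block it passed in [B] versus [N] (adjusted p = 0.0348 from edgeR). Without the [P] sum of the p53−/− line DDX58 was at 1.23 in [P] and without the [N] sum of that line at 4.00, and without its [B] sum at 2.21 in [B]. A single cell held 66.5% of the DDX58 counts of 1 [P] sum and 78.4% of those of 1 [B] sum. IFIH1 was at 2.20 in [P] and 2.42 in [B], and TRIM25 at 1.03 in [P], none of them past the threshold.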

Although antiviral module induced by interferon‐stimulated genes (ISGs) was both expressed in [P] and [B], ISGs expressions were transiently downregulated from pre‐budding to budding RTP cells (Figure 4C; Figure S2F,G, Supporting Information). This downregulation of antiviral activity has been reported in HIV re‐activation from its latent infective state,^[^ ^17^ ^]^ pointing to the hypothesis that RTP‐involved stress state might bear a resemblance with the host response to viral infection.

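In [B] versus [P], the median log2 fold change of the 42 interferon-stimulated genes was 0.33 and 28 of them were above 0 (adjusted p = 0.0295 from camera). With the correlation estimated from the sums the adjusted p was 0.641. The median was 0.97 in the p53+/+ line and 0.16 in the p53−/− line. It was 0.99 without the [P] sum of the p53−/− line, -0.05 without the [P] sum of the p53+/+ line, -0.15 without the [B] sum of the p53−/− line, -0.05 with sums per name prefix and -0.05 with cells as replicates. Within name prefix 1118 it was 0.17 and within name prefix 1206 it was -5.40, against -0.24 and -1.16 over all genes, each from 1 [B] cell against 4 [P] cells of the p53−/− line. The level of these genes per cell had a median of 3.12 in [P] and 3.12 in [B] in the p53+/+ line. The median cell therefore did not rise there, unlike the sums. In the p53−/− line the medians were 3.35 and 3.56. The 4 [P] cells of name prefix 1206 include the cell with a level of these genes of 5.25. The others had 3.39, 3.84 and 2.28. That cell also had the most counts of the 4, at 64800737, and its weight in the -5.40 was not tested. In edgeR 0 of these genes were called, over all genes or adjusted over the list alone, 1 was higher and 1 lower at an unadjusted p under 0.05, and DESeq2 called 0. OAS3 was the lower one, with a log2 fold change of -1.36 (standard error 0.43, adjusted p = 0.804 from edgeR), -1.11 in the p53+/+ line and -1.49 in the p53−/− line, and -0.68 without the [P] sum of the p53−/− line. OAS1 was at -0.81 (standard error 1.26), above 0 in the p53+/+ line and below it in the p53−/− line. IFI6 was at 0.42 (standard error 1.04), with 2.24 in the p53+/+ line and -0.37 in the p53−/− line, and at -0.36 without the [P] sum of the p53+/+ line and 2.24 without that of the p53−/− line. With cells as replicates IFI6 was at -0.17. ISG15 was at 2.00 (standard error 0.83), above 0 in both lines. The 20 genes of RIG-I signalling had a median of 0.15 (adjusted p = 0.311 from camera), and of -0.09 without the [B] and 0.37 without the [P] sum of the p53−/− line.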

**Figure 4:**
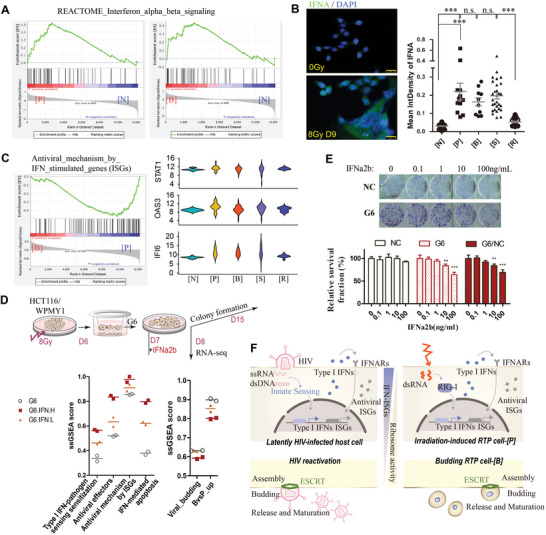
Type‐I interferon mediated anti‐viral signaling suppressed budding of RTP cells. A) GSEA showing positive enrichment for type‐I interferon signaling in pre‐budding (left panel) and budding RTP cells (right panel) relative to unirradiated cells. B) Protein expression of IFNA (green) in unirradiated and 8Gy‐treated HCT116 RTP cells. Mean IFNA fluorescence intensity of the indicated cells were shown. Scale bar, 25 mm. C) Budding RTP cells show reduced antiviral mechanism by interferon stimulated genes (ISGs) versus pre‐budding RTP cells. Violin plots showing dynamic expression of ISGs: STAT1, OAS3 and IFI6 (right panel). D) Timeline of treatment schedule: administration of low (0.1 ng mL^−1^, IFN‐L) or high (10 ng mL^−1^, IFN‐H) concentration of IFNa2b to HCT116‐RTP cells (sorted from day 6 post 8 Gy, G6) for 1 day to be collected for bulk RNA‐seq and for 7 days in colony formation assay. Single sample GSEA score of G6, G6 treated with IFN‐L or IFN‐H in indicated gene signatures (lower panel). E) Effect of IFNa2b on survival fraction of G6 and unirradiated HCT116. Mean ± SEM; One‐way ANOVA. F) Scheme showing parallels between HIV re‐activation from latency and budding of RTP cells induced by radiation. Innate viral sensing initiates production of IFN‐I and its antiviral effector ISGs, which is similar to activation of IFN‐ISGs signaling in RTP cells. Suppression of IFN‐ISGs and increase of ribosomal activity are observed both in budding of virus and RTP cells. ***p < 0.001; n.s., not significant. [N], unirradiated cells; [P], pre‐budding RTP cells; [B], budding RTP cells.

To assess the role of IFN‐I in budding of RTP cells, we treated 8Gy‐induced RTP cells with IFN*α*2b from 0.1 to 100 ng mL^−1^ (Figure 4D). Survival fraction of plated RTP cells displayed a concentration‐dependent reduction to IFNa2b versus untreated baseline, whereas IFN*α*2b did not show significant effect on survival of unirradiated HCT116 cells or stromal myofibroblast WPMY1 cells (Figure 4E; Figure S2H, Supporting Information). We next performed bulk‐RNA sequencing to compare the transcriptional profiles of RTP cells treated with 10 ng mL^−1^ of IFNa2b, with those treated at a lower concentration (0.1 ng mL^−1^) or untreatment of IFNa2b. Single sample gene set enrichment analysis (ssGSEA)^[^ ^18^ ^]^ demonstrated that exposure of IFNa2b to RTP cells triggered stronger IFN‐responsive pathways^[^ ^19^ ^]^ than untreated group, with high concentration of IFNa2b (IFN‐H) group had more significant differences (Figure 4D). Interestingly, when comparing with viral budding gene set and upregulated genes in [B] versus [P], RTP cells treated with IFN‐H had lower score, indicating that IFNa2b attenuates virus‐like budding of RTP cells by strengthening the antiviral potential.

We used several published datasets as reference, including samples of 12 tumor models pre‐ and post‐drug treatment.^[^ ^20^ ^]^ ssGSEA revealed that residual DTP cells through cytotoxic chemotherapy displayed positive enrichment in IFN‐I‐induced antiviral module and negative enrichments of genes involved in life cycle of HIV virion (Figure S2I, Supporting Information). Transcriptional profiles of chemo‐persistent tumor cells resembled our pre‐budding RTP cells, indicating generalizability of the negative feedback between antiviral signaling and viral‐mimicry budding potential in residual tumor cells after cytotoxic treatment. As summed up (Figure 4F), HIV latently infected host cells and radiation‐induced RTP cells share similar activation of IFN‐I‐mediated antiviral ISGs signaling. Transient suppression of IFN‐ISGs and enhancement of ribosome activity are involved in the virus‐like budding of RTP cells.

### 2.5 Transcriptomic Signatures of Pre‐Budding and Budding RTP Cells

To identify molecular signatures primed toward budding of RTP cells, we analyzed the differentially expressed genes (DEGs, at least fourfold change and adjusted *p* <0.01) among pre‐budding, budding RTP cells and unirradiated cells (**Figure** **5**A). 

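Under edgeR, 3 genes were higher and 1 was lower in [P] versus [N], 62 higher and 133 lower in [B] versus [N], and 0 higher and 0 lower in [B] versus [P]. At a change of at least 2-fold and an adjusted p under 0.01 the counts were 0 and 0 in [P] versus [N] and 8 and 5 in [B] versus [N]. At an unadjusted p under 0.05 there were 2370 genes in [P] versus [N] and 3662 in [B] versus [N]. DESeq2 on the same sums called 549 higher and 250 lower in [P] versus [N], and 1111 higher and 1001 lower in [B] versus [N]. With the cell line as a block, edgeR called 248 higher and 453 lower in [B] versus [N], and 4 higher and 2 lower in [B] versus [P]. The 4 genes of [P] versus [N] fell to 0 without any 1 of its 4 sums. The 195 genes of [B] versus [N] fell to 0 without the [N] sum of the p53+/+ line, to 2 without the [N] sum of the p53−/− line, to 14 without the [B] sum of the p53+/+ line and to 6 without the [B] sum of the p53−/− line.

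Of the 391 genes that Table S5 lists as higher in [B] versus [N], 390 were tested, 390 had a log2 fold change above 0 and 19 were called. Of the 118 that it lists as lower, 118 were below 0 and 37 were called. Of these 2 sets the cell line as a block called 75 and 96, DESeq2 150 of the first and most of the second, no filter on low counts 138 and 105, library size as the only scaling 13 and 16, sums per name prefix 17 and 39, thinned cells 11 and 20, a minimum count of 100 called 31 and 38, all cells of the stage 12 and 33, and cells as replicates 390 and 118. Without the [B] sum of the p53+/+ line 3 and 0 were called by edgeR, and without any other 1 sum 0 and 0. For [P] versus [N], 239 of 239 listed as higher and 40 of 40 listed as lower had the direction listed, and 0 were called by edgeR. For [B] versus [P], 51 of 51 and 33 of 34 had the direction listed, and 0 were called by edgeR. In [P] versus [N], DESeq2 called 47 and 31 of the 239 and 40, no filter on low counts 55 and 12 and cells as replicates 227 and 40. The same 3 called 1 and 2, 4 and 4, and 51 and 34 of the 51 and 34 in [B] versus [P]. Table S5 was made from the same cells and lists values per cell, so its directions are not independent evidence.

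The rise of KRTAP2-3 in [P] versus [N] had a log2 fold change of 4.20 (standard error 0.44, adjusted p = 0.0172 from edgeR). A second entry for KRTAP2-3 in the table gave 4.24. The gene that was lower, PRKACB, had a log2 fold change of -2.29 (standard error 0.27, adjusted p = 0.0383 from edgeR). Without any 1 of the 4 sums neither gene was called, with an adjusted p of at least 0.0559 for KRTAP2-3. In [B] versus [N] the largest rises among called genes that changed the same way in both lines, at a mean of at least 20 CPM and with no cell above 50%, were those of RNA18SN1, RNA18SN3, RNA18SN4, RN7SL1, RN7SL2, RN7SL3, SLCO5A1, POLD4, JUND and RRAS. The 18S and 7SL RNA genes have several copies and pseudogenes, so their counts are uncertain. JUND had a log2 fold change of 2.59 (standard error 0.30, adjusted p = 0.00929 from edgeR), with 2.26 and 2.91 in the lines, and was called without the [B] sum of the p53+/+ line (adjusted p = 0.0368) but not without any other sum (0.122, 0.137 and 0.0832). POLD4 was at 2.64 and RRAS at 2.56, and neither was called without any 1 sum (adjusted p of at least 0.141 and 0.1 from edgeR).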

Consistent with data above, genes upregulated in pre‐budding or budding RTP cells versus unirradiated cells are mainly involved in IFN‐I mediated antiviral signaling. The Venn plot further depicts two transcriptional waves through process of RTP cells budding (Figure 5B; Table S1, Supporting Information). The first gene panel is represented by CST3 and its expression is supposed to be involved in RTP cells maintenance; the second gene panel, represented by gene SNCG, also appears to be positively correlated with the budding phase (Figure 5B,C; Figure S3A, Supporting Information). 

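CST3 lies on chromosome 20. Its log2 fold change was 1.71 in [P] versus [N] (standard error 0.60, adjusted p = 0.344 from edgeR), with 2.06 in the p53+/+ line and 1.29 in the p53−/− line. It was 2.74 in [B] versus [N] (standard error 0.65, adjusted p = 0.0781 from edgeR), with 3.30 and 1.92 in the lines. CST3 passed in [B] versus [N] with the cell line as a block (adjusted p = 0.0243 from edgeR). It was at 1.00 in [B] versus [P], 1.83 in [S] versus [N] and 0.53 in [R] versus [N], each without passing the threshold. Without the [B], [S] or [R] sum of the p53+/+ line, these were 0.27, 0.39 and 0.26. SNCG lies on chromosome 10. Its log2 fold change was 1.80 in [B] versus [P] (standard error 1.22, adjusted p = 1 from edgeR), with 2.04 and 1.05 in the lines, and 1.50 in [B] versus [N] (standard error 1.24, adjusted p = 0.58 from edgeR), with 1.42 and 1.93. Without the [B] sum of the p53+/+ line SNCG was at 0.344 in [B] versus [P] and 0.007 in [B] versus [N]. There [B] holds the p53−/− line only, so a difference between the lines enters both values. Without the [N] sums SNCG in [B] versus [N] was at 3.499 (p53+/+ left out) and 0.704 (p53−/− left out). In [P] versus [N] SNCG was at -0.34 (standard error 1.18), below 0 in the p53+/+ line and above it in the p53−/− line, and at 1.64 without the [N] sum of the p53+/+ line and 0.16 without the [P] sum of the p53−/− line. In [S] versus [N] it was at 0.81, at -0.91 without the [S] sum of the p53+/+ line, 0.017 without the [N] sum of the p53−/− line and 2.788 without that of the p53+/+ line.

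The paper gives 6 and 48 genes for its panels, and the copy of Table S1 used here is shorter, with 5 genes of the first and 27 of the second, so the panels are incomplete here. All 5 genes of the first were above 0 in [P] versus [N], [B] versus [N] and [S] versus [N], with medians of 0.88, 1.85 and 1.77, and 3 were above 0 in [R] versus [N]. Of 27 genes of the second panel in that copy, 27 were above 0 in [B] versus [P], with medians of 0.93 and 0.90 in its parts of 6 and 21 genes. In [P] versus [N], 0 of the 6 and 10 of the 21 were above 0. The paper chose both panels on these cells, so the directions are not independent evidence. RN7SL2, a multi-copy gene, was called in [B] versus [N] with a log2 fold change of 3.87 (standard error 0.50, adjusted p = 0.0146 from edgeR), and in [S] versus [N] with 3.96 (adjusted p = 0.0259). In [B] versus [N] it kept its call only without the [B] sum of the p53+/+ line (adjusted p = 0.0287), and was at 0.164 and 0.137 without an [N] sum and 0.0832 without the [B] sum of the p53−/− line. In [S] versus [N] it was not called without any 1 sum (adjusted p of at least 0.0526). IGFBP6 had a log2 fold change of 2.68 in [B] versus [N] (adjusted p = 0.0496 from edgeR), with 51.4% of the counts of 1 [B] sum in 1 cell, and was not called without any 1 sum (adjusted p of at least 0.13). ISYNA1 was at 1.12 in [B] versus [N], and at -0.39 without the [B] sum of the p53+/+ line and 1.84 without that of the p53−/− line.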

Consistently, budding RTP cells with multiple copies of CEP8 have strongly up‐regulated CST3 and SNCG expression in HCT116, Caco‐2, A549 and MDA‐MB‐231 cells (Figure 5D,E; Figure S3B, Supporting Information). Irradiated xenografts of HCT116 and PDX also showed remarkably higher levels of CST3 and SNCG in RTP cells compared with untreated counterparts (Figure 5D,E). Transcriptional and protein expression of other genes were also confirmed in budding RTP cells (Figure S3C,D, Supporting Information). As for relationships among the genes of gene panel, the 6 genes of the first gene panel are not enough to enrich into any pathways, while the 48 genes of the second panel were significantly enriched into signaling of “metabolic process”, “developmental process” and “response to stimulus”, suggesting an active metabolism during budding (Figure S3E, Supporting Information).

**Figure 5:**
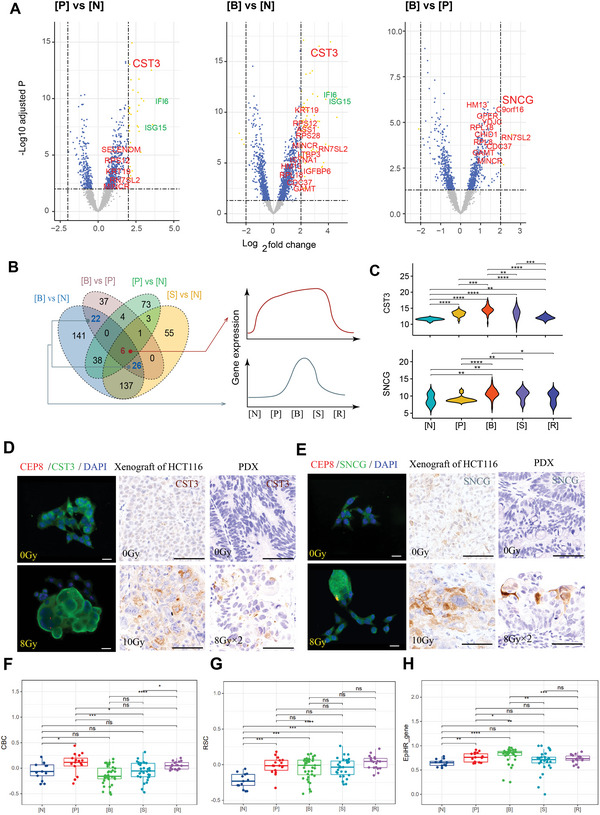
Transcriptomic signatures of pre‐budding and budding of RTP cells. A) Volcano plots displaying differentially expressed genes (DEGs, yellow dots, >fourfold and adjusted *p*<10^−2.5^) of [P] versus [N], [B] versus [N] and [B] versus [P]. Interferon signaling genes (green) and genes of interest (red) are highlighted. B) Venn diagram showing shared and differentially expressed genes (DEG, >fourfold and adjusted *p*<0.01) in four comparative groups. The 6 overlapped genes (red) and 48 genes (blue), respectively, correspond to the first and second gene expression panels. C) Expression signatures of CST3 and SNCG; Kruskal‐Wallis test. D,E) Typical expression of CST3 and SNCG in untreated and 8Gy‐induced RTP cells of HCT116 in vitro (by fluorescence staining, left panel), 10Gy‐treated xenograft of HCT116 (by immunohistochemistry, middle panel) and 8 Gy × 2‐treated PDX (by immunohistochemistry, right panel). Scale bar, 25 mm. F‐G) Using the stem cell index to map different cell stages. Kruskal–Wallis test. H) ssGSEA score of 5 cell stages in enrichment of EpiHR gene signatures. Kruskal–Wallis test. *p < 0.05, **p < 0.01, ***p < 0.001. [N], unirradiated cells; [P], pre‐budding RTP cells; [B], budding RTP cells; [S], budded progenies; [R], repopulated cell. CBC, crypt‐base columnar cells; RSC, regenerative stem cells.

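In [B] versus [N], the 196 Hallmark targets of MYC had a median log2 fold change of -0.75, with 20 above 0 (adjusted p = 9.76e-31 from camera, adjusted p = 0.0719 with an estimated correlation). Of these genes 0 were higher and 14 lower in edgeR, and 1 and 83 when adjusted over the list alone. Of 156 chemotherapy-induced stress genes 128 were above 0, with a median of 1.11 (adjusted p = 4.14e-07 from camera, adjusted p = 0.0719 with an estimated correlation), 1 higher and 0 lower in edgeR, and 5 and 0 over the list alone. Without the [N] sum of the p53−/− line their median was 1.74. The 81 genes higher in diapause had a median of 0.26, with 47 above 0 (adjusted p = 0.160 from camera), and of 0.63 without the [N] sum of the p53+/+ line and 0.50 without that of the p53−/− line. CLDN4 was called among them, with a log2 fold change of 2.12 (standard error 0.37, adjusted p = 0.0353 from edgeR), and was not called without any 1 sum (adjusted p of at least 0.0913). For the 615 genes lower in diapause the median was -0.03 and the mean 0.10, while camera ranked them below other genes (adjusted p = 0.130). Their median was 0.07 with library size as the only scaling, 0.09 without the [N] sum of the p53+/+ line, 0.03 without the [B] sum of the p53−/− line and -0.19, with an adjusted p of 0.00662, without the [B] sum of the p53+/+ line. In that list 2 genes were higher and 3 lower in edgeR.

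Of 834 proliferative genes 234 were above 0, with a median of -0.64 (adjusted p = 8.5e-25 from camera, adjusted p = 0.0719 with an estimated correlation), 2 higher and 77 lower in edgeR, and 18 and 261 over the list alone. The 81 genes of the Reactome regulation of the mitotic cell cycle had a median of -0.70, with 10 lower in edgeR and 32 lower over the list alone (adjusted p = 9.84e-21 from camera, adjusted p = 0.0633 with an estimated correlation). Of 40 mitotic genes 0 were above 0, with a median of -2.42, 16 lower in edgeR and 39 over the list alone (adjusted p = 9.70e-53 from camera, adjusted p = 0.0719 with an estimated correlation). The median of the mitotic genes was -2.95 in the p53+/+ line and -1.98 in the p53−/− line. CCNB1 had a log2 fold change of -3.17 (standard error 0.42, adjusted p = 0.0152 from edgeR), KIF20A of -3.38 (standard error 0.46, adjusted p = 0.0173) and CCNE2 of -3.28 (standard error 0.41, adjusted p = 0.0131). ESCO2, with the smallest adjusted p, was at -3.49 (standard error 0.34, adjusted p = 0.00622 from edgeR). None of these 4 genes was called without any 1 of the 4 sums, with an adjusted p between 0.0513 and 0.138.

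The 67 genes higher in senescence had a median of 0.87, with 52 above 0, 2 higher in edgeR and 5 over the list alone (adjusted p = 3.25e-04 from camera, adjusted p = 0.0719 with an estimated correlation). The 75 senescence-associated inflammatory genes had a median of 0.81, with 57 above 0, 1 higher in edgeR and 5 over the list alone (adjusted p = 7.80e-04 from camera, adjusted p = 0.147 with an estimated correlation), and of 1.29 without the [N] and 0.50 without the [B] sum of the p53−/− line. With the correlation estimated from the sums, camera's calls in [B] versus [N] hold only for DNA replication genes, the stem cell genes of Palmer et al. and heat shock genes (adjusted p = 0.0276 each). In the other 8 comparisons 0 of the gene lists hold with it. Between stages, the estimate comes from a fit without the line as a block, so genes that shift together between the lines count as correlated. Whether the lost calls would hold with the block was not tested. The 45 DNA replication genes had a median of -1.66, with 19 lower in edgeR and 37 over the list alone, and the 14 heat shock genes of -0.98, with 1 lower and 9 over the list alone.

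**Figure D2:**
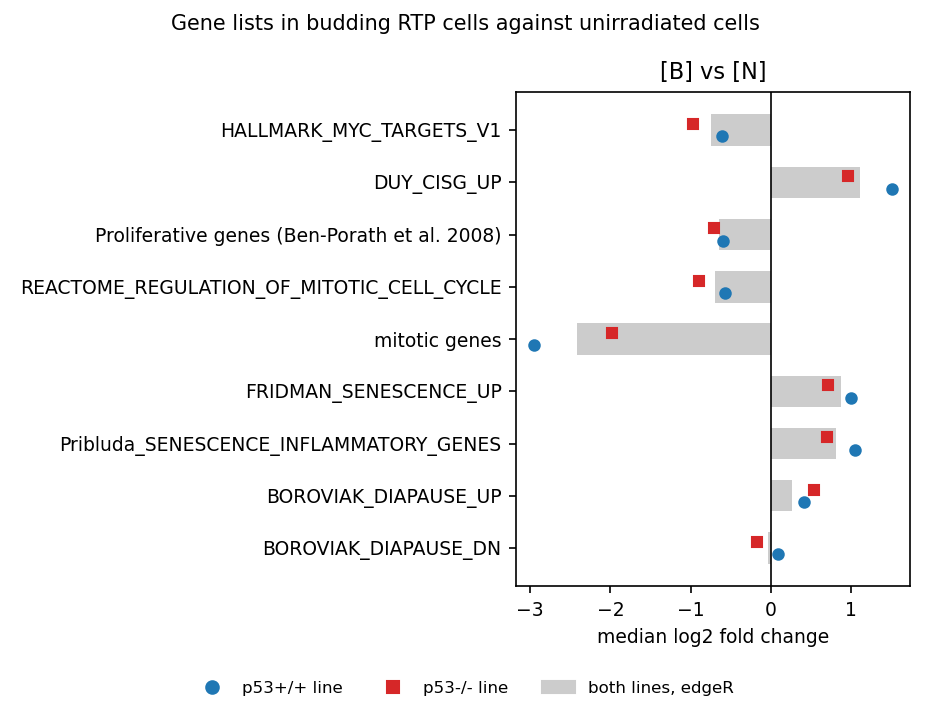
Median log2 fold change of 9 gene lists in [B] versus [N]. Bars give the median of the edgeR fit over both lines, circles the p53+/+ line and squares the p53−/− line. The lowest bar is that of the mitotic genes at -2.42 and the highest that of the chemotherapy-induced stress genes at 1.11. The bar of the genes lower in diapause, at -0.03, lies above 0 with library size as the only scaling.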

Besides these molecular adaptations, an upregulation of embryonic diapause‐like module, displaying inactivation of MYC, increased expression of chemotherapy‐induced stress genes and diapause‐expressing genes,^[^ ^21^ ^]^ and a downregulation of cell‐cycle and proliferative genes,^[^ ^12a^ ^]^ accompanied by enrichment in senescence^[^ ^12b^ ^]^ and senescence‐associated inflammatory genes^[^ ^22^ ^]^ were observed in budding RTP cells compared to unirradiated cells (Figure S3F,G, Supporting Information). 

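The stemness lists of Table S6 had medians below 0 in [B] versus [N]. Of 188 genes of Ramalho-Santos et al. 46 were above 0, with a median of -0.43 (adjusted p = 1.32e-10 from camera, adjusted p = 0.138 with an estimated correlation), 0 higher and 2 lower in edgeR, and 0 and 25 when adjusted over the list alone. For the 156 genes of Palmer et al. the median was -0.57 and the mean -0.20, with 49 above 0 (adjusted p = 3.39e-14 from camera, adjusted p = 0.0276 with an estimated correlation), 0 higher and 17 lower in edgeR, and 4 and 45 over the list alone. The 98 genes of Miranda et al. had a median of -0.65, with 21 above 0 (adjusted p = 2.03e-11 from camera, adjusted p = 0.0719 with an estimated correlation), 0 higher and 4 lower in edgeR, and 1 and 25 over the list alone. In the p53+/+ line the medians were -0.35, -0.41 and -0.46, and in the p53−/− line -0.59, -0.72 and -0.77. Some genes of the cell cycle are among those that fell, and whether they are over-represented there was not tested. CCNB1 and DEPDC1B are in the list of Palmer et al., and KIF20A is in that of Miranda et al. HAT1 of the latter was called with a log2 fold change of -1.89 (standard error 0.28, adjusted p = 0.0224 from edgeR), and MTERF3 of the list of Ramalho-Santos et al. with -1.78 (standard error 0.33, adjusted p = 0.0424 from edgeR). Without any 1 of the 4 sums neither was called, with an adjusted p of at least 0.0908 for HAT1 and 0.13 for MTERF3.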

Consistent with gene‐expression signature from bulk RNA‐seq analysis, budding RTP cells did not exhibit enrichment for stemness genes^[^ ^13^, ^23^ ^]^ in single cell level (Figure S3H, Supporting Information). GSEA also suggested inactivation of embryonic stem cell signaling, Hedgehog as well as Notch4 program in budding RTP cells (Figure S3I, Supporting Information). RNA and protein expression of CSC markers (CD44 or CD44v6, CD133 and c‐myc) were significantly higher expressed in RTP state than untreated baseline of HCT116, A549 and MDA‐MB‐231 cells, as well as 10Gy‐treated HCT116‐xenograft (Figures S3J–L and S4A–F, Supporting Information). 

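CD44 RNA had a log2 fold change of 0.64 in [P] versus [N] (standard error 0.53, adjusted p = 0.681 from edgeR) and of 0.92 in [B] versus [N] (standard error 0.52, adjusted p = 0.383 from edgeR), above 0 in both lines in each comparison, and in [B] at 0.54 without the [B] sum of the p53+/+ line. In [R] versus [N] CD44 was at 0.87, with 1.44 in the p53+/+ line and -0.03 in the p53−/− line, and at -0.01 without the [R] sum of the p53+/+ line and 1.41 without that of the p53−/− line. MYC RNA was at 1.19 in [P] versus [N] (standard error 0.78, adjusted p = 0.581 from edgeR), above 0 in both lines, and at 0.51 in [B] versus [N] (standard error 0.77, adjusted p = 0.786 from edgeR), with 0.73 in the p53+/+ line and -0.01 in the p53−/− line. Without the [B] sum of the p53+/+ line, MYC in [B] versus [N] was at -0.53, and at 1.11 without that of the p53−/− line, and it was at 1.115 and 0.129 without the [N] sum of the p53+/+ and p53−/− line. For CD133, encoded by PROM1, the [N] sums held 9.38 CPM in the p53+/+ line and 0 CPM in the p53−/− line, so no fold change is given. The [B] sums held 16.8 and 2.92 CPM, and the [R] sums 29.8 and 0 CPM.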

Taking into account that CD44 and CD133 have substantial expression in untreated cells that cannot all be CSCs, their elevation in RTP state is supposed not so much the feature of cancer stemness than a critical factor supporting survival of RTP cells. Negative staining of CD44v6 in unirradiated as well as RTP state of PDX further argue against stemness enrichment in RTP (Figure S3M, Supporting Information).

Interestingly, when using the stem cell index of intestinal tumor^[^ ^24^ ^]^ to map our single cell transcriptome data, we found that irradiated cells (including [P], [B], [S], and [R]) were relatively more enriched toward “regenerative stem cells” (RSCs) rather than the classical LGR5+ crypt‐base columnar cells (CBCs) (Figure 5F,G). 

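Markers of both cell types were listed here from general knowledge and are not the stem cell index of the paper. Over 29 markers of regenerative stem cells, the median log2 fold change against [N] was 0.59 in [P] (adjusted p = 0.0444 from camera), 0.75 in [B] (0.0939), 0.49 in [S] (0.0318) and 0.21 in [R] (0.176). The calls in [P] and [S] are lost with an estimated correlation (adjusted p = 0.388 and 0.413). The markers above 0 numbered 20 in [P], 19 in [B], 23 in [S] and 19 in [R]. With the cell line as a block the list also passed in [B] (adjusted p = 0.00459) and [R] (adjusted p = 0.0217). In [P] it did not pass without the [N] sum of the p53+/+ line (median 0.50, adjusted p = 0.551) or the [P] sum of the p53−/− line (median 0.16, adjusted p = 0.204). In [S] it did not pass without the [N] sum of the p53+/+ line (median 0.45, adjusted p = 0.448) or the [S] sum of the p53−/− line (median 0.52, adjusted p = 0.284). The median in [P] was 0.26 without the [P] sum of the p53+/+ line, and in [S] 1.03 without the [N] sum of the p53−/− line. In [B] it passed without the [N] sum of the p53−/− line (median 1.19, adjusted p = 0.00396) and without the [B] sum of the p53+/+ line (median 0.54, adjusted p = 0.0496), and its median was 0.42 without the [N] sum of the p53+/+ line and 0.45 without the [B] sum of the p53−/− line. In [R] it passed without the [N] sum of the p53−/− line (median 0.44, adjusted p = 0.00977), while without the [N] sum of the p53+/+ line the median was 0.072.

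Over 15 markers of crypt-base columnar cells the median against [N] was 0.90 in [P], with 12 above 0 (adjusted p = 0.0615 from camera), 0.74 in [S] (0.373) and 0.21 in [R] (0.299). In [P] it passed without the [P] sum of the p53−/− line (median 0.82, adjusted p = 0.017). Over [B] and [N], the median of these markers was 0.44 and the mean 0.04, while camera ranked them below other genes (adjusted p = 0.849), and the median was 0.014 without the [B] sum of the p53−/− line. In [B] versus [P] it was -0.42, with 3 above 0 (adjusted p = 0.00714, and adjusted p = 0.159 with an estimated correlation), and the list did not pass without the [P] sum of the p53+/+ line (median -0.51, adjusted p = 0.139) or the [B] sum of the p53+/+ line (median -0.50, adjusted p = 0.0557). Without the [P] or [B] sum of the p53−/− line its median was -0.78 and -0.87. CDCA7 of this list was called in [B] versus [N], with a log2 fold change of -2.49 (standard error 0.42, adjusted p = 0.0329 from edgeR), and not without any 1 sum (adjusted p of at least 0.148). SOX9 was at 1.49 in [P] versus [N] (standard error 0.34, adjusted p = 0.284 from edgeR). Whether the lists differ from each other was not tested.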

Noted that RSCs function early in damaged intestinal epithelium,^[^ ^24^, ^25^ ^]^ distinguished from CBCs underpinning intestinal homeostasis in untreated condition, this RSC‐phenotype of budding RTP cells is more in line with their survival adaptation facing therapeutic pressure and may explain their negative enrichment in conventional stemness. Furthermore, RTP cells, especially budding RTP cells also exhibited significant EpiHR signature^[^ ^26^ ^]^ (Figure 5H), a recently established epithelial‐specific high‐risk gene set highly associated with disease relapse and poor prognosis. Collectively, our data identified RTP cells as dormant seeds with increased resistance toward irradiation and potential causing tumor relapse.

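Of 45 measured genes of the EpiHR signature, 39 were above 0 in [P] versus [N], 39 in [B] versus [N], 39 in [S] versus [N] and 41 in [R] versus [N]. The medians were 0.94, 1.19, 0.96 and 0.81, and the adjusted p from camera 1.60e-07, 7.53e-11, 4.14e-08 and 8.74e-11. None of these 4 calls holds with an estimated correlation (adjusted p = 0.226, 0.0719, 0.256 and 0.459). The lines had medians of 1.38 (p53+/+) and 1.11 (p53−/−) in [B] versus [N]. There 5 genes were higher and 0 lower in edgeR, and 18 and 0 when adjusted over the list alone. In [B] versus [P] the median of the signature was 0.31, with 34 genes above 0 (adjusted p = 4.97e-04 from camera, adjusted p = 0.352 with an estimated correlation), and without the [B] sum of the p53−/− line it was 0.11 (adjusted p = 0.101), and without the [P] sum of that line 0.73. Within name prefix 1118 the median in [B] versus [P] was 0.40 and within name prefix 1206 it was -1.72, against -0.24 and -1.16 over all genes there. CAMK2N1 had a log2 fold change of 2.27 in [B] versus [N] (standard error 0.39, adjusted p = 0.0353 from edgeR) and PLEC of 2.01 (standard error 0.39, adjusted p = 0.0470 from edgeR). CEACAM1 was at 7.86 (adjusted p = 0.0224), with 86.6% of the counts of 1 [B] sum in 1 cell. Without any 1 of the 4 sums none of these genes was called, with an adjusted p of at least 0.105, 0.099 and 0.0913. The paper concludes from its data that RTP cells are dormant seeds with increased resistance to irradiation.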

### 2.6 Gene Profiling Verified by 10× scRNA‐seq and Functional Studies

To mitigate potential bias due to the small number of samplings in SMART RNA‐seq, we further employed 10× Genomics scRNA‐seq to identify characteristics of RTP cells budding. Cell groups being in the period around budding of RTP cells were mixed and constructed as one sequencing library (“Mix1”). For repeating and comparing purpose, “Mix2” were performed with irradiated RTP cells (incorporated with hashtag “tag‐IR”), non‐irradiated with “tag‐NC” and repopulated cells with “tag‐R” (**Figure** **6**A; Figure S5A, Supporting Information). After quality control and removal of hashtags of ineffective‐labelled cells, we obtained 1563 individual cells in Mix1 and 4596 in Mix2 consisting of 421 unirradiated, 2976 irradiated, and 1099 repopulated cells. We first integrated Mix1 and Mix2 as “Merge1&2” and principal component analysis (PCA) showed the repeatability and reliability of our models (Figure S5B, Supporting Information).

**Figure 6:**
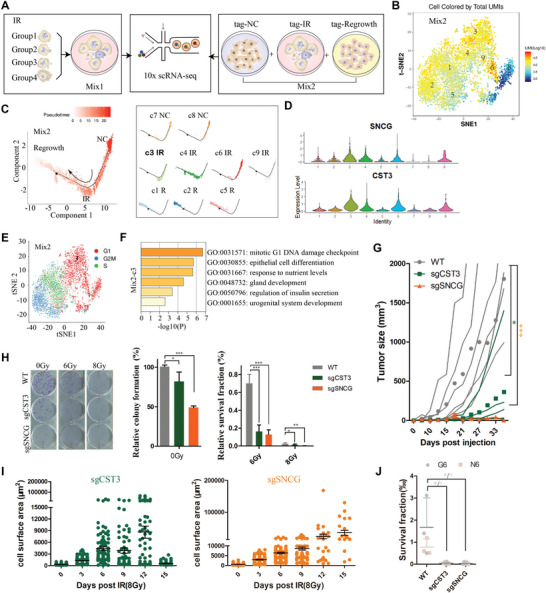
Further verification by 10 × scRNA‐seq and by functional studies. A) Single‐cell RNA‐seq pipeline. The first sample “Mix1”: consisting of distinct groups from different stages of budding RTP cells. The second sample “Mix2”: including repeated setup of “Mix1” (incubated with antibody “tag‐IR”), untreated cells (labelled as “tag‐NC”) and repopulated cells on day 30 post 8 Gy (labelled as “tag‐R”). B) t‐SNE projections of single‐cell RNA profiles in “Mix2”. Cells were colored by total unique molecular identifiers (UMI). C) Pseudo‐time reconstruction of “Mix2”. D) Significantly high expression of SNCG and CST3 in cluster 3 of “Mix2”. E) t‐SNE projections of “Mix2” single cells colored by indicated cell cycle phases. Cluster 3 was located in G1 phase. F) Gene Ontology (GO) enrichment of cluster 3 in “Mix2”. G) Tumorigenic potential in vivo among untreated HCT116 cells, its CST3 and SNCG knockout cells. *n* = 5 for each group; Two‐way ANOVA. H) Colony formation capacity of wild type HCT116 cells and its CST3 or SNCG knockout cells in indicated conditions. Mean number of colonies (± SEM, left panel) and mean survival fraction (± SEM, right panel) were shown. Student's *t*‐test (left panel); Two‐way ANOVA (right panel). I) Change of cell area post irradiation in CST3 and SNCG knockout cells. J) Colony formation potential of giant (G6) or normal‐sized cells (N6) from irradiation‐treated HCT116 cell, its CST3 and SNCG knockout cells; Student's *t*‐test. *p < 0.05, ***p < 0.001.

Using t‐distributed stochastic neighbor embedding (t‐SNE) plots to project Mix2 and Mix1, we identified 9 and 13 clusters, respectively (Figure 6B; Figure S5C, Supporting Information). We next followed these clues and found cluster3 of Mix2 was the budding cluster: 1) its total genes and total unique molecular identifiers (UMI) numbers were in the top rank of clusters (Figure 6B); 2) its differential trajectory was at a transitional state (Figure 6C); 3) SNCG and CST3 were highly expressed (Figure 6D). Cluster4 of Mix1 was similarly designated as the optimal subset (Figure S5C,D, Supporting Information). We then carried out cell cycle analysis and found that these budding clusters were consistently in G1 phase, suggesting that budding‐like division occurred in a mitosis‐independent manner (Figure 6E; Figure S5E, Supporting Information). Moreover, these cells were enriched in Gene Ontology (GO) terms “developmental growth”, “cell differentiation”, “response to nutrient” and “wounding or oxygen level” (Figure 6F; Figure S5F, Supporting Information), indicating that budding RTP cells share characteristics of cellular survival under genotoxic stress.

To further validate the roles of two budding‐associated gene panels, we performed functional studies focusing on the represented genes CST3 and SNCG. CRISPR‐based knockout of CST3 or SNCG in HCT116 significantly suppressed the colony formation capacities, elevated tumor sensitivity to irradiation and inhibited the subcutaneous tumorigenicity in vivo (Figure 6G,H; Figure S5G, Supporting Information). Knockout of CST3 and SNCG in other cell lines exhibited the same reduction in colony formation ability (Figure S5H–J, Supporting Information). In tracing cellular areas after 8 Gy, we found that knockout of CST3 or SNCG could not attenuate formation of RTP cells, but suppressed generation of progeny cells, especially in irradiated sgSNCG cells (Figure 6I). We further isolated giant and normal‐sized cells in knockout cells on day 6 post 8 Gy and seeded them at equal numbers. Survival fraction of irradiated giant or normal‐sized cells both in sgCST3 and sgSNCG were significantly decreased versus irradiated wild‐type cells (Figure 6J). These results indicated that loss of function for CST3 and SNCG can suppress tumor repopulation via attenuation of budding priming.

### 2.7 Reversibility of RTP State

To address the question how repopulated cells ([R]) related to the newly generated progenies ([S]) and the unirradiated cells ([N]), inferCNV was firstly performed to estimate the copy number variation (CNV) of each cellular stage (**Figure** **7**A). 

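Copy number was not measured here, and the values are of expression by chromosome. Over 1110 genes of chromosome 19, the median log2 fold change was 0.49 in [B] versus [N] and 0.53 in [S] versus [N], against 0.20 and 0.16 over all genes. The genes of chromosome 19 passed the threshold in both comparisons (adjusted p = 0.0435 and 0.00283 from camera over 23 chromosomes), and in neither with the correlation estimated from the sums (0.349 and 0.240). The medians were 0.51 and 0.44 in the lines in [B], and 0.58 and 0.21 in [S]. The call in [B] versus [N] was lost without any 1 of the 4 sums (adjusted p = 0.108 and 0.0954 without an [N] sum, 0.0618 and 0.147 without a [B] sum). In [S] versus [N] it was lost without the [S] sum of the p53+/+ line (adjusted p = 0.152). Once a trend of the fold change with the GC content of the transcripts was removed, the difference between chromosome 19 and all genes was 0.03 in [B] versus [N] and -0.01 in [S] versus [N]. On chromosomes 8, 9, 10, 11 and 12 the medians in [B] versus [N] were 0.21, 0.30, 0.05, 0.17 and 0.09. On chromosomes 16, 17, 18, 20, 21 and 22 they were 0.35, 0.31, 0.12, 0.16, 0.10 and 0.40. In [S] versus [N] they were 0.09, 0.25, -0.04, 0.20 and 0.05 on chromosomes 8 to 12, and 0.26, 0.25, 0.07, 0.18, 0.18 and 0.36 on chromosomes 16, 17, 18, 20, 21 and 22. None of these chromosomes passed the threshold in [B] versus [N] or [S] versus [N] (adjusted p of at least 0.205 from camera). With the trend on GC content removed, chromosome 18 differed from all genes by 0.19 in [B] versus [N], against -0.045 before. In [S] versus [N] it differed by 0.165, against -0.052 before. The other chromosomes named lay between -0.076 and 0.094 in [B] versus [N] and between -0.122 and 0.042 in [S] versus [N]. These differences were not tested.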

A substantial amplification of chromosome segments occurred in budding RTP cells, and the newly budded progenies mostly inherited the CNV features of budding RTP cells, such as gain of chromosome 8–12 and 16–22. Notable was the restored karyotype of repopulating cells, whose CNV contents were closer to parental status than budded progenies. 

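In [R] versus [N], 0 of 23 chromosomes passed the threshold. The genes of chromosome 19 had a median log2 fold change of 0.13 (adjusted p = 0.802 from camera), against 0.02 over all genes, and a difference of -0.01 from all genes without the [R] sum of the p53−/− line. The median was 0.12 on chromosome 8, 0.13 on chromosome 9, 0 on chromosome 11, 0.10 on chromosome 17 and 0.10 on chromosome 22. Over the fifth of genes with the lowest GC content the median differed from that of all genes by -0.48 in [B] versus [N], -0.43 in [S] versus [N] and -0.11 in [R] versus [N]. Over the fifth with the highest GC content it differed by 0.56, 0.57 and 0.23. In edgeR 0 of 19894 genes were called in [R] versus [N], with 1711 at an unadjusted p under 0.05, and DESeq2 called 222 higher and 179 lower.

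**Figure D3:**
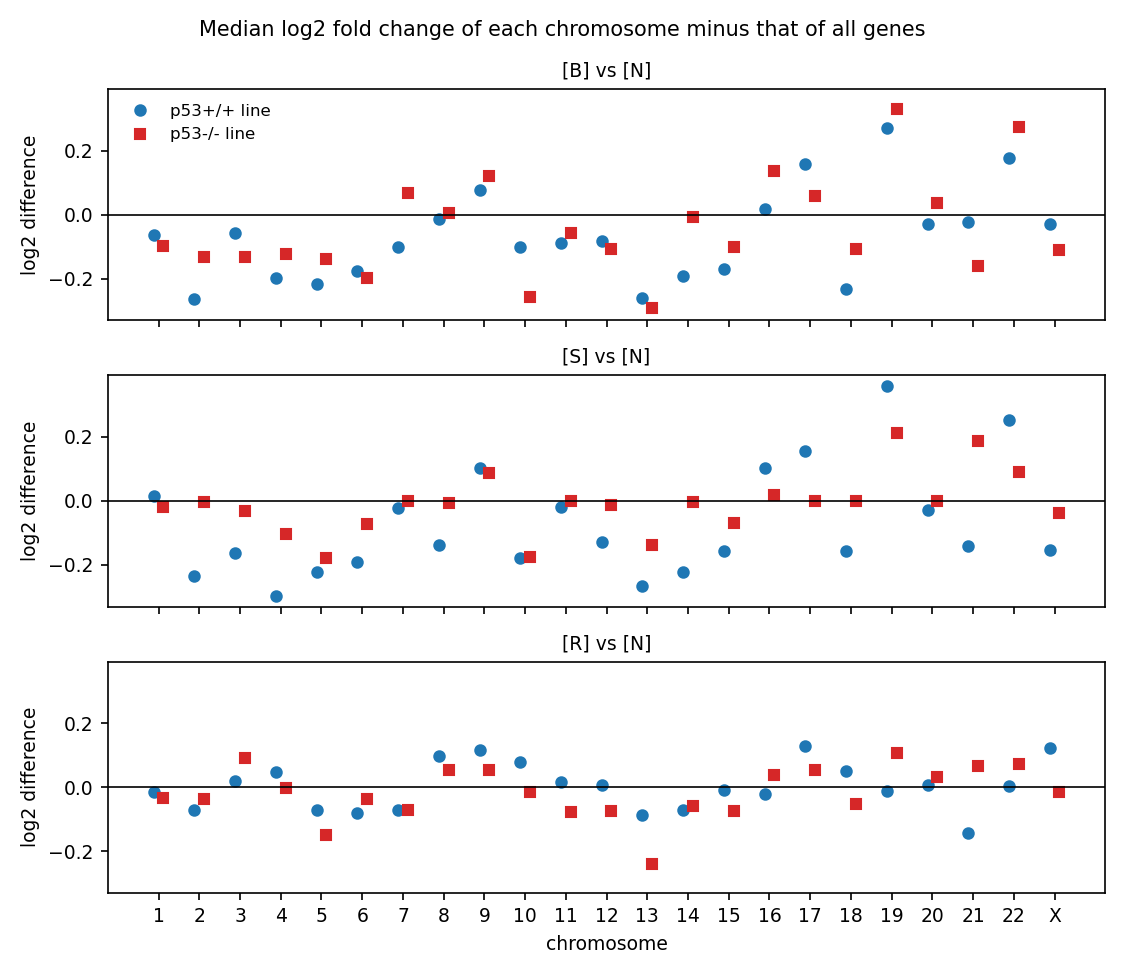
Median log2 fold change of the genes of each chromosome minus that of all genes in [B], [S] and [R] versus [N]. Circles give the p53+/+ line and squares the p53−/− line, with the chromosomes on the horizontal axis. In [B] versus [N] chromosome 19 stands at 0.27 in the p53+/+ line and 0.33 in the p53−/− line.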

We further searched for the amplified regions remained in repopulating cells and GO enrichment analysis revealed that those multiple‐copied genes were correlated with “membrane trafficking” “response to radiation” “DNA repair” and “processing of RNA and proteins” (Figure S6A, Supporting Information), indicating that repopulated tumor cells were actively trying to repair DNA and this may be responsible for the restoration of their karyotype to those of parental cells. Furthermore, GSEA showed that molecular profiles of DNA repair and cell cycle were strongly suppressed in budded progenies [S] versus repopulated [R] cells, which were also suppressed in repopulating [R] cells versus unirradiated [N] cells (Figure 7B). 

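In [R] versus [S], the 45 DNA replication genes had a median log2 fold change of 0.63, with 38 above 0 and 5 higher when adjusted over the list alone (adjusted p = 2.67e-10 from camera, adjusted p = 0.676 with an estimated correlation). The 40 mitotic genes had a median of 0.21, with 28 above 0 (adjusted p = 0.00912 from camera, adjusted p = 0.914 with an estimated correlation), 0.89 in the p53+/+ line and -0.04 in the p53−/− line. Without the [S] sum of the p53+/+ line their median was -0.25, and without the [R] sum of the p53−/− line it was -0.02. It was 1.13 without the [S] sum of the p53−/− line and 0.43 without the [R] sum of the p53+/+ line. In [R] versus [N] the mitotic genes had a median of -0.69, with 1 above 0 (adjusted p = 1.38e-07 from camera, adjusted p = 0.588 with an estimated correlation), and without the [R] sum of the p53+/+ line of -0.45 (adjusted p = 0.090). The DNA replication genes had a median of -0.07 in [R] versus [N], with 17 above 0 (adjusted p = 0.594 from camera), and of 0.09 with library size as the only scaling. Their median was 0.04 without the [N] sum of the p53−/− line and 0.08 without the [R] sum of the p53+/+ line, and -0.19 without that of the p53−/− line. CCNB1 was at -1.57 in [R] versus [N] (standard error 0.41, adjusted p = 0.563 from edgeR), and CCNE2 at 3.15 in [R] versus [S] (standard error 0.42, adjusted p = 0.0566 from edgeR). With the cell line as a block CCNE2 passed (adjusted p = 0.0441 from edgeR).

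In [R] versus [S] edgeR called 0 genes higher and 4 lower, with 3008 at an unadjusted p under 0.05, and DESeq2 called 444 higher and 949 lower. Without any 1 of the 4 sums 0 were called, and with the cell line as a block 5 were higher and 71 lower. CAPNS1 was 1 of them, with a log2 fold change of -2.37 (standard error 0.27, adjusted p = 0.0491 from edgeR), and without 1 of the sums its adjusted p was at least 0.0758. The other 3 were RPSAP58, a pseudogene, and MTRNR2L8 and MTRNR2L10, which are copies of a mitochondrial gene. The last pair falls outside the rule and was named after its values were seen. The 80 genes for cytosolic ribosomal proteins had a median of -1.34 in [R] versus [S], with 0 above 0 and 75 lower when adjusted over the list alone (adjusted p = 7.27e-52 from camera, adjusted p = 0.676 with an estimated correlation), and of -0.87 without the [S] sum of the p53+/+ line.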

Relative to [S] cells, [R] cells up‐regulated double‐strand break repair (DSB) pathway, especially the high‐fidelity homologous recombination DNA‐repair (HRR) pathway, concomitantly down‐regulated error‐prone nonhomologous end joining (NHEJ) signaling (Figure S6B, Supporting Information). 

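Of 32 genes of homologous recombination repair, 26 were above 0 in [R] versus [S], with a median log2 fold change of 0.59 (adjusted p = 8.15e-05 from camera, adjusted p = 0.676 with an estimated correlation), 0.73 in the p53+/+ line and 0.41 in the p53−/− line. Without the [S] sum of the p53+/+ line the median was 0.30 (adjusted p = 0.211), and without that of the p53−/− line 0.95. In edgeR 0 of them were called, over all genes or adjusted over the list alone, with 9 higher and 0 lower at an unadjusted p under 0.05, and DESeq2 called 2 higher. EXO1 had the smallest p, with a log2 fold change of 1.63 (standard error 0.49, adjusted p = 0.188 from edgeR). Of 20 genes of non-homologous end joining, 14 were above 0, with a median of 0.10 (adjusted p = 0.284 from camera), 0.26 in the p53+/+ line and -0.07 in the p53−/− line. It was 0.04 without the [R] sum of the p53−/− line, 0.20 without that of the p53+/+ line and 0.23 without the [S] sum of the p53−/− line. In edgeR 0 of these were called, with 1 higher and 1 lower at an unadjusted p under 0.05, and DESeq2 called 0. SHLD2 was at 1.09 (standard error 0.41), PAXX at -0.69 (standard error 0.28) and XRCC5 at 0.61 (standard error 0.29). The difference between the lists was not tested.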

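In [R] versus [B], BRCA1 RNA had a log2 fold change of 1.39 (standard error 0.56, adjusted p = 0.216 from edgeR), BRCA2 of 1.00 (standard error 0.59, adjusted p = 0.413) and PALB2 of 1.10 (standard error 0.36, adjusted p = 0.156). Each was above 0 in both lines. BRCA1 was at 0.85 and BRCA2 at 0.64 without the [B] sum of the p53+/+ line, and BRCA1 at 2.28 without that of the p53−/− line. A single cell held 56.3% of the PALB2 counts of 1 [R] sum. The 32 genes of homologous recombination repair had a median of 1.23 in [R] versus [B], with 29 above 0 and 17 higher when adjusted over the list alone (adjusted p = 2.98e-14 from camera, adjusted p = 0.208 with an estimated correlation), and edgeR called 0 of them over all genes, with 19 higher and 0 lower at an unadjusted p under 0.05, and DESeq2 called 16 higher. With the cell line as a block, EXO1 of this list passed in edgeR. Over all genes edgeR called 23 higher and 33 lower in [R] versus [B], with 3697 at an unadjusted p under 0.05, and 0 without any 1 of the 4 sums. DESeq2 called 941 higher and 1141 lower, and edgeR with the cell line as a block 361 and 253. CCNE2 had a log2 fold change of 3.92 (standard error 0.44, adjusted p = 0.0161 from edgeR), ESCO2 of 3.37 and MCM4 of 2.39, and without any 1 of the 4 sums none of them was called, with an adjusted p of at least 0.0891.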

Thereinto, transcriptional expression of HRR genes BRCA1, BRCA2, RAD51 and PALB2 in [R] cells was observed significantly up‐regulated compared to budding RTP cells ([B]) (Figure S6C, Supporting Information). Pseudotime analysis utilizing Monocle2 allowed us to reconstruct the differentiation continuum of individual cells according to their transcriptional similarities.^[^ ^27^ ^]^ Cells from five stages were organized into one main bifurcate (Figure 7C). Distribution of late progenies coincided with early repopulated cells, which turned back to the right branch overlapping with unirradiated state. 

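Pseudotime was not computed here. For each cell, the Spearman correlation across genes of its log2(CPM + 1) with the mean of the [N] cells of its line was computed, after each cell was thinned to 15435056 counts. Genes are not independent replicates, and the stages were not tested against each other. The median correlation in the p53+/+ line was 0.917 in 3 [N] cells, 0.915 in 6 [P] cells, 0.890 in 22 [B] cells, 0.853 in 20 [S] cells and 0.886 in 11 [R] cells. In the p53−/− line it was 0.944 in 7 [N] cells, 0.910 in 10 [P] cells, 0.877 in 8 [B] cells, 0.868 in 8 [S] cells and 0.898 in 8 [R] cells. Without thinning, the median was 0.864 for [S] and 0.894 for [R] in the p53+/+ line, and 0.861 and 0.897 in the p53−/− line. The paper proposes the restoration of repopulating cells after these results and comparisons of tumorigenicity and clone formation, which were not analysed here.

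**Figure D4:**
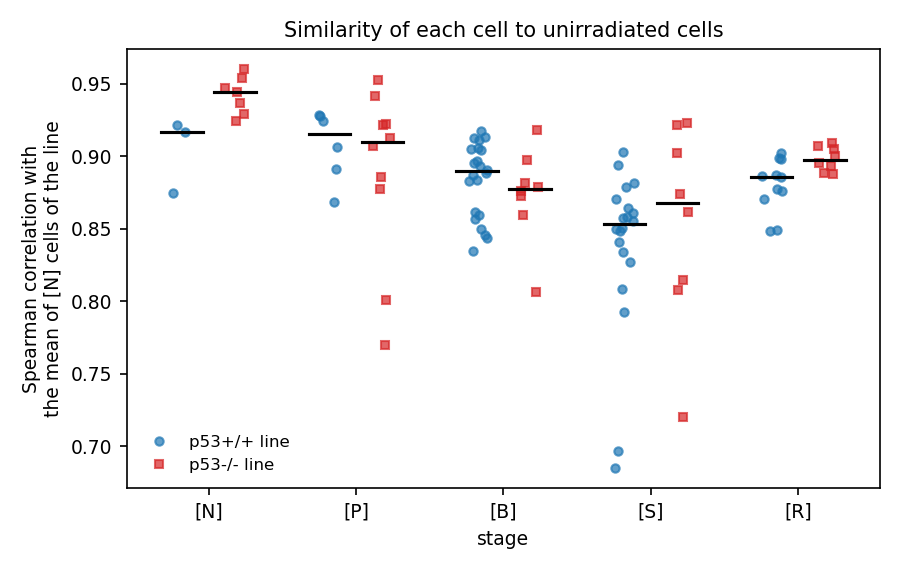
Spearman correlation of each cell with the mean of the [N] cells of its line, by stage, after thinning to 1 depth. Circles are p53+/+ cells, squares p53−/− cells and black lines medians. The lowest medians are those of [S], at 0.853 and 0.868.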

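With the 5 stages as blocks, edgeR called 16 genes higher and 25 lower in the p53−/− line than in the p53+/+ line, with 2766 at an unadjusted p under 0.05, and DESeq2 called 816 higher and 819 lower. The 41 genes became 66 without [N], 8 without [P], 18 without [B], 6 without [S] and 11 without [R]. The lines are separate clones, so a difference between them is not tied to their genotype. Of 32 p53 target genes 3 were above 0, with a median of -1.07, 4 lower in edgeR and 23 lower when adjusted over the list alone (adjusted p = 5.69e-32 from camera, adjusted p = 0.382 with an estimated correlation). GDF15 had a log2 fold change of -3.02 (standard error 0.29, adjusted p = 0.0111 from edgeR), and stayed called without any 1 stage. CDKN1A was at -2.33 (standard error 0.45, adjusted p = 0.0669 from edgeR) and passed without [N] (adjusted p = 0.0329). The 40 mitotic genes had a median of 0.78, with 40 above 0 and 37 higher when adjusted over the list alone (adjusted p = 4.16e-32 from camera, adjusted p = 0.382 with an estimated correlation). Over sums per name prefix of the [N] cells alone, which changes both the cells and the sums, edgeR called 0 genes, with 165 at an unadjusted p under 0.05. There 31 p53 target genes had a median of -0.17 (adjusted p = 0.419 from camera), the mitotic genes of 0.17 (adjusted p = 0.210 from camera) and GDF15 was at -1.97 (adjusted p = 1 from edgeR), so these 3 lost their call.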

Deletion of p53 had no influence on cellular distribution (Figure S6D). Comparison of repopulated cells (D50R) versus untreated cells in tumorigenicity of nude mice and clone formation after irradiation revealed no significant difference (Figure 7D,E). In sum, data‐above suggested the restoration of repopulating cells and its possible participation in tumor repopulation.

**Figure 7:**
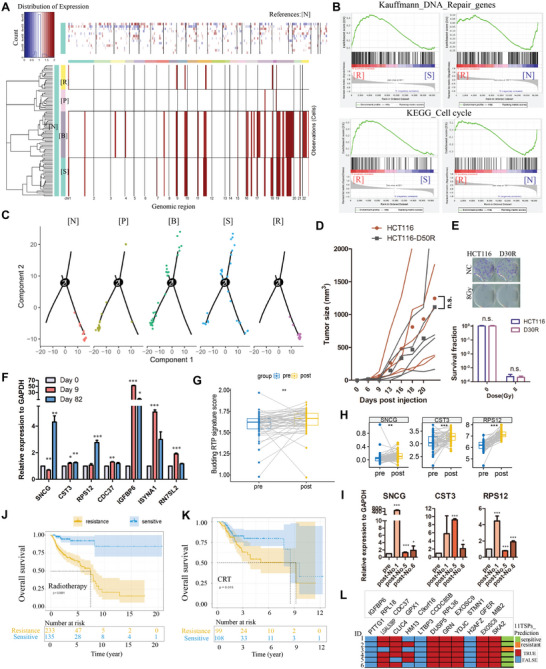
Reversibility of RTP state and clinical value of the budding gene signature. A) Clustered heat map of SMART RNA‐seq data showing chromosomal copy‐number profiles relative to untreated samples. Red, copy number gain; blue, copy number loss. B) GSEA showing positive enrichment for DNA repair genes and cell cycle genes of repopulated cells versus budded progeny cells, but negative enrichment versus untreated cells. C) Trajectory analysis for each longitudinal stage of sample groups. D) Tumorigenic potential in vivo of unirradiated or repopulated HCT116 (expanded from day 50 post 8 Gy). *n* = 5 for each group; Two‐way ANOVA. E) Representative images of colony formation in unirradiated and repopulated cells on day 30 post 8 Gy. Histogram showing the survival fractions of corresponding groups. Mean ± SEM; Two‐way ANOVA. F) RT‐PCR detection of budding RTP genes in PDX samples at 3 time points following 8 Gy × 2. Expression levels of shown genes were normalized to internal GAPDH of each samples. Mean ± SD; One‐way ANOVA. G‐H) Paired box diagrams showing the increase of budding RTP signature score and [B]_type genes expression of 52 LARC patients following chemo‐radiation (published data in GSE94104 and GSE190826). Student's *t*‐test. I) Transcriptional expression of budding RTP genes were analyzed by RT‐PCR using total RNA from 3 paired specimens of patients (pre‐ and post‐CRT of No.1, 5, 6 patient) normalized to GAPDH of each specimen. Mean ± SD; Student's *t*‐test. J,K) Kaplan‐Meier plot for cancer patients received radiotherapy J) and concurrent chemo‐radiotherapy (CRT) K) from the Cancer Genome Atlas (TCGA) database, stratified to resistant and sensitive groups according to their individual KTSP scores grounding on budding gene panel. L) 11TSPs results for 6 rectal cancer patients we collected. Each row represents one patient and each column is one of the 11 gene pairs (blue = resistant vote, red = sensitive vote). Patients who have more than 6 votes were predicted as good prognosis. [N], unirradiated cells; [P], pre‐budding RTP cells; [B], budding RTP cells; [S], budded progenies; [R], repopulated cell.

### 2.8 Clinical Value of the Budding RTP Gene Signature

We sought to determine whether the budding RTP gene signature that enables cancer cells to persist and repopulate following radiation can also be enriched in patient tumors after radiotherapy. RT‐PCR detection of budding RTP gene‐expressions in PDX model post two times 8 Gy irradiation revealed that most RTP gene levels (CST3, CDC37, IGFBP6, ISYNA1, RN7SL2) increased on day 9 when RTP cells were significantly enriched and partial fell back on day 82 when tumor repopulated (Figure 7E). There were also budding RTP genes like SNCG and RPS12 displaying enhancement of expression on day 82, where they were functioning to generate daughter cells. We next examined the budding RTP signature expression in residual rectal cancer cells post neoadjuvant chemo‐radiotherapy (nCRT) collected from published transcriptomes of 52 patients with locally advanced rectal cancer (LARC, GSE94104^[^ ^28^ ^]^ and GSE190826^[^ ^29^ ^]^), as compared with their matched diagnostic specimens. Results showed that budding RTP signature computed by ssGSEA (Figure 7G) and expression of [B]_type genes (Figure 7H; Figure S6E, Supporting Information) after nCRT treatment were significantly higher than that of before treatment. Upregulation of RTP gene markers (SNCG, CST3 and RPS12) was also found in three resected tumor samples we collected from pPR (pathological partial response) LARC patients after receiving nCRT, which was coherent with the poor regression grade of these patients (Figure 7I). Collectively, these data suggest that our budding‐RTP signature can define residual tumor of patients treated with radiotherapy.

To explore clinical significance of gene signatures of RTP cells, we used database of The Cancer Genome Atlas (TCGA) to evaluate whether budding DEGs could predict oncotherapy prognosis. A K‐Top‐Scoring‐Pair (KTSP) method^[^ ^30^ ^]^ was adopted to train a binary classifier correlating gene expression with clinical response in patients who merely received radiotherapy. When using the simplified 11 pair‐wise TSPs genes (TSPs) to evaluate radio‐sensitivity, seven points or more were considered as “sensitive”; otherwise, defined as “resistant” (Figure S6F, Supporting Information). Consistently, overall survival (OS) of the expected sensitive group was significantly higher than resistant group (Figure 7J). The 11TSPs classifier was equally accurate in predicting OS of patients received concurrent chemo‐radiotherapy even chemotherapy (Figure 7G; Figure S6G, Supporting Information). Regression model analysis reflected good classification ability of 11TSPs for survival prognosis of patients received oncotherapy (Figure S6 H,I, Supporting Information). We next applied 11TSPs to 6 LARC patients and results showed that 11TSPs achieved the sensitivity of 83.3% in predicting sensitive response to chemo‐radiation (Figure 7I; Figure S6J, Supporting Information). We also extended our KTSP model with transcriptomes derived from locoregionally advanced nasopharyngeal cancer patients with or without metastasis after radical radiotherapy,^[^ ^31^ ^]^ or paired glioblastoma PDXs with acquired radio‐resistance and untreated radio‐sensitive status.^[^ ^32^ ^]^ KTSP scores of group with good prognosis (non‐metastasis or radio‐sensitive) are significantly higher than group with poor prognosis (metastasis or acquired radio‐resistance) (Figure S6I, Supporting Information), demonstrating good accuracy of 11‐paired TSPs in predicting prognosis of cancer patients with radiotherapy.

## 3 Discussion

Tumor cell repopulation is a major cause for radiation failure and the underlying mechanism remains to be illustrated. Our study suggested a reversible radiation‐tolerant state with process of tumor cell poly‐ and then de‐polyploidization in response to radiation. These poly‐aneuploid RTP cells exhibit a distinct phenotype characterized by enlargement of cell sizes and nucleus, complex karyotype, cell cycle arrest and engagement of quiescence, and a gene signature represented by CST3, which might support survival maintenance of RTP cells. Moreover, RTP cells accomplished their de‐polyploidization through a process of virus‐like DNA assembly then budding off proliferating progenies with lipid bilayer envelope, accompanied with specific expression of a gene signature represented by SNCG. These two gene signatures could provide markers to help identify the small fractions of RTP cells progressing toward viral‐mimicry budding after radiotherapy. As shown in this study, loss of functions of either CST3 or SNCG could curtail the budding of RTP cells and prevent tumor repopulation, which provide an attractive therapeutic opportunity for sensitizing radiotherapy.

Phenomenon of drug‐tolerant persister (DTP) is most commonly reported in response to targeted drugs, which function as tumor suppressor by targeting growth‐associated proteins on cell membrane or in the cytoplasm. DTP enables cancer cells to withstand the short‐term stressful stimuli and its slow‐cycling state facilitates metabolic changes and other mechanisms to allow further adjustment.^[^ ^33^ ^]^ Increasing evidence established the key role of non‐mutational mechanisms underlying the slow‐cycling phenotype of residual persister cells and their reversibility to a non‐persister state.^[^ ^34^ ^]^ Upregulation of histone H3 lysine demethylase KDMs has been observed in DTP states of various tumor models.^[^ ^5^, ^35^ ^]^ Activation of KDMs is associated with repressed chromatin state of DTP. Knockdown of KDM5A or disruption of the heterochromatin formation mediated by H3K9me3 reduced survival of persister cells,^[^ ^5^, ^36^ ^]^ suggesting the dependence of drug tolerance on chromatin remodeling. Different from DTP, irradiation yields breakage of double‐strand DNA, accompanied with severe damage to cellular structure. Although with the similarities that both RTP cells and DTP cells possess the ability to survive the damage of cytotoxic stress and escape from dormancy to re‐enter into cell cycling, complex karyotype arose with severely damaged RTP cells renders it unable to undergo mitosis.

Akin to the cellular hypertrophy via polyploidization in acute organ failure,^[^ ^9^, ^37^ ^]^ poly‐aneuploidy might endow cancer cells with greater capacity and better fitness against genotoxic stress than the diploid state.^[^ ^38^ ^]^ On the one hand, our study implicated that polyploidization of RTP cells is an important manner through which cancer cells could weather the storm of radiation‐induced DNA damage. On the other hand, given that massive aneuploidy and chromosome instability will bring on lethal genomic chaos, polyploidization may be a temporarily adaptive strategy.^[^ ^39^ ^]^ Results from our study showed that depolyploidization of RTP cells enabled relatively normal genome, similar to their unirradiated parental cells, to be re‐assembled into a bud. A similar process named “neosis” was first posited by Rajaraman about 20 years ago. “Neosis” described multinucleated cancer cells generating mononuclear offspring through a rare asymmetrical cell division initiated by nuclear budding and followed by cytokinesis.^[^ ^40^ ^]^ Here, we highlighted the karyotype reversibility from poly‐aneuploid RTP cells to repopulated cells. And the way of progenies production is highly reminiscent of production of virus with envelope. Exploiting the host synthesis machinery, viruses replicate their genomic materials in multiple copies, which can be precisely packaged into new virions to be released. In budding of poly‐aneuploid RTP cells, chromosomes that are almost identical to the parental cells are observed likewise assigned correctly to the progeny cells. That virion‐releasing signature associated with membrane abscission and subsequent release of repopulating daughter cells was indeed observed in budding RTP cells. Even if the first assignment is not correct, budded cells will actively initiate DNA repair mechanisms, and chromosomes (including structure and number) in the repopulated cell are verified to get closer to that of the parent cells.

“Stranger and danger” mode is widely acknowledged upon interferon induction.^[^ ^41^ ^]^ Similar to “stranger” recognition by pathogen‐associated molecular pattern during viral infection, endoreplicated cells induced by radiation can release nucleic acids into cytoplasm. These nucleic acids then serve as “danger” signal to activate canonical IFN‐mediated antivirus signaling under a sterile condition.^[^ ^42^ ^]^ In our data, levels of dsRNA as well as the sensor RIG‐I receptor showed significant increases in RTP cells. In addition, both pre‐budding RTP cells and budding RTP cells had significantly elevated IFN‐I production and activated IFN signal pathway despite with different level. Similar response was observed in HIV‐latently infected host cells as well as in HIV‐producing cells when compared with uninfected cells.^[^ ^43^ ^]^ Perhaps, IFN production and IFN signal pathway activation are an evolutionarily conserved mechanism related to survival fitness under stress. Our findings, that exposure of early RTP cells to additional IFN‐I significantly boosted the host antiviral effects and precluded RTP budding‐involved tumor repopulation, might represent a promising therapeutic approach to prevent tumor relapse.

RTP cells share a similarity with CSCs in that they are associated with radio‐resistance and repopulation of cancer cells. Rather than enrichment in conventional stemness signatures, we observed diapause‐ and RSC‐like phenotype of budding RTP cells, which are similarly triggered by stress and function to support regeneration. Consistently, in recurrence of acute myeloid leukemia, residual cancer cells also enter a senescence‐like status, mimicking diapause‐like signature independent of stemness signatures to survive chemotherapy and repopulate the disease later.^[^ ^21b^ ^]^ It is in fact through viral‐budding like division of RTP cells to re‐propagate tumor, rather than the asymmetric self‐renewal of stem cells to perpetuate itself. RTP is thus “a bad seed” in tumor repopulation after radiotherapy as a more CSC‐like state but not overlap with other stem cell properties.

In this study, we identified two gene panels represented by CST3 and SNCG along with the formation and the budding of RTP cells. Cystatin‐C encoded by CST3 is a cytokine ubiquitously expressed in most cell types. Elevation of cystatin C has been proposed as a potential marker for early detection of kidney injury, and also been reported as protective factor in injured cardiomyocytes^[^ ^44^ ^]^ as well as nervous system in response to stress.^[^ ^45^ ^]^ Mechanisms through which cystatin‐C mediates stress responses might include its protease‐inhibitory function, regulation of cell proliferation, induction of cell autophagy and modulation in inflammatory response.^[^ ^45^, ^46^ ^]^ Interestingly, hypertrophy through polyploidization is a critical strategy in kidney and heart to sustain organ function after acute failure.^[^ ^37^ ^]^ Although our study unveiled that increased expression of CST3 is highly involved in cellular polyploidization to maintain survival, related high‐quality studies on the topic is scarce. The role of CST3 in stress‐induced polyploidization and the detailed molecular mechanisms merit the follow‐up work.

*γ*‐synuclein (SNCG), together with *α*‐ and *β*‐synuclein, constitutes the highly conserved synuclein family and participates in development of malignant and neurodegenerative diseases. Expression level of SNCG is positively relevant to tumor progression across various types of cancers.^[^ ^47^ ^]^ And elevated expression of SNCG confers resistance to anti‐cancer treatment.^[^ ^48^ ^]^ As a co‐chaperone, SNCG could interact with multiple kinases in cytotoxic situation, increasing stability of Akt and activating mitogen‐active protein kinase pathways,^[^ ^49^ ^]^ or regulating microtubule by acting with mitotic checkpoint kinase BubR1.^[^ ^50^ ^]^ Our results reveal the close relationship between highly expressed SNCG and budding of irradiation‐induced RTP cells. The specific molecular mechanisms remain unclear, but it could be one possibility that, as an amyloidogenic protein induced by stress, when *γ*‐synuclein is propagated from parental RTP cell to budded progeny cells, cytoplasmic stress on forthcoming is synchronously transmitted to progenies in a prion‐like manner.^[^ ^51^ ^]^

Our study revealed a novel mechanism of tumor repopulation, i.e., radiation‐induced RTP cells produce progenies via a viral budding‐like division. Targeting the radiation‐persistent cells with budding potential might be a therapeutic approach to eliminate the minimal residual disease. Besides, 11TSPs classifier based on the budding gene set also offer prognostic stratification to pan‐cancer patients who receive cytotoxic oncotherapy, favoring the early identification of individuals with refractory disease.

## 4 Experimental Section

### Cell Culture and Irradiation

Human colorectal cancer cells HCT116, Caco‐2, breast cancer cells MDA‐MB‐231, non‐small cell lung cancer cells A549, prostatic stromal myofibroblast cells WPMY1, and HEK293FT were purchased from the Cell Bank of the Chinese Academy of Sciences (Shanghai, China). HCT116 p53−/− (379.2) and p53+/+ (4016) were homologous recombinant cell lines as a gift from the laboratory of Dr. Bert Vogelstein.^[^ ^52^ ^]^ Cells were cultured in Dulbecco's MEM medium containing 10% (v/v) FBS, 1% penicillin‐streptomycin (all from Life Technologies) at 37 °C in a 5% CO_2_ atmosphere. For subculture of suspended HCT116, cells were centrifuged at 1000 rpm for 3 min and then counted to reseed at a proper density (ultra‐low attachment 6‐well plates, 10^5^–10^6^ cells per well). All cell cultures were regularly tested for *Mycoplasma* contamination. Irradiation of X‐ray (dose rate 300 cGy min^−1^) was delivered to cells using a Varian Clinaci X linear accelerator (Varian Medical Systems Inc.).

### Collection of Giant and Normal‐Sized Cells

Irradiated cells were trypsinized to generate single‐cell suspensions on day 6 after 8 Gy treatment. Normal‐sized cells were separated by filtering the cellular mixture sequentially through 20 and 10 µm pore‐sized nylon meshes (Spectrum Laboratories, Inc.), while giant cells were retained on the top of 20 µm meshes and harvested by several rinses with the complete medium.^[^ ^53^ ^]^

### Mice Experiments

All animal studies were conducted in accordance with the ethical standards of the Animal Care and Use Committee of Shanghai General Hospital, Shanghai Jiao Tong University School of Medicine, China (No. 2019‐A020‐01). For tumor xenografts of HCT116, BALB/c nude mice (4–6 weeks old) were utilized for the subcutaneous tumor model. A total of 5 × 10^6^ cells in 100 µL PBS were injected subcutaneously into the left flank of mice. Tumors were exposed to 10 Gy X‐ray (dose rate 300 cGy min^−1^) when they reached 250 mm^3^. Following radiation, mice were sacrificed when the tumor size reached 2000 mm^3^ or the mice exhibited cachexy.

For construction of the patient‐derived xenograft (PDX) model, tumor gross excised from a rectal adenocarcinoma patient was cut into small fragments and then implanted subcutaneously into NOD/SCID mice according to the previous study. For further maintenance, PDX tissues were cut into small fragments and injected subcutaneously into the left flank of 6‐week‐old male BALB/c nude mice. When the average tumor diameter reached 8 mm, mice were randomly separated into control groups or subjected to two times 8 Gy‐fractionated radiation (dose rate 300 cGy min^−1^). Mice were sacrificed if the tumor size reached 2000 mm^3^.

For intravenous metastasis formation assay, giant, normal‐sized and mixture cells were first collected. A total of 2.5 × 10^5^ giant, normal‐sized or mixture cells in 50 µL PBS were intravenously injected into the vein of BALB/c mice, respectively. Body weights of mice were measured twice a week. After 82 days, mice were sacrificed and lungs were then harvested for H&E and anti‐Pan Actin staining. Metastasis foci of more than 50 Pan Actin‐stained positive cells were counted and analyzed.

For the in vivo LDA assay, primary tumors from 10Gy‐treated HCT116 xenografts were dissociated into a single‐cell suspension on day 8 after irradiation, and then giant (G8) and normal‐sized cells (N8) were, respectively, selected by meshes. A primary tumor from untreated HCT116 xenograft was also dissociated into single cells (NC). For the simplified LDA assay, 8Gy‐irradaited HCT116 cells were cultured for 6 days and isolated to giant (G6) and normal‐sized cells (N6). Untreated HCT116 cells were also trypsinized into single cells (NC). The isolated cells were next diluted serially, resuspended in 0.1 mL 50% Ceturegel Matrix LDEV‐Free (Yeasen Biotechnology) diluted in PBS, and injected subcutaneously in the right flank of the nude mice at desired cell doses, i.e., 1 × 10^6^, 1 × 10^5^ and 1 × 10^4^ donor cells per mouse. Tumor incidence was monitored. Mice weight and tumor growth were measured every 3 days post inoculation. CSC frequency was calculated by ELDA software.^[^ ^54^ ^]^

### Histopathological Analysis

Tumor tissues were fixed in 10% neutral‐buffered formalin, embedded in paraffin and serially cut into 4 µm sections for H&E staining and IHC staining as previously described.^[^ ^55^ ^]^ Tissue sections were stained with hematoxylin and eosin, anti‐Ki67 (1:200, CST 9027), anti‐CST3 (1:100, Santa Cruz Biotechnology sc‐515732), anti‐SNCG (1:100, Abcam 55 424), anti‐human pan Actin (1:1200, CST 8456), or anti‐CD44v6 (1:300, R&D systems) primary antibody following the manufacturer's instructions.

### Collection of Patient Samples

Formalin fixed, paraffin‐embedded (FFPE) patients specimens from 6 LARC patients were obtained from the Shanghai General Hospital. Approval for this study was required from the Ethics Committee of the Shanghai General Hospital (2016KY130). Patients with tumors clinically staged II‐III (cT3/4 and/ or N+) received neoadjuvant chemo‐radiotherapy (CRT) (Table S7, Supporting Information). Long‐course radiotherapy consisted of 50–53 Gy total in 25 fractions and concurrent chemotherapy were administrated based on Capecitabine. Surgery was performed 4 weeks after completion of CRT. Pre‐CRT biopsy samples (total of 6) and available post‐CRT resection specimens (total of 6) were, respectively, obtained from colorectoscopy and surgery. Only 3 out of 6 post‐CRT specimens had some visible tumor tissue left. The clinical responses were evaluated by the Response Evaluation Criteria in Solid Tumors (RECIST). Tumor regression grades were assessed according to 8th edition of American Joint Commission on Cancer (AJCC) guideline.

### CRISPR‐Mediated Gene Knockout and Lentiviral Infection

Genes‐knockout cell lines were generated by means of CRISPR‐cas9 technology as previously reported.^[^ ^56^ ^]^ Single guided RNA (sgRNA) primers targeting the gene *SNCG* (Gene ID: 6623), and *CST3* (Gene ID: 1471) were designed using the online tool (https://portals.broadinstitute.org/gpp/public/analysis‐tools/sgrna‐design).^[^ ^57^ ^]^ The sgRNA target sequences are listed in Table S2 (Supporting Information). Annealed primers were cloned into the plasmid LentiCRISPR v2 (gifts from Dr. Feng Zhang through Addgene, plasmid 52 961).

The constructed CRISPR lentivirus vectors were then transduced into HEK293T cells together with the packaging plasmids (pSPAX2 and pMD2.G) using Lipofectamine 2000 Transfection Reagent (Invitrogen) according to the manufacturer's protocol. The supernatant containing viruses were harvested at 48 hours after transfection and then utilized to infect cells through a 0.44 µm filter. Puromycin (1 µg mL^−1^) was added to select the positively infected cells for 2 weeks. Then these infected cells were seeded into 96‐well plate with one cell per well. Single colonies were amplified and validated by western blot. The clones with no detectable target signal were kept for subsequent experiments.

### Immunofluorescence Staining (IF) and Immunofluorescence In Situ Hybridization (iFISH)

For cellular IF analysis, cells upon different treatments were cultured on cover glasses (Fisher Scientific) coated on the bottom of 24‐well plates. At indicated time, cells were fixed with 4% paraformaldehyde for 15 min, permeabilized with 0.3% Triton X‐100 for 15 min and blocked with blocking buffer containing 5% bovine serum for 1 h. Fixed cells were subsequently incubated with the primary antibodies overnight at 4 °C, followed by incubation with corresponding Alexa Fluor 594, or 488‐conjugate secondary antibodies (CST) at room temperature for 1 h. Primary antibodies used as follows: anti‐CST3 (Santa Cruz Biotechnology, sc‐515732), anti‐SNCG (Abcam, 55 424), anti‐*γ*‐tubulin (Abcam,11 317), anti‐RIG‐I (sc‐376845), anti‐IFN‐*α* (sc‐373757), anti‐ISYNA1 (Abclonal, A8965), anti‐CHMP2A (affinity,DF12147), anti‐VPS28 (sc‐166537), anti‐CD44v6 (R&D, BBA13), anti‐CD44 (CST,5640), and anti‐CD133 (Proteintech, 18470). Filamentous actin (F‐actin) was stained with phalloidine (Yeasen) as needed. Cell nuclei were accomplished with DAPI (Life Technologies). Slides were mounted with mounting medium (Vector Laboratories) and sealed for visualization with a confocal scanning microscope (Leica) or fluorescence microscope (Leica).

For IF and iFISH co‐staining, iFISH Human CTC Identification Kit (Cytelligen) was used grounding on the manufacturer's instructions with the following alterations. After labeled with primary and appropriate secondary antibody as described above in IF, cells fixed on the coated slides were subjected to Vysis Centromere Probe CEP8 (or CEP12) Spectrum Orange (or FITC, all from Abbott Laboratories) and sealed for hybridization for 3 h using the S500 Stat Spin Thermo Brite Slide Hybridization System (Abbott Molecular). Images were captured using Zeiss Axio Imager Z2 microscope. When using suspended cells for iFISH, samples were centrifuged and washed by cleaning buffer, followed by spreading onto a formatted slide overnight at 30 °C. Hybridization with centromere probe was the same as described above, and subsequent incubation with Alexa Fluor 555‐conjugated anti‐CK18 antibody (Cytelligen) was additionally performed. The remaining steps were repeated as above.

### SMART RNA‐Sequencing

Cellular samples for SMART RNA‐seq includes untreated cells ([N] stage), RTP cells prior to budding in the first week post‐8 Gy ([P] stage), budding RTP cells ([B] stage) and the newly budded small cells ([S] stages) as well as repopulating cells on day 30 after 8 Gy treatment ([R] stage). The tumor cells were first minced with PBS consisting of 2 U µL^−1^ RNAase inhibitor. Under a microscope, single cells in individual stages were selected and aspirated with pipettes. The selected cells were immediately added lysis buffer for single‐cell RNA extraction, reverse transcription and cDNA amplification using Single Cell Full Length mRNA‐Amplification Kit (Vazyme, N712) per manufacturer's protocol. RNA‐seq libraries were constructed from purified cDNA using TruePrep DNA Library Prep Kit V2 for Illumina (Vazyme, TD503) according to the manufacturer's instruction. cDNA libraries were then sequenced on an IlluminaNovaSeq 6000.

### Single‐Cell RNA‐Sequencing

Cells at stage prior to budding, when budding occurs and after budding were prepared for 10× scRNA‐seq and two samples named “Mix1” and “Mix2” were loaded onto an independent 10×Chrominum instrument (10× Genomics) per the user instructions. In brief, 8Gy‐irradiated HCT116 cells in different stages constituting group IR were collected for “Mix1”, followed by the assessment of cellular viability and adjustment of concentration to 1000 µL^−1^. Before the same process of preparation for “Mix2”, group of NC, IR and R cells were incubated with individual antibody tags (Biolegent TotalSeq) to be distinguishable from each other. An input of estimated 10000 cells was transfer to each channel. Single‐cell libraries were constructed using the Single Cell 3’ Reagent Kit (10× Genomics, v3.1). Libraries were then performed quality control using Bioanalyzer High Sensitivity DNA kit (Agilent) and sequenced on an Illumina NextSeq 500 platform (Genergy Inc.).

### Bulk‐RNA Sequencing

At least 10^6^ giant and small HCT116 cells sorted on day 6 post 8 Gy, as well as untreated HCT116 cells were prepared for RNA‐seq of Figure 2C. Giant HCT116 cells isolated on day 6 after 8 Gy, with the treatment group applied with 0.1 ng mL^−1^ (IFN‐L) or 10 ng mL^−1^ IFN*α*2b (IFN‐H) for 1 day, were harvest on day 8 and prepared for RNA‐seq of Figure 4D. Total RNA was extracted using RNeasy kit (QIAGEN, 74 106) according to the manufacturer's protocol and quantified using NanoDrop Spectrophotometer (Thermo Scientific). RNA libraries were prepared using TruSeq Stranded mRNA Library Prep Kit for NeoPrep per the standard protocols and sequencing was performed using the Illumina HiSeq 2500 high‐throughput sequencing system.

### Statistical Analysis

Data were performed using GraphPad Prism 8 Software (Graphpad Software) and SPSS statistical software 13.0.1. Comparison between two groups was conducted by using Student's two‐sided *t*‐test. Multiple group comparisons were performed using one‐way or two‐way ANOVA test (involving two variables). *p*<0.05 was considered as significant.

## Conflict of Interest

The authors declare no conflict of interest.

## Supporting information

Supporting Information Click here for additional data file.

Supplemental Table 1–4 Click here for additional data file.

Supplemental Table 5 Click here for additional data file.

Supplemental Table 6 Click here for additional data file.

Supplemental Table 7 Click here for additional data file.

## Data Availability

The data that support the findings of this study are available in the supplementary material of this article.

# Supplementary material for: Cancer Cells Enter an Adaptive Persistence to Survive Radiotherapy and Repopulate Tumor
**Source:** Adv Sci (Weinh). 2023 Jan 19;10(8):2204177. doi: 10.1002/advs.202204177
**Supplement:** Supplementary file 1 — Supporting Information

## Supplemental figures

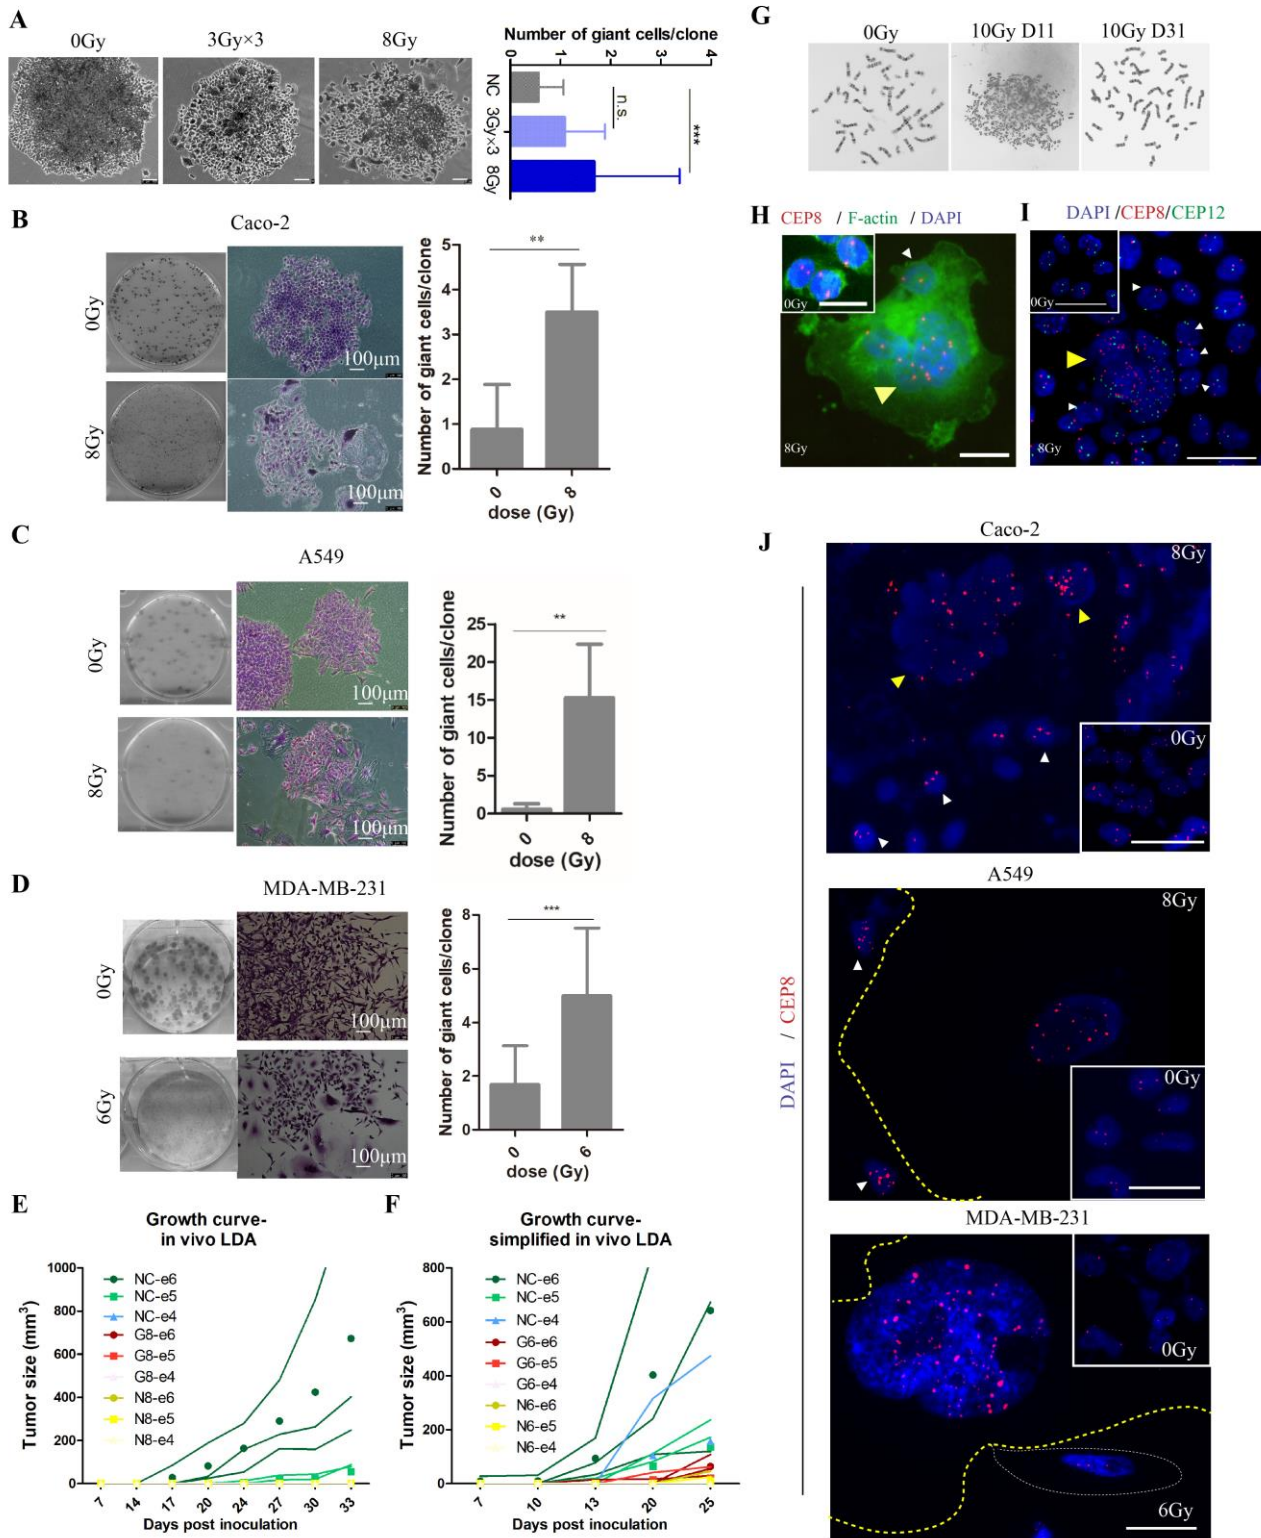

**Figure S1. Poly-aneuploid RTP cells are capable of repopulating tumor *via* virus-like budding division.**

**A-D)** Giant cancer cells (>3 times the mean area pre-irradiation) were predominantly found in irradiation-treated colonies of HCT116, Caco-2, A549 and MDA-MB-231 cells. Numbers of giant cells per colony were plotted; one-way ANOVA for (A) and student's *t* test for (B-D).

**E-F)** Growth curve of *in vivo* limited dilution assays (LDA) from primary tumor-derived cells and simplified LDA using *in vitro* irradiated tumor cells.

**G)** Karyotype analysis of corresponding cells in **Figure 3B** reflecting the copy number variation of overall chromosomes.

**H-I)** Representative immunofluorescent images of budding RTP cells (yellow triangle), which were surrounded by diploid normal-sized cells (white triangle). Ploidy number, CEP8 (red); cytoskeleton, F-actin (green) or CEP12 (green). Scale bars, 25  $\mu$ m.

**J)** 8Gy-induced RTP cells of Caco-2, A549 or MDA-MB-231 are producing daughter cells with relative normal CEP8 number (yellow dotted lines outline RTP cells; white triangles or lines denote progenies). Inset white boxes show representative iFISH images of untreated cells stained by CEP8. Scale bars, 25  $\mu$ m.

**A** Assembly\_of\_the\_HIV\_virion

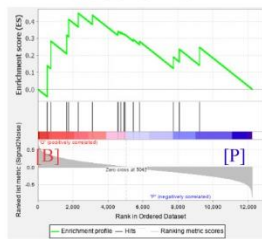

**B**

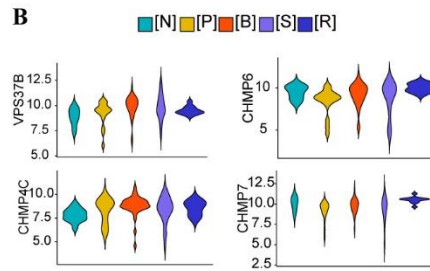

**D**

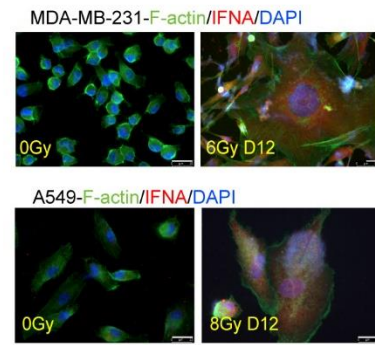

**C**

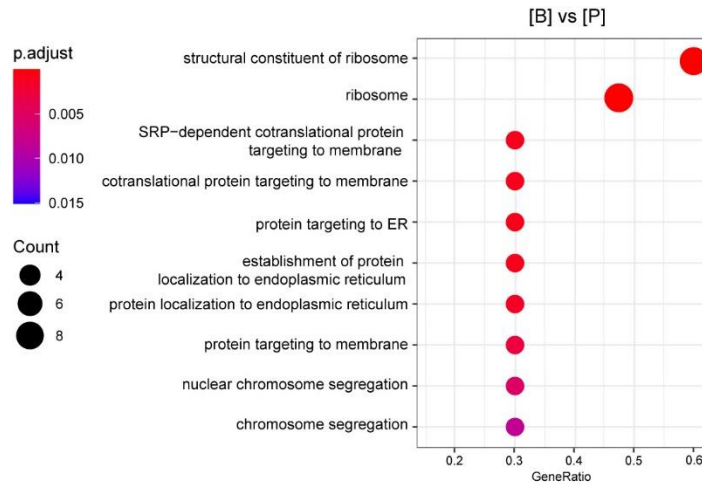

**E**

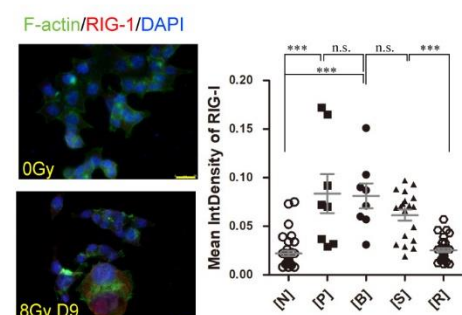

**F**

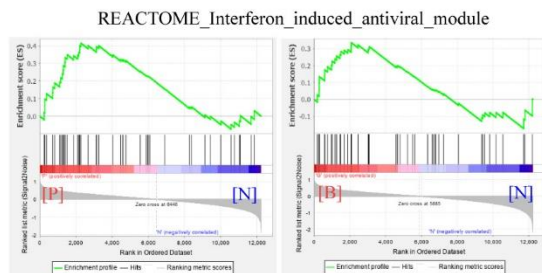

**G**

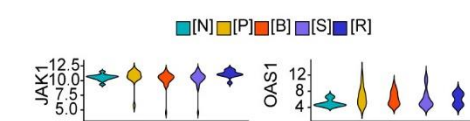

**H**

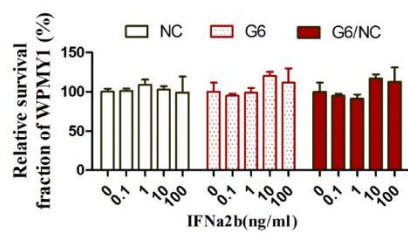

**I**

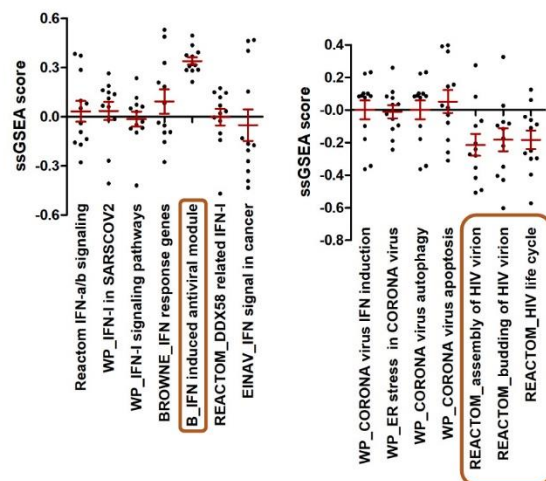

**Figure S2. Type-I interferon mediated anti-viral signaling suppresses budding of RTP cells.**

**A)** Positive enrichment for assembly of HIV virion in budding RTP cells ([B]) comparing with pre-budding RTP cells ([P]).

**B)** Violin plots showing expression of endosomal sorting complex required for transport (ESCRT) proteins: VPS37B, CHMP4C, 6 and 7.

**C)** Bubble plot showing pathways enriched in [B] vs [P].

**D)** Protein expression of IFNA (red) and F-actin (green) in untreated and 8Gy-treated budding MDA-MB-231 and A549 RTP cells by fluorescence staining. Scale bar, 25  $\mu$ m.

**E)** Expression of RIG-I (red) in untreated and 8Gy-induced budding HCT116 RTP cells. Mean RIG-I fluorescence intensity of the indicated cells were shown at right. Scale bar, 25  $\mu$ m.

**F)** Gene set enrichment analysis (GSEA) showing positive enrichment for interferon-I induced antiviral module in pre-budding ([P]) and budding RTP cells ([B]) relative to untreated cells ([N]).

**G)** Violin plot showing dynamic expression of interferon-stimulated genes (ISGs): JAK1 and OAS1.

**H)** Effect of IFNa2b on survival fraction of WPMY1 cells.

**I)** ssGSEA score of 12 residual tumor models after drug-treatment *versus* their untreated baseline in enrichment of gene signatures related to type-I IFN (left panel) and virus life cycle (right panel).

[N], untreated cells; [P], pre-budding RTP cells post 8Gy; [B], budding RTP cells of day 9 post 8Gy; [S], budded progeny cells of day 9 post 8Gy. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ ; n.s., not significant.

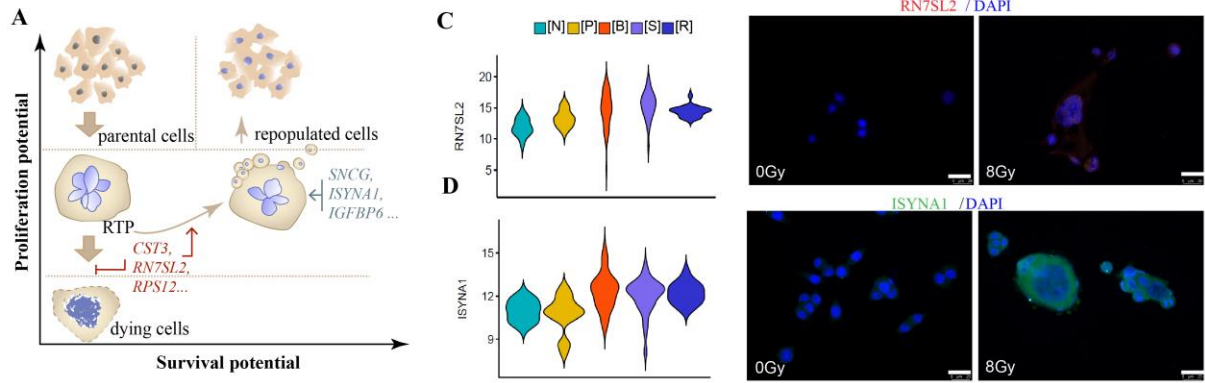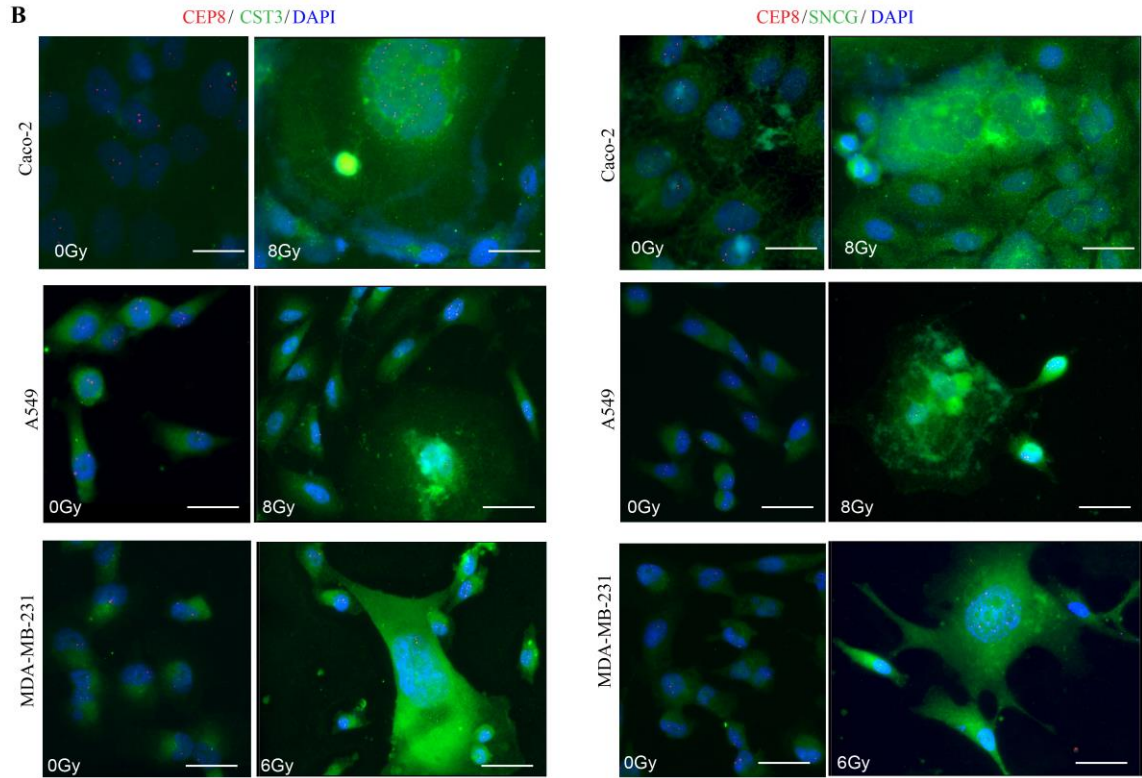

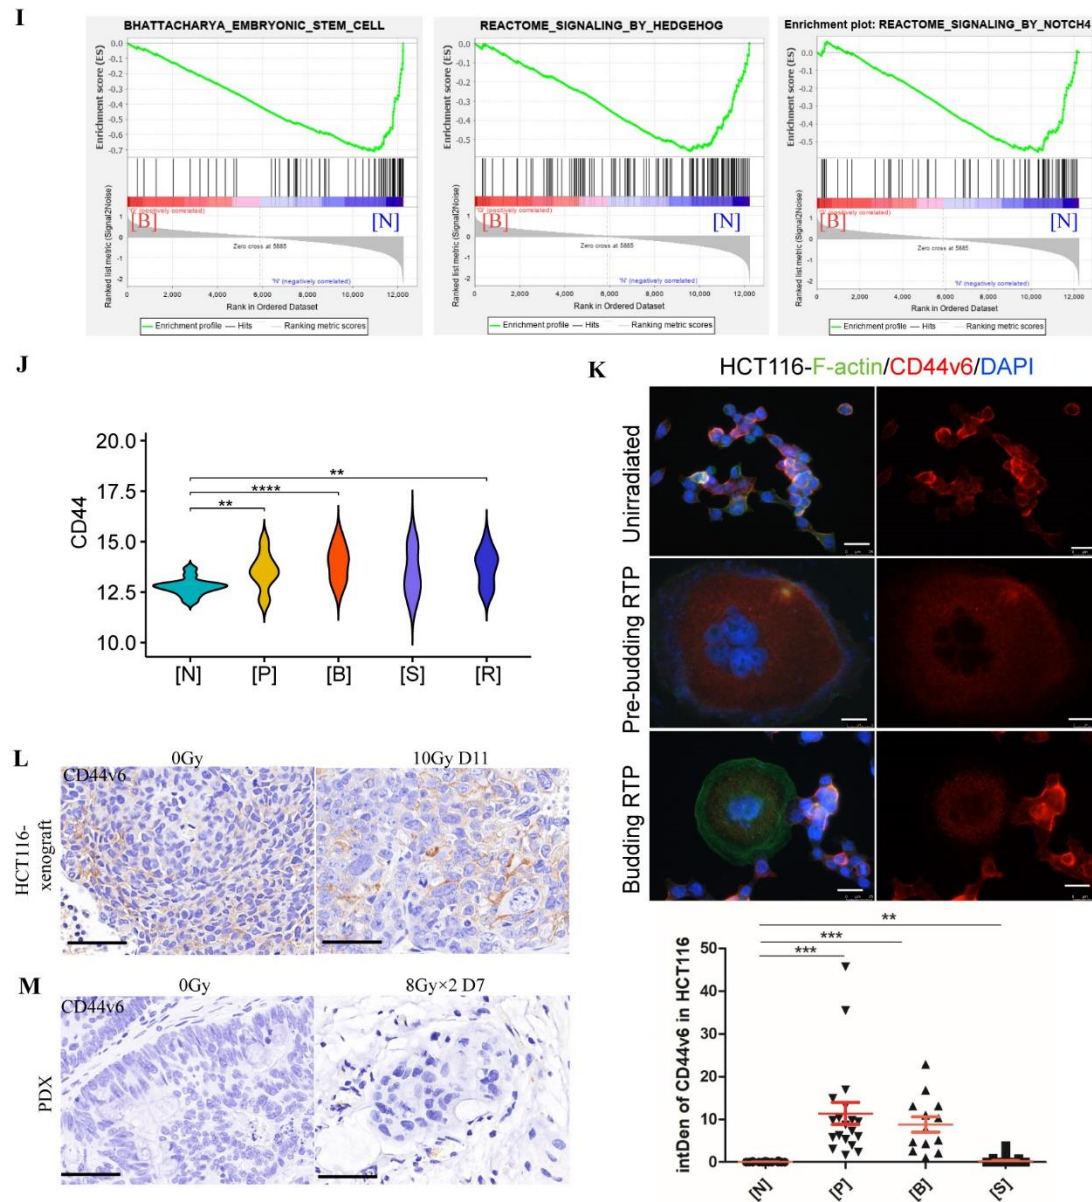

**Figure S3. Transcriptomic signatures depicting budding of RTP cells.**

**A)** Summary schema showing roles of two budding-associated transcriptomic signatures in tumor repopulation following irradiation. The first panel is associated with survival of giant RTP cells, while the second panel mediates budding of RTP cells.

**B)** Typical expression of CST3 (left panel) and SNCG (right panel) in untreated and 8Gy-

induced budding RTP cells of Caco-2, A549 and MDA-MB-231 by immunofluorescence staining. Scale bar, 25mm.

**C-D)** Transcriptional and protein expression of RN7SL2 (matching the first panel) and ISYNA1 (matching the budding panel) in untreated and 8Gy-induced budding RTP cells of HCT116 *in vitro*. Scale bar, 25mm.

**E)** Gene Ontology (GO) enrichment of genes among the second gene panel.

**F-H)** Heat maps showing individual scores of untreated cells and budding cells in enrichment of stress (**E**), senescence (**F**) and stemness (**G**) related gene sets. Student's *t* test.

**I)** Gene set enrichment analysis (GSEA) enrichment plots of genes in embryonic stem cells, signaling by Hedgehog, and signaling by Notch4 in budding RTP cells (compared with unirradiated cell).

**J)** Single-cell analysis of CD44 transcriptional expression in 5 stages; Kruskal-Wallis test.

**K)** Immunofluorescence staining of CD44v6 in pre-budding and budding RTP states of HCT116 cells (compared with unirradiated cell). Scale bar, 25mm. Integrated density (intDen) of stained CD44v6 is plotted; one-way ANOVA.

**L-M)** Immunohistochemistry (CD44v6) analysis of tumors for HCT116-xenograft and PDX in unirradiated and irradiation-induced RTP state. RTP tumors of HCT116-xenograft and PDX were harvested on day 11 of 10Gy and day 7 of 2 times 8Gy, respectively. Scale bar, 50 mm.

[N], unirradiated cells; [P], pre-budding RTP cells; [B], budding RTP cells; [S], budded progenies; [R], repopulated cell. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ ; n.s., not significant.

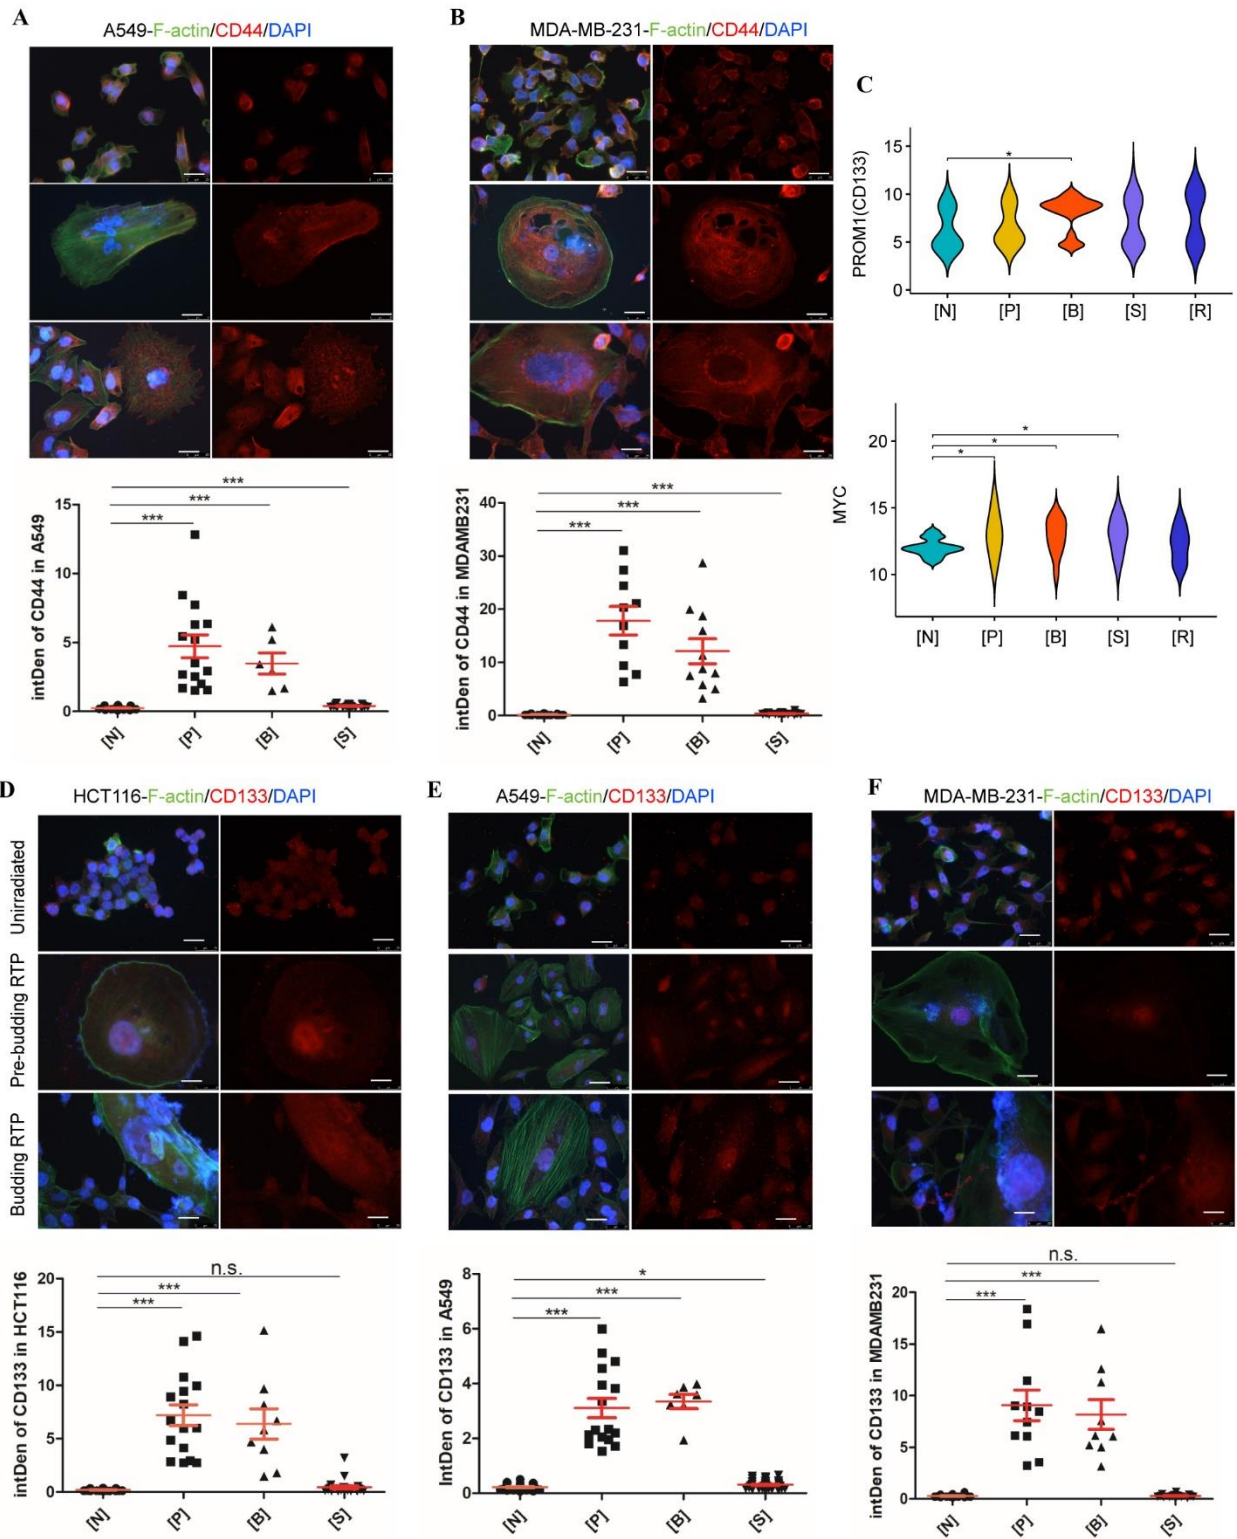

#### **Figure S4. Expression profiling of traditional cancer stem cell markers**

**A-B)** Immunofluorescence staining of CD44 in pre-budding and budding RTP states of A549 and MDA-MB-231 cells (compared with unirradiated cell). Scale bar, 25mm. Integrated density (intDen) of stained CD44 are plotted; one-way ANOVA.

**C)** Single-cell analysis of CD133 and MYC transcriptional expression in 5 cellular stages; Kruskal-Wallis test.

**D-F)** Immunofluorescence staining of CD133 in pre-budding and budding RTP states of HCT116, A549 and MDA-MB-231 cells (compared with unirradiated cell). Scale bar, 25mm. Integrated density of stained CD133 are plotted; one-way ANOVA.

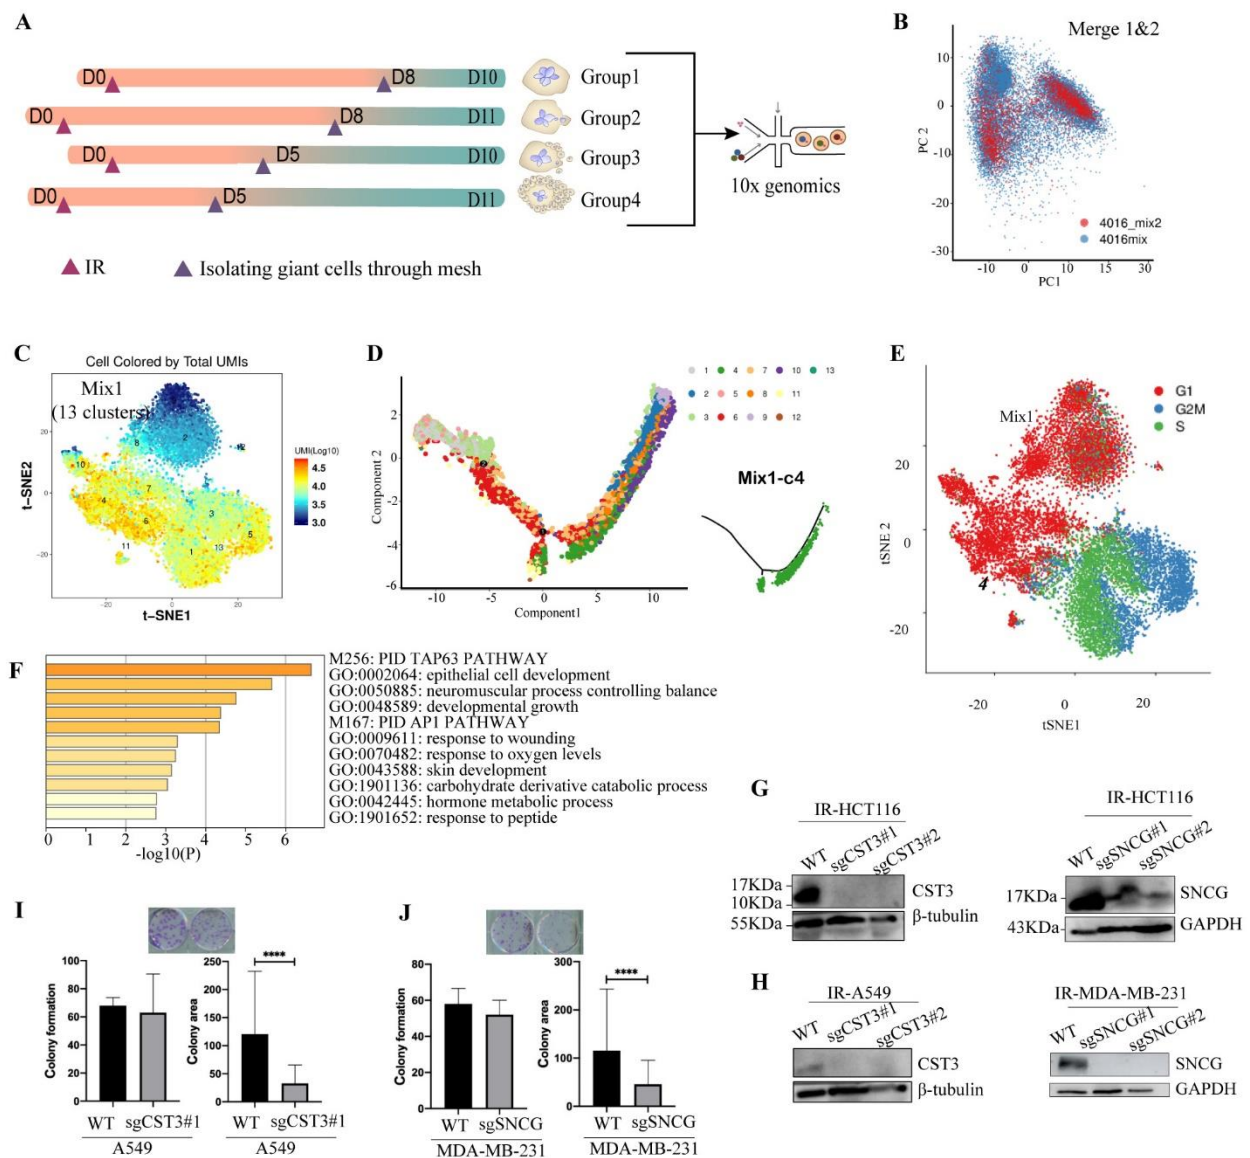

**Figure S5. Verification by 10× scRNA-sequencing and by functional studies.**

**A)** Supplementary diagram for scRNA-seq pipeline in **Figure 6A**. HCT116 RTP cells in different stages of budding were mixed up as first sample, consisting of 4 groups: giant cells isolated on D8 and cultivated till D10 (group1), giant cells isolated on D8 and cultivated till D11 (group2), giant cells isolated on D5 and cultivated till D10 (group3) and giant cells isolated on D5 and cultivated till D11 (group4).

- B)** t-SNE projections of merged mix1 (marked as blue) and mix2 (red).
- C)** t-SNE projections of single-cell RNA profiles in sample “Mix1”. Cells were colored by total unique molecular identifiers (UMI).
- D)** Pseudo-time reconstruction of “Mix1” and cluster 4 located at the turning of “Mix1”.
- E)** t-SNE projections of “Mix1” single cells colored by indicated cell cycle phases. Cluster 4 was located in G1 phase.
- F)** Gene Ontology (GO) terms of cluster 4 in “Mix1”.
- G-H)** Western blot showing knockout of CST3 and SNCG in HCT116, as well as knockout of CST3 in A549 and SNCG in MDA-MB-231.
- I-J)** Colony formation capacity of untreated A549 cells and its CST3 knockout cells as well as untreated MDA-MB-231 cells and its SNCG knockout cells. Mean number of colonies were shown; Student’s *t* test.
- \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ ; n.s., not significant

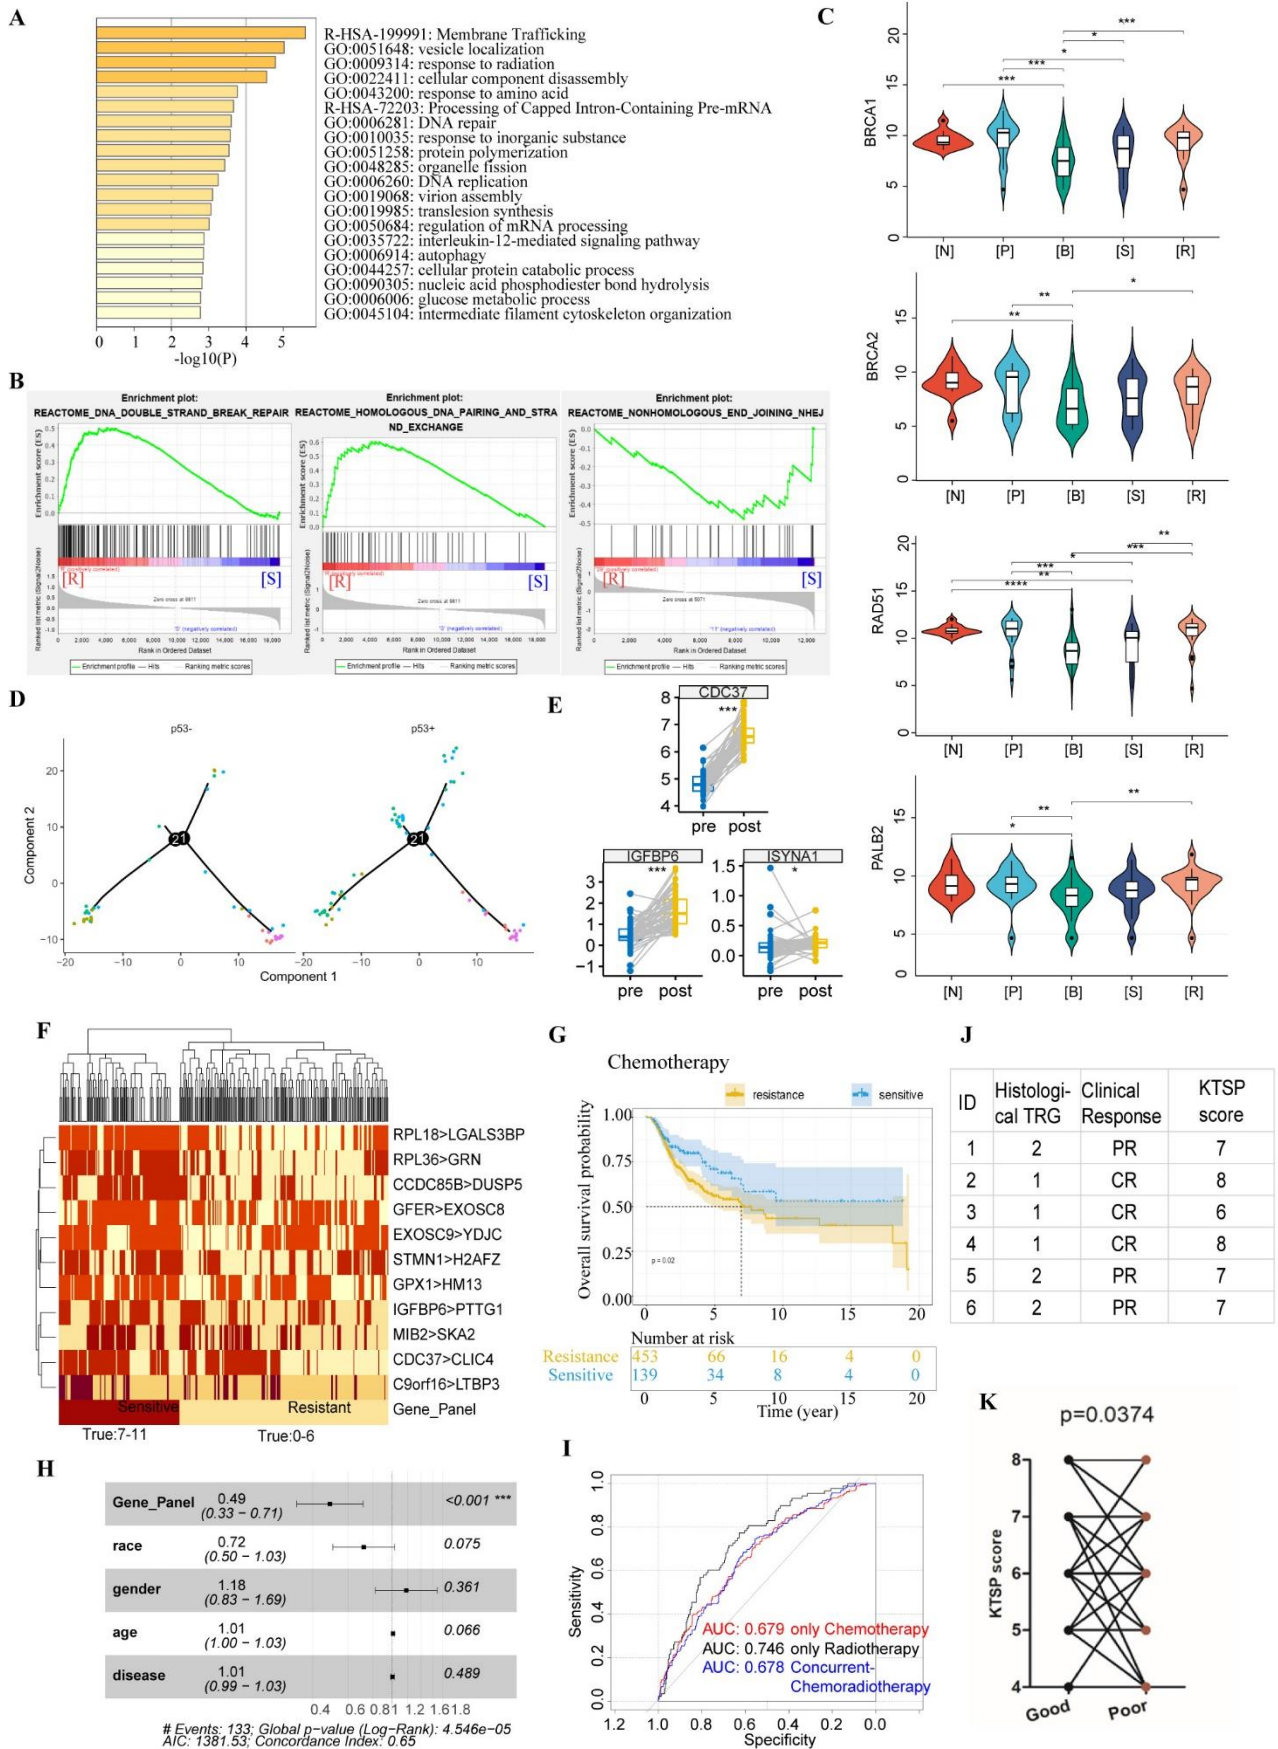

**Figure S6. Reversibility of RTP state and clinical value of the budding gene signature.**

**A)** Pathway enrichment analysis of the amplified genes remained in repopulated [R] cells comparing with unirradiated [N] cells (located on 8q, 9q, 11 and 17q region).

**B)** GSEA showing positive enrichment for genes in “DNA double strand break repair” and “homologous DNA pairing and strand exchange”, but negative enrichment for “non-homologous end joining” gene signatures in repopulated [R] cells comparing with newly budding [S] cells.

**C)** Transcriptional expression of homologous recombinant repair genes BRCA1, BRCA2, RAD51 and PALB2 in 5 cellular stages; Kruskal-Wallis test.

**D)** Trajectory analysis for HCT116 p53 (+/+) and p53 (-/-) samples.

**E)** Paired box diagrams showing the increase of [B]\_type genes expression of 52 LARC patients following chemo-radiation (published data in GSE94104 and GSE190826).

**F)** Heat map showing the rule of top-scoring-pair (TSP) votes in predicting patient prognosis. For each pair of TSP with expression of gene  $A > B$ , the true score gets one point. When the cumulative true score is more than 7, prognosis of this patient is considered “sensitive”; otherwise, this patient is assigned to “resistant”.

**G)** Overall Kaplan-Meier plot for cancer patients received chemotherapy from TCGA database, stratified to resistant and sensitive groups according to their individual KSTP scores grounding on budding gene panel ( $p=0.015$ , log rank test).

**H)** Forest plot illustrating that budding gene set acts as a risk factor in overall survival prediction for patients received radiotherapy only.

**I)** Logistics regression model showing the sensitivity and specificity of 11TSPs classifier in TCGA patients.

**J)** Relation between the clinic-pathological characteristics of LARC patients and their 11TSPs scores. TRG 1, single cells or small groups of cancer cells; TRG 2, residual tumors with evident tumor regression. CR, complete response; PR, partial response.

**K)** Line chart showing comparison of KTSP scores between 32 pairs of transcriptome. Thereinto, 24 pairs derived from locoregionally advanced nasopharyngeal cancer patients with

or without metastasis after radical radiotherapy; 8 pairs were from glioblastoma PDXs with acquired radio-resistance and untreated radio-sensitive status. Paired t test.

## **Supplemental materials and methods**

**Colony formation assay:** Clonogenic assay was performed using the published instructions.

<sup>[1]</sup> Briefly, cells were irradiated with different doses of X-rays and then seeded at different numbers (200 for 0Gy, 400 for 2Gy, 2500 for 4Gy, 5000 for 6Gy, 50,000 for 8Gy and 100,000 for 10Gy) in triplicate in 6-well plates. For colony formation of giant cells, 50,000 or 10,000 cells were seeded. When colonies were clearly visible after 12-14 days, cells were fixed and stained with 0.5% crystal violet. Colonies of more than 50 cells were enumerated and survival fractions were then calculated.

For the soft agar assay, tumor cells were suspended in a soft agar upper layer (0.35% agarose), which were overlaid on the lower layer (0.6% agarose) in 6-well plates. The colonies were then stained with 0.005% crystal violet and counted with Image J software. To evaluate the contribution of PACC in clonogenic formation after irradiation, clonogenic survival assay (at a density of 30,000 cells per well) and soft agar assay (5000 cells per well) were applied simultaneously for both giant and small cells separated at day 6.

**Flow cytometry analysis:** Dissociated cells were suspended in cell staining buffer to a concentration of  $1 \times 10^7$  cells/ml. Cells were stained with 7-AAD (BioLegend, 420403), PE-conjugated antibodies for human CD133 (BD Biosciences, 566593) and APC-conjugated antibodies for human CD44 (BioLegend, 338805) on ice to incubate for 20 min. Following two

washes with PBS, cells were examined by flow cytometry (FACS Canto II, BD Biosciences) and the results analyzed with FlowJo software. The experiment was repeated twice to ensure consistence.

**Karyotyping analysis:** For metaphase preparation, when confluency of cultivated cells reached 80%, colcemid (0.2 µg/ml; Roche) was added to the culture medium for 3 hours in 37°C incubator. Afterwards, cells were centrifuged and incubated with 0.075mol/L KCl at 37°C for 20 min. Samples were then fixed three more times with fixation (3:1, methanol: glacial acetic acid) and every fixation lasted for 20 min. Cells were subsequently dropped onto an icy slide and air dried. Chromosome G banding and Karyotype analysis was performed using an LABB-M9 microscope.

**EdU cell proliferation assay:** EdU Cell Proliferation Assay (EdU-647, Sigma-Aldrich) was used per manufacturer's instructions. In short, cells were pulsed for 2 hours before harvesting by directly adding EdU solution to the cultured complete media. After cell fixation using 4% paraformaldehyde and permeabilization with 0.1% Triton X-100, cells were subjected to EdU click reaction. Combined Edu staining and IF was performed by subsequently blocked with 5% BSA in PBS and incubation of appropriate primary and secondary antibodies as described above. Images were acquired by fluorescence microscope (Leica).

**Senescence detection:** B-gal staining was performed using Senescence β-Galactosidase Staining Kit (CST, 9860) per manufacturer's protocol. Cells were fixed in a 4% paraformaldehyde and 0.2% glutaraldehyde solution for 15 min, and stained overnight at 37°C with an X-gal staining solution. For co-staining with other markers, a commercial SPiDER-β-

Gal kit (Dojindo) was used for fluorescent imaging according to the manufacturer's instruction. Briefly, after the incubation of primary antibody, SPiDER- $\beta$ -Gal solution together with the secondary antibody was added to fixed cells. Images with bright field or fluorescence were collected by microscope (Leica) and counted with ImageJ software.

### **RNA sequencing data analysis:**

For **SMART RNA-sequencing**, raw reads from Illumina sequencing were initially trimmed and filtered by fastp.<sup>[2]</sup> The clean paired-end reads were mapped to the reference genome *GRCh38* by HISAT2 (v 2.0),<sup>[3]</sup> and StringTie was used to assemble transcripts and estimate gene expression level.<sup>[4]</sup> FPKM value (Fragments Per Kilobase of transcript per Million mapped reads) was determined using RSEM<sup>[5]</sup> and Bowtie2<sup>[6]</sup>. After data estimation using DEBrowser<sup>[7]</sup> and data filtering excluding batch effect, differentially expressed genes (DEGs) was computed with DESeq2<sup>[8]</sup> with a log2 Fold Change cutoff of 1 and an adjusted p-value cutoff of 0.01. Volcano plots, Venn plots and violin plots were performed using Enhanced Volcano (v1.7.16), VennDiagram (v1.6.20), vioplot (v0.3.5) and patchwork (v1.1.1). Functional enrichment analysis, including GO (Gene ontology) analysis and KEGG (Kyoto Encyclopedia of Genes and Genomes) analysis, was performed with ClusterProfiler. Fisher's exact test was applied to identify the significant pathway categories and FDR was used to correct the p-values. Gene Set Enrichment Analysis (GSEA) was performed using GSEA software (v4.0.3) ([www.broadinstitute.org/gsea](http://www.broadinstitute.org/gsea)) using Hallmark Gene Sets from MSigDB (Broad Institute).<sup>[9]</sup> The Monocle2 package (v2.18.0) was used for pseudotime analysis indicating the evolvement from different stages.<sup>[10]</sup> Analysis of chromosome copy number

alteration was inferred using the R package inferCNV (v1.0.4).

For **10x single-cell RNA-sequencing**, raw sequencing data were filtrated and aligned to the reference genome *GRCh38* using CellRanger pipeline (10x Genomics, v3.1.0). For downstream processing, Seurat package (v.2.3) <sup>[11]</sup> (<https://satijalab.org/seurat>) was used for quality control, cellular filtration, data normalization, clustering and DEG analysis. Only cells that expressed at least 200 genes and had less than 10% of mitochondrial unique molecular identifiers (UMI) counts were kept for further processing. After removing low-quality data, the filtered matrix was performed log2 standardization. To reduce the high-dimensional transcriptome, principal component analysis (PCA) was performed on the highly varying genes. The top 20 principle components were then chosen for further tSNE (t-Distributed Stochastic Neighbor Embedding) clustering and visualization using the RunTSNE and TSNEPlot function of Seurat. To characterize these clusters, DEG between consecutive clusters were identified with Limma and thresholds for differential expression were fold-change  $\geq 1.5$  and FDR  $\leq 0.05$ .<sup>[12]</sup> GO and KEGG pathway analysis were carried out using the ClusterProfiler R package. Cell cycle phases were computed based on gene expression profile of cell cycle using Cyclone function.<sup>[13]</sup> For single-cell pseudotime trajectories, Monocle 2 was performed with the normalized expression data. <sup>[10]</sup>

For quality control of bulk RNA-seq data, we firstly applied fastp filtering the adaptor sequence and removed the low quality reads. <sup>[2]</sup> Clean data were then mapped to the reference genome (GRCh38) by HISAT2 (v 2.0) with default parameters. <sup>[14]</sup> Gene expression levels of the transcripts were estimated by HTSeq (v 0.6.1). RPKM/FPKM (Reads/ Fragments Per Kilobase

Million Reads) was used to standardize the matrix data. DEseq2 was sequentially used to filter the DEG and significant DEG was defined as i),  $\log_2FC > 0.585$  or  $< -0.585$ ; ii),  $FDR < 0.05$ .<sup>[8]</sup> To evaluate the enrichment scores for each sample, single-sample GSEA (ssGSEA) was implemented using GSVA (v 1.30.0) package with ssGSEA method.<sup>[15]</sup> The molecular signatures used (including stress <sup>[16]</sup>, senescence <sup>[17]</sup> and stemness <sup>[18]</sup> related gene set and EpiHR <sup>[19]</sup> signature) were listed in **Table.6**. The stem cell index <sup>[20]</sup>, including CBC and RSC index was calculated using the R package ISCindex (<https://github.com/gnvalbuena/ISCindex>).

### **Quantitative real-time polymerase chain reaction (qRT-PCR)**

Tumor contents of FFPE tissue sections were evaluated and validated by a pathologist. Tumor RNA was then extracted from the FFPE sections using FFPE RNA Extraction Kit (AmoyDx), quantified and qualified using NanoDrop Spectrophotometer (Thermo Scientific) and reverse transcription into cDNA was performed with the PrimeScript™ RT Master Mix Kit (Takara). qPCR was performed with TB Green® Premix Ex Taq™ Kit (Takara) following the manufacturer's instructions. The primers used were listed in **Table 2**. Relative gene expression was analyzed using the comparative method ( $2^{-\Delta\Delta CT}$ ) and results were obtained at three independent experiments.

**Public datasets used:** The treatment details and transcript profiles of residual tumor models used in Figure S2I were obtained from the publicly available GEO database GSE162285. <sup>[21]</sup> For each model, we examined their ssGSEA scores with transcript expression (residual *versus* untreated baseline) enriched in molecular profile or gene sets extracted from literature. <sup>[16a, 22]</sup> The rectal cancer transcriptomes pre- and post-neoadjuvant chemo-radiation used in Figure 7G-

H were downloaded from GEO with accession numbers GSE94104 and GSE190826. Integration of array and RNA-seq datasets were performed using Rank-In (<http://www.badd-cao.net/rank-in/index>).

Datasets of oncotherapy-treated patients including transcript matrix and clinical annotations, were acquired from The Cancer Genome Atlas Program (TCGA) database with the R package TCGAbiolinks (v 2.13.3). Based on their courses of treatment, the TCGA cases covering 29 cancer types were divided into the following 3 groups: radiotherapy only (368 patients), chemotherapy (592 patients) and concurrent chemo-radiation (207 patients). Among patients received radiotherapy only, according to their clinical response status, they were classified as sensitive to radiation, including clinical complete response (CR), partial response (PR) and stable disease, or assigned to resistance to radiation with radiographic progressive or recurrent diseases.

The treatment details and transcriptome of nasopharyngeal cancer patients and glioblastoma PDXs in Figure S6K were obtained from dataset GSE103611<sup>[23]</sup> and GSE206225<sup>[24]</sup>.

**K-Top-scoring Pair classifier (KTSP):** The *KTSP* algorithm provides a rank-based approach for classification, which has been developed successfully for predicting treatment response in several cancer types.<sup>[25]</sup> In this study, we firstly identified 48 DEG of budding RTP cells relative to untreated baseline grounding on the SMART-seq results. To simplify the 48-budding DEG in prognostic prediction, we enrolled 368 patients only received radiotherapy as training set to record the relative ordering of each pair of genes in the budding DEG. Based on clinical response of these patients, 11 top-scoring gene pairs were built for prognostic estimation. Each

pair of genes “votes” for poor prognosis and the final score is the sum of all votes among all 11 pairs. If the final score is less than 7, the patient is then assigned to sensitive group; otherwise, the patient is predicted to be resistant to treatment. Kaplan-Meier model and log rank test were then used to evaluate the effect of 11TSPs classifier on survival prediction in all three TCGA cohorts. A multivariate Cox proportional hazards regression model was constructed to evaluate whether the 11TSPs classifier was an independent prognostic factor. Logistic regression models using R package *glmnet* was performed to assess the efficiency of 11TSPs classifier in prognostic prediction.

## References

- [1] N. A. Franken, H. M. Rodermond, J. Stap, J. Haveman, C. van Bree, *Nat Protoc* **2006**, *1* (5), 2315, <https://doi.org/10.1038/nprot.2006.339>.
- [2] S. Chen, Y. Zhou, Y. Chen, J. Gu, *Bioinformatics* **2018**, *34* (17), i884, <https://doi.org/10.1093/bioinformatics/bty560>.
- [3] M. Pertea, D. Kim, G. M. Pertea, J. T. Leek, S. L. Salzberg, *Nat Protoc* **2016**, *11* (9), 1650, <https://doi.org/10.1038/nprot.2016.095>.
- [4] S. Kovaka, A. V. Zimin, G. M. Pertea, R. Razaghi, S. L. Salzberg, M. Pertea, *Genome Biol* **2019**, *20* (1), 278, <https://doi.org/10.1186/s13059-019-1910-1>.
- [5] B. Li, C. N. Dewey, *Bmc Bioinformatics* **2011**, *12*, 323, <https://doi.org/10.1186/1471-2105-12-323>.
- [6] B. Langmead, S. L. Salzberg, *Nat Methods* **2012**, *9* (4), 357, <https://doi.org/10.1038/nmeth.1923>.
- [7] A. Kucukural, O. Yukselen, D. M. Ozata, M. J. Moore, M. Garber, *BMC Genomics* **2019**, *20* (1), 6, <https://doi.org/10.1186/s12864-018-5362-x>.
- [8] M. I. Love, W. Huber, S. Anders, *Genome Biol* **2014**, *15* (12), 550, <https://doi.org/10.1186/s13059-014-0550-8>.
- [9] G. Yu, L. G. Wang, Y. Han, Q. Y. He, *OMICS* **2012**, *16* (5), 284, <https://doi.org/10.1089/omi.2011.0118>.
- [10] X. Qiu, Q. Mao, Y. Tang, L. Wang, R. Chawla, H. A. Pliner, C. Trapnell, *Nat Methods* **2017**, *14* (10), 979, <https://doi.org/10.1038/nmeth.4402>.
- [11] T. Stuart, A. Butler, P. Hoffman, C. Hafemeister, E. Papalexi, W. M. Mauck, 3rd, Y. Hao, M. Stoeckius, P. Smibert, R. Satija, *Cell* **2019**, *177* (7), 1888, <https://doi.org/10.1016/j.cell.2019.05.031>.

- [12] D. J. McCarthy, Y. Chen, G. K. Smyth, *Nucleic Acids Res* **2012**, *40* (10), 4288, <https://doi.org/10.1093/nar/gks042>.
- [13] A. Scialdone, K. N. Natarajan, L. R. Saraiva, V. Proserpio, S. A. Teichmann, O. Stegle, J. C. Marioni, F. Buettner, *Methods* **2015**, *85*, 54, <https://doi.org/10.1016/j.ymeth.2015.06.021>.
- [14] D. Kim, B. Langmead, S. L. Salzberg, *Nat Methods* **2015**, *12* (4), 357, <https://doi.org/10.1038/nmeth.3317>.
- [15] D. A. Barbie, P. Tamayo, J. S. Boehm, S. Y. Kim, S. E. Moody, I. F. Dunn, A. C. Schinzel, P. Sandy, E. Meylan, C. Scholl, S. Frohling, E. M. Chan, M. L. Sos, K. Michel, C. Mermel, S. J. Silver, B. A. Weir, J. H. Reiling, Q. Sheng, P. B. Gupta, R. C. Wadlow, H. Le, S. Hoersch, B. S. Wittner, S. Ramaswamy, D. M. Livingston, D. M. Sabatini, M. Meyerson, R. K. Thomas, E. S. Lander, J. P. Mesirov, D. E. Root, D. G. Gilliland, T. Jacks, W. C. Hahn, *Nature* **2009**, *462* (7269), 108, <https://doi.org/10.1038/nature08460>.
- [16] a) C. Duy, M. Li, M. Teater, C. Meydan, F. E. Garrett-Bakelman, T. C. Lee, C. R. Chin, C. Durmaz, K. C. Kawabata, E. Dhimolea, C. S. Mitsiades, H. Doehner, R. J. D'Andrea, M. W. Becker, E. M. Paietta, C. E. Mason, M. Carroll, A. M. Melnick, *Cancer Discov* **2021**, *11* (6), 1542, <https://doi.org/10.1158/2159-8290.CD-20-1375>; b) T. Boroviak, R. Loos, P. Lombard, J. Okahara, R. Behr, E. Sasaki, J. Nichols, A. Smith, P. Bertone, *Dev Cell* **2015**, *35* (3), 366, <https://doi.org/10.1016/j.devcel.2015.10.011>.
- [17] a) I. Ben-Porath, M. W. Thomson, V. J. Carey, R. Ge, G. W. Bell, A. Regev, R. A. Weinberg, *Nat Genet* **2008**, *40* (5), 499, <https://doi.org/10.1038/ng.127>; b) A. Prihluda, E. Elyada, Z. Wiener, H. Hamza, R. E. Goldstein, M. Biton, I. Burstain, Y. Morgenstern, G. Brachya, H. Billauer, S. Biton, I. Snir-Alkalay, D. Vucic, K. Schlereth, M. Mernberger, T. Stiewe, M. Oren, K. Alitalo, E. Pikarsky, Y. Ben-Neriah, *Cancer Cell* **2013**, *24* (2), 242, <https://doi.org/10.1016/j.ccr.2013.06.005>; c) A. L. Fridman, M. A. Tainsky, *Oncogene* **2008**, *27* (46), 5975, <https://doi.org/10.1038/onc.2008.213>.
- [18] a) N. P. Palmer, P. R. Schmid, B. Berger, I. S. Kohane, *Genome Biol* **2012**, *13* (8), R71, <https://doi.org/10.1186/gb-2012-13-8-r71>; b) M. Ramalho-Santos, S. Yoon, Y. Matsuzaki, R. C. Mulligan, D. A. Melton, *Science* **2002**, *298* (5593), 597, <https://doi.org/10.1126/science.1072530>; c) A. Miranda, P. T. Hamilton, A. W. Zhang, S. Pattnaik, E. Becht, A. Mezheyski, J. Bruun, P. Micke, A. de Reynies, B. H. Nelson, *Proc Natl Acad Sci U S A* **2019**, *116* (18), 9020, <https://doi.org/10.1073/pnas.1818210116>.
- [19] A. Canellas-Socias, C. Cortina, X. Hernando-Momblona, S. Palomo-Ponce, E. J. Mulholland, G. Turon, L. Mateo, S. Conti, O. Roman, M. Sevillano, F. Slebe, D. Stork, A. Caballe-Mestres, A. Berenguer-Llargo, A. Alvarez-Varela, N. Fenderico, L. Novellasedmunt, L. Jimenez-Gracia, T. Sipka, L. Bardia, P. Lorden, J. Colombelli, H. Heyn, X. Trepas, S. Tejpar, E. Sancho, D. V. F. Tauriello, S. Leedham, C. S. Attolini, E. Batlle, *Nature* **2022**, *611* (7936), 603, <https://doi.org/10.1038/s41586-022-05402-9>.
- [20] E. G. Vasquez, N. Nasreddin, G. N. Valbuena, E. J. Mulholland, H. L. Belnoue-Davis, H. R. Eggington, R. O. Schenck, V. M. Wouters, P. Wirapati, K. Gilroy, T. R. M. Lannagan, D. J. Flanagan, A. K. Najumudeen, S. Omwenga, A. M. B. McCorry, A. Easton, V. H. Koelzer, J. E. East, D. Morton, L. Trusolino, T. Maughan, A. D. Campbell, M. B. Loughrey, P. D. Dunne, P. Tsantoulis, D. J. Huels, S. Tejpar, O. J. Sansom, S. J. Leedham, *Cell Stem Cell* **2022**, *29* (8),

1213, <https://doi.org/10.1016/j.stem.2022.07.008>.

[21] E. Dhimolea, R. de Matos Simoes, D. Kansara, A. Al'Khafaji, J. Bouyssou, X. Weng, S. Sharma, J. Raja, P. Awate, R. Shirasaki, H. Tang, B. J. Glassner, Z. Liu, D. Gao, J. Bryan, S. Bender, J. Roth, M. Scheffer, R. Jeselsohn, N. S. Gray, I. Georgakoudi, F. Vazquez, A. Tsherniak, Y. Chen, A. Welm, C. Duy, A. Melnick, B. Bartholdy, M. Brown, A. C. Culhane, C. S. Mitsiades, *Cancer Cell* **2021**, 39 (2), 240, <https://doi.org/10.1016/j.ccell.2020.12.002>.

[22] a) J. W. Schoggins, *Annu Rev Virol* **2019**, 6, 567, <https://doi.org/10.1146/annurev-virology-092818-015756>; b) W. M. Schneider, M. D. Chevillotte, C. M. Rice, *Annu Rev Immunol* **2014**, 32, 513, <https://doi.org/10.1146/annurev-immunol-032713-120231>; c) H. Cheon, E. C. Borden, G. R. Stark, *Semin Oncol* **2014**, 41 (2), 156, <https://doi.org/10.1053/j.seminoncol.2014.02.002>.

[23] X.-R. Tang, Y.-Q. Li, S.-B. Liang, W. Jiang, F. Liu, W.-X. Ge, L.-L. Tang, Y.-P. Mao, Q.-M. He, X.-J. Yang, Y. Zhang, X. Wen, J. Zhang, Y.-Q. Wang, P.-P. Zhang, Y. Sun, J.-P. Yun, J. Zeng, L. Li, L.-Z. Liu, N. Liu, J. Ma, *The Lancet Oncology* **2018**, 19 (3), 382, [https://doi.org/10.1016/s1470-2045\(18\)30080-9](https://doi.org/10.1016/s1470-2045(18)30080-9).

[24] C. T. Stackhouse, J. C. Anderson, Z. Yue, T. Nguyen, N. J. Eustace, C. P. Langford, J. Wang, J. R. t. Rowland, C. Xing, F. M. Mikhail, X. Cui, H. Alrefai, R. E. Bash, K. J. Lee, E. S. Yang, A. B. Hjelmeland, C. R. Miller, J. Y. Chen, G. Y. Gillespie, C. D. Willey, *JCI Insight* **2022**, 7 (16), <https://doi.org/10.1172/jci.insight.148717>.

[25] a) N. D. Price, J. Trent, A. K. El-Naggar, D. Cogdell, E. Taylor, K. K. Hunt, R. E. Pollock, L. Hood, I. Shmulevich, W. Zhang, *Proc Natl Acad Sci U S A* **2007**, 104 (9), 3414, <https://doi.org/10.1073/pnas.0611373104>; b) R. R. Weichselbaum, H. Ishwaran, T. Yoon, D. S. Nuyten, S. W. Baker, N. Khodarev, A. W. Su, A. Y. Shaikh, P. Roach, B. Kreike, B. Roizman, J. Bergh, Y. Pawitan, M. J. van de Vijver, A. J. Minn, *Proc Natl Acad Sci U S A* **2008**, 105 (47), 18490, <https://doi.org/10.1073/pnas.0809242105>; c) M. Raponi, J. E. Lancet, H. Fan, L. Dossey, G. Lee, I. Gojo, E. J. Feldman, J. Gotlib, L. E. Morris, P. L. Greenberg, J. J. Wright, J. L. Harousseau, B. Lowenberg, R. M. Stone, P. De Porre, Y. Wang, J. E. Karp, *Blood* **2008**, 111 (5), 2589, <https://doi.org/10.1182/blood-2007-09-112730>.

How the deposited data were processed for this re-analysis (not part of the article)

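RNA of single HCT116 cells was sequenced after full-length amplification, with no molecular identifiers and no pooling, and 115 cells in 5 stages and 2 lines were analysed. By the authors' methods, reads were trimmed with fastp and aligned to GRCh38 with HISAT2 2.0, and gene expression was estimated with StringTie. Which tool made the deposited counts is not stated there. The table as deposited holds raw counts per gene and cell. Its values are whole numbers. FPKM values that the authors made with RSEM and Bowtie2 were not used here. The table has 43386 entries, of which 9490 hold no count in any cell. Names of 3837 entries end in a number added to a name, and entries that share a name apart from this ending hold 2.58% of all counts. Such entries were kept apart. No 2 cells were copies of each other, since the highest Pearson correlation of log2(CPM + 1) between 2 cells was 0.958.

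Counts were summed over the cells of each stage and line into 10 sums. Genes were kept by filterByExpr at a minimum count of 10 and with at least 1 count in at least 12 cells. The sums were fitted with edgeR 4.0.16 (robust quasi-likelihood, TMM) in R 4.3.3. The common dispersion was 0.564, a biological coefficient of variation of 0.751, and the median prior degrees of freedom were 4.99. Stages were compared in 8 pairs. The lines were compared with the stages as blocks. Lists of genes, and the genes of each chromosome, were tested with camera of limma 3.58.1. Lists with fewer than 5 measured genes were not tested. Between stages, the estimated correlation comes from the fit without the line as a block. Of the lists, 38 were fixed before the counts were seen and 14 were read from Table S6. DESeq2 1.42.0 was run on the same sums. Correlations, trends and figures were made in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. By the labels, sums with the same number come from the same line, which pairs them. Between stages, how the lines differ correlated at 0.074 to 0.216, all 10 above 0. The fit had been set without a block before the counts were seen and was kept, so it takes this pairing as spread, and the fit with the line as a block is given where it moves a call or a number of genes.

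Genes named in the text were chosen by a fixed rule. They are the genes the paper names for these cells, CDKN1A and MDM2, and up to 4 genes with the smallest p in a list given at a claim. Up to 10 genes with the largest rise and the largest fall in a comparison were added if called, changed the same way in both lines, at a mean of at least 20 CPM, and with no cell giving more than 50% of the higher stage's counts in either line. Several of the paper's genes had been seen in its tables before. Some genes that the rule covers are not reported here. MDM2 was lower in the p53−/− line, with a log2 fold change of -0.96 (standard error 0.22, adjusted p = 0.101 from edgeR).

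The fits were tested on simulated data with the spread of the real sums. Of 50 genes changed 2-fold, 4-fold, 8-fold and 16-fold in [B] versus [N], edgeR recovered 4%, 48%, 84% and 94%, with 8 false calls among 19894 genes. DESeq2 recovered 14%, 78%, 96% and 100%, with 175 false calls. In [B] versus [P] edgeR recovered 0%, 50%, 82% and 92%, with 5 false calls. DESeq2 recovered 14%, 76%, 96% and 100% there, with 165 false calls. In [P] versus [N], where nothing was changed, edgeR made 0 calls and DESeq2 made 96 false calls. A simulated list of changed genes was called, and so was a list of changed and unchanged genes (adjusted p = 0.0199 from camera). A list of unchanged genes was not (adjusted p = 0.523 from camera). How often camera at the preset correlation calls an unchanged list of correlated genes was not tested by these lists.

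The alternatives were the cell line as a block, DESeq2, library size as the only scaling, no filter on low counts, and a minimum count of 100. Others were cells thinned to 15435056 counts, the 10th percentile of the totals, with 12 shallower cells left out, and 40 sums per stage, line and name prefix. DESeq2 with cells as replicates on the 2 stages compared was also run, as were all cells of [B] and [S], the [R] cells of the paper's table, [N] and [P] cells of name prefix 1115 alone, and camera with an estimated correlation. Each sum was left out in turn, and the lone sum of a stage is then assumed to vary like the other stages. That lone sum comes from 1 line and is set against both lines of the other stage, so line and stage are mixed. The 1 [B] cell and 3 [S] cells were left out of the comparisons with [N] because the paper's tables of these comparisons do not hold them, and no reason is stated there. Droplet data, bulk data and sections of tumours or patients were not analysed here.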

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

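The split test of the lines and the tests of GC content in [B] versus [N] and [S] versus [N] were chosen after the result was seen.

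Some cells lay far from the others of their stage and line. In the p53−/− line, 1 of 8 [B] cells had the highest total, at 59786305 counts, and also the lowest level of mitotic genes, at 1.66. Among 6 [N] cells of the p53+/+ line, 1 had the lowest share of counts in its 50 highest genes, at 15.8%, and another the lowest correlation with the other [N] cells, at 0.895. In 1 of 9 [S] cells of the p53−/− line the level of mitotic genes was 4.94, the lowest. Such cells were found in 5 of 42 groups, from 7 measures in 6 combinations of stage and line, and chance gives about 1 in 20 groups.

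The lines differed in how some lists changed from [N] to [B], by an interaction of line and stage over sums per name prefix. These sums stand in for replicates and are not independent ones, and 5 of the 6 [B] sums of the p53−/− line hold 1 cell each. None of the lists named here passed with the correlation between genes estimated. Positive values are changes that lie higher in the p53−/− line. The median interaction was 1.72 for mitotic genes, 0.67 for DNA replication genes, 1.55 for Fanconi anaemia and mismatch repair genes, 0.27 for proliferative genes and 0.85 for homologous recombination genes. It was -0.56 for p53 target genes, -0.77 for glycolysis genes and -0.52 for keratins and epithelial junctions. Over single genes edgeR called 0 of 19305, with 513 at an unadjusted p under 0.05, and DESeq2 called 88 higher and 53 lower. Leaving out 1 sum in turn, edgeR called 2 genes without a [B] sum of the p53−/− line and 4 without an [N] sum of the p53+/+ line, where 1 sum is then left.

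Some lists that the paper does not discuss passed against [N] in camera. Those given here did not pass with the correlation between genes estimated, whose adjusted p is given second. The heat shock genes, which the paper does not discuss either, also passed with it in [B] versus [N], as given above. The 6 signal recognition particle and 7SK RNAs had a median log2 fold change of 1.19 in [P] (adjusted p = 0.00164 and 0.266 from camera), 3.82 in [B] (3.20e-11 and 0.0719), 3.89 in [S] (3.23e-12 and 0.203) and 2.26 in [R] (1.36e-05 and 0.459), where it was 1.14 without the [R] sum of the p53−/− line. These genes have many copies and pseudogenes, so their counts are uncertain. Within name prefix 1115 their median in [P] versus [N] was 2.20 in the p53+/+ line, against the 1 [N] cell with the lowest correlation named above, and 2.61 in the p53−/− line. The 14 genes of MHC class I presentation had a median of 1.12 in [B], with 12 above 0 (adjusted p = 7.27e-04 and 0.282 from camera). In [S], the 17 immediate early genes had a median of 2.09, with 17 above 0 (adjusted p = 2.06e-08 and 0.305 from camera), and of 0.76 without the [S] sum of the p53−/− line, where the list no longer passed. The 13 replication-dependent histone genes had a median of 1.20 in [S] (adjusted p = 0.0430 and 0.446 from camera), 2.25 in the p53+/+ line and 0.01 in the p53−/− line. They did not pass without the [N] sum of the p53−/− line (median 1.72) or the [S] sum of the p53+/+ line (median 0.37).

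Chromosome 19 is the first of 3 patterns weighed. Its genes lay above all genes by 0.42 (95% interval 0.37 to 0.46) in [B] versus [P], over 1052 genes with a GC content. The intervals given for this pattern are over genes and not over samples, so they hold no spread between cells, name prefixes or lines. In [B] versus [P] the call of chromosome 19 holds with the correlation between genes estimated (adjusted p = 0.0401 from camera). With the trend on transcript length removed, the difference was 0.35 (0.31 to 0.40), and without zinc finger genes it was 0.45 (0.41 to 0.50), so neither length nor the zinc finger clusters account for it. With the trend on GC content removed it was 0.15 (0.11 to 0.19). The GC trend therefore takes up more than 50% of the difference and leaves a part. The difference in [B] versus [N] went from 0.36 (0.28 to 0.45) to 0.025 (-0.059 to 0.094), and in [S] versus [N] from 0.39 (0.31 to 0.47) to -0.005 (-0.069 to 0.071), so there a trend of the fold change with GC content may account for it. Chromosome 19 has a median GC content of 59.7%. In [B] versus [P] an effect of GC content and an effect of the chromosome cannot be told apart, because its genes are richer in GC than the others. The trend itself may come from amplification of single cells or from the cells' state, and a gain of chromosome 19 was not tested, since no DNA was analysed.

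The genes for cytosolic ribosomal proteins, higher in [B] than in [P] with a median of 0.48, are the second. Their call is lost with the correlation between genes estimated (adjusted p = 0.401 from camera). Among 398 other genes matched in length, GC content and expression the median was -0.045, and the highest median of 10000 matched lists was 0.13, so length and GC content do not account for the difference. With library size as the only scaling the median relative to all genes was 0.46, against 0.47 (standard error 0.03, over genes) under TMM. The 2 scalings moved the median of all genes by only 0.035, and 1 factor per sum moves all genes alike, so this comparison decides nothing about scaling. Within name prefix 1118 the median relative to all genes was -0.042 and within name prefix 1206 it was 2.43. Each rests on 1 [B] cell against 4 [P] cells of the p53−/− line, so a difference between name prefixes and one between stages cannot be told apart. A change of the stage in ribosomal protein transcripts stays among the open explanations.

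The third is the smaller fall of mitotic genes from [N] to [B] in the p53−/− line, with a median interaction of 1.72 (standard error 0.14, over genes and not over samples) and 39 of 40 genes above 0. With 1 sum per stage and line the difference was smaller, from medians of -2.95 in the p53+/+ line and -1.98 in the p53−/− line. The interaction was at least 1.09 without any 1 of the 6 [B] sums of that line, 1.95 with cells thinned to 1 depth, and 1.56 with the median cell in place of the sum. Each value is above 50% of 1.72, so no single name prefix, depth or a few cells account for it. The lines share only name prefix 1118 in [B], so line and name prefix are largely confounded. With the correlation between genes estimated the list did not pass (adjusted p = 0.379). A difference between the genotypes stays open as a hypothesis, and as the lines are separate clones, more clones of each genotype would be needed to test it.

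Between the lines, edgeR called 41 genes with the lines as labelled. The fit has the stages as blocks, and 16 splits of the 10 sums part the sums of every stage, which is too few for a share under 0.05. The highest of the other 15 called 1.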

How the results depend on the processing

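The alternative that takes cells as replicates in DESeq2 with only the [R] cells of the paper's table was chosen after seeing the data. Leaving out 1 sum is counted apart from the other alternatives. Among those, for gene lists, 404 of 476 comparisons of a list with an alternative kept direction and side of the threshold, 50 fell short of the threshold, 10 newly passed it and 12 changed direction. For named genes the numbers were 471 of 585, with 42, 65 and 7. For numbers of genes called, 30 of 82 stayed within 1.5 times. With 1 sum left out, 169 of 198 comparisons of lists stayed, with 12, 7 and 10, and 158 of 275 of named genes, with 105, 1 and 11, and 29 of 56 numbers of genes called stayed within 1.5 times. The medians of the similarity to [N] all stayed within their spread without thinning, in 8 of 8 groups. Unless a reason is given, the cause of a change was not tested.

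With DESeq2, 799 genes were called in [P] versus [N], 128 in [B] versus [P], 51 in [S] versus [B], 401 in [R] versus [N], 1393 in [R] versus [S], 2082 in [R] versus [B], 2112 in [B] versus [N], 1046 in [S] versus [N], 1635 between the lines and 141 in the interaction. In simulated data without a change, DESeq2 made 96 calls and edgeR 0 at the spread of the real sums, and 23 and 1 at a smaller spread. With DESeq2 the medians of the interferon-stimulated genes in [B] versus [P] (0.34), the regenerative markers in [P] versus [N] (0.57) and [S] versus [N] (0.46) and the mitotic genes in [R] versus [S] (0.23) no longer passed. Genes that passed were OAS1, DDX58, ISG15 and IFI6 in [P] versus [N], DDX58, ISG15, IFI6, CST3 and RPS12 in [B] versus [N], CST3 in [S] versus [N], RN7SL2 and IGFBP6 in [B] versus [P], PALB2 in [R] versus [B] and MDM2 between the lines. With no filter on low counts, 407 genes were called in [P] versus [N], 186 in [B] versus [P], 99 in [S] versus [B], 186 in [R] versus [N], 701 in [R] versus [S], 1236 in [R] versus [B], 1246 in [B] versus [N], 519 in [S] versus [N] and 412 between the lines. The interferon-stimulated genes in [B] versus [P] (0.31), the regenerative markers in [P] versus [N] (0.67), the histone genes in [S] versus [N] (1.25) and chromosome 19 in [B] versus [N] (difference from all genes 0.21) no longer passed, the crypt-base columnar markers in [P] versus [N] (0.97) passed, as did the genes just named apart from PALB2, CST3 in [P] versus [N] and SNCG in [B] versus [N] and [P], and the genes lower in diapause (0.022) and JAK1 in [P] versus [N] (0.006) changed direction.

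With sums per name prefix, 0 genes were called in [P] versus [N], [R] versus [S], [R] versus [B] and [S] versus [N], 153 in [S] versus [B], 109 in [B] versus [N] and 1275 between the lines. HIV budding (0.23), HIV assembly (0.28) and ESCRT subunits (0.22) in [B] versus [P] and the regenerative markers in [B] versus [N] (0.95) passed. CST3 in [B] versus [N] and CDKN1A between the lines passed too. The mitotic genes in [R] versus [S] (0.48), the crypt-base columnar markers in [B] versus [P] (-0.30) and chromosome 19 in [B] versus [N] (0.29) no longer passed. Nor did 21 calls of named genes: PRKACB and KRTAP2-3 in [P] versus [N]; RN7SL2, IGFBP6, RNA18SN1, RRAS, CCNE2, CLDN4, MTERF3, CDCA7, CAMK2N1, PLEC and CEACAM1 in [B] versus [N]; RN7SL2 and JUND in [S] versus [N]; CAPNS1 and RPSAP58 in [R] versus [S]; and CCNE2, ESCO2, MCM4 and RPS12 in [R] versus [B]. The interferon-stimulated genes in [B] versus [P] (-0.048) and the genes lower in diapause (0.20) changed direction. With cells as replicates, 2136 genes were called in [P] versus [N], 662 in [B] versus [P], 29 in [S] versus [B], 2224 in [R] versus [N], 2546 in [R] versus [S], 4997 in [R] versus [B], 3778 in [B] versus [N] and 1579 in [S] versus [N]. HIV assembly (0.23) passed, as did 25 more calls of named genes, VPS28, OAS3, CST3, SNCG, RN7SL2, ISYNA1, IGFBP6 and RPS12 in [B] versus [P], DDX58, ISG15, IFI6, CST3 and CD44 in [P] versus [N], these 5 with SNCG, ISYNA1, RPS12 and MYC in [B] versus [N], CST3 and SNCG in [S] versus [N] and CD44 in [R] versus [N]. The crypt-base columnar markers in [B] versus [P] (-0.52) no longer did, and the interferon-stimulated genes in [B] versus [P] (-0.054), the genes lower in diapause (0.27), the DNA replication genes in [R] versus [N] (0.12), IFI6 in [B] versus [P] (-0.17) and JAK1 in [P] versus [N] (0.26) changed direction. With the paper's [R] cells as replicates, 2168 genes were called in [R] versus [N], and the DNA replication genes (0.027) changed direction and chromosome 19 fell to 0, while CST3 and CD44 passed. In edgeR with the [R] cells of the paper's table, chromosome 19 in [R] versus [N] was at -0.008.

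With the cell line as a block, 6 genes were called in [B] versus [P], 76 in [R] versus [S], 614 in [R] versus [B], 701 in [B] versus [N] and 40 in [S] versus [N]. The regenerative markers in [B] versus [N] (0.83) and in [R] versus [N] (0.14) passed, and so did DDX58, ISG15, CST3 and RPS12 in [B] versus [N], EXO1 in [R] versus [B] and CCNE2 in [R] versus [S]. SNCG in [P] versus [N] (0.20) changed direction, and no other list or gene of the text changed its call with the block. Within name prefix 1115, with fewer cells, 0 genes were called in [P] versus [N], the crypt-base columnar markers (1.18) passed, PRKACB and KRTAP2-3 no longer did, and JAK1 (0.10) and SNCG (1.73) changed direction. With cells thinned, 1 gene was called in [B] versus [P], 1 in [R] versus [S], 89 in [B] versus [N] and 206 between the lines, the crypt-base columnar markers in [P] versus [N] (0.94) passed, the regenerative markers there (0.53) and in [S] versus [N] (0.60) and the histone genes in [S] versus [N] (1.22) no longer did, nor did PRKACB in [P] versus [N], IGFBP6, POLD4, MTERF3 and CAMK2N1 in [B] versus [N], RN7SL2 and JUND in [S] versus [N] and CAPNS1 and RPSAP58 in [R] versus [S], and the genes lower in diapause (0.022) and the DNA replication genes in [R] versus [N] (0.047) changed direction. With library size as the only scaling, 0 genes were called in [R] versus [S], 77 in [B] versus [N] and 27 between the lines, PRKACB in [P] versus [N], IGFBP6, MTERF3 and PLEC in [B] versus [N], JUND in [S] versus [N] and CAPNS1 and RPSAP58 in [R] versus [S] no longer passed, and the genes lower in diapause (0.071), the DNA replication genes in [R] versus [N] (0.089) and JAK1 in [P] versus [N] (0.087) changed direction. At a minimum count of 100, 25 genes were called in [R] versus [S], 130 in [R] versus [B] and 141 between the lines, ISG15 in [B] versus [N] and CDKN1A between the lines passed, and the genes lower in diapause (0.031) changed direction. With sums per name prefix of the [N] cells alone, which changes both the cells and the sums, 0 genes were called between the lines, and the p53 target genes (-0.17), the mitotic genes (0.17) and GDF15 (-1.97) no longer passed. With all cells of [B] and [S], chromosome 19 (0.29), IGFBP6 and PLEC in [B] versus [N] and the histone genes in [S] versus [N] (1.225) no longer passed.

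With the correlation between genes estimated, medians stay as they are, and the following no longer passed: ribosomal proteins in [B] versus [P] (0.48), [B] versus [N] (0.68) and [S] versus [N] (0.92); interferon-stimulated genes in [B] versus [P] (0.33), [P] versus [N] (2.03) and [B] versus [N] (1.84); and regenerative markers in [P] versus [N] (0.59) and [S] versus [N] (0.49). In [B] versus [P] these were also EpiHR (0.31) and crypt-base columnar markers (-0.42), and between the lines p53 target genes (-1.07) and mitotic genes (0.78). Against [N], in [B], these were MYC targets (-0.75), chemotherapy-induced stress genes (1.11), proliferative genes (-0.64), the Reactome mitotic list (-0.70), mitotic genes (-2.42), the senescence lists (0.87 and 0.81), the lists of Ramalho-Santos et al. (-0.43) and Miranda et al. (-0.65), and EpiHR (1.19). In [R] they were homologous recombination (0.59), mitotic (0.21) and DNA replication genes (0.63) and ribosomal proteins (-1.34) against [S], mitotic genes against [N] (-0.69) and homologous recombination against [B] (1.23). Chromosome 19 in [B] versus [N] (0.29) and [S] versus [N] (0.37) were lost as well, while chromosome 19 in [B] versus [P] held (adjusted p = 0.0401 from camera).

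When 1 sum was left out, the genes called ranged from 0 to 14 in [B] versus [N] and from 0 to 8 in [S] versus [N], and were 0 in [P] versus [N], [R] versus [S] and [R] versus [B]. Between the lines they ranged from 6 to 66 without 1 stage, and in the interaction from 0 to 4. Fewer sums give a test less to work with. A stage left with 1 line also brings the difference between the lines into its value. The ranges given next for stages are therefore not the spread of the stage effect alone. The range was 0.095 to 0.194 for HIV budding, -0.067 to 0.22 for ESCRT subunits and -0.15 to 0.99 for interferon-stimulated genes in [B] versus [P], for ribosomal proteins 0.31 to 0.70 in [B] versus [P] and 0.36 to 1.26 in [S] versus [N], and for RIG-I signalling 0.19 to 0.68 in [P] versus [N], 0.56 to 1.06 in [B] versus [N] and -0.089 to 0.37 in [B] versus [P]. It was, in [B] versus [N], -0.19 to 0.093 for genes lower in diapause, 0.195 to 0.627 for genes higher in diapause, 0.014 to 0.46 for crypt-base columnar markers and 0.42 to 1.19 for regenerative markers. It was, in [P] versus [N], 0.16 to 0.83 for regenerative markers and 0.69 to 0.93 for crypt-base columnar markers. In [R] it was 0.30 to 0.95 for homologous recombination, -0.25 to 1.13 for mitotic genes and 0.04 to 0.228 for end joining against [S], and -0.89 to -0.45 for mitotic genes, -0.19 to 0.078 for DNA replication genes and 0.072 to 0.44 for regenerative markers against [N]. Among genes, CHMP2A ranged from -0.47 to 0.92, VPS28 from 0.19 to 1.24, CHMP7 from 0.035 to 1.165, SNCG from 0.344 to 2.51, IFI6 from -0.36 to 2.24 and ISYNA1 from -0.34 to 2.05 in [B] versus [P]. JAK1 ranged from -0.25 to 0.17 and SNCG from -1.14 to 1.64 in [P] versus [N], SNCG from -0.91 to 2.79 in [S] versus [N] and from 0.007 to 3.499 in [B] versus [N], ISYNA1 from -0.39 to 1.84 and MYC from -0.53 to 1.12 in [B] versus [N], and CD44 from 0.54 to 1.226 in [B] versus [N] and from -0.006 to 1.41 in [R] versus [N]. Chromosome 19 ranged from 0.28 to 0.34 in [B] versus [N], 0.26 to 0.43 in [S] versus [N] and -0.008 to 0.15 in [R] versus [N].

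The genes called in [B] versus [N] by edgeR were all among those called with DESeq2, with the block and with no filter on low counts, 195 of 195 each. Of these genes 194 were also called at a minimum count of 100, 188 with cells as replicates, 129 with all cells of the stage, 86 with thinned cells, 77 with library size only and 67 with sums per name prefix. Without a [B] sum 12 (p53+/+ left out) and 6 (p53−/− left out) of them were called, and without the [N] sum of the p53−/− line 2. With the [N] sum of the p53+/+ line left out none was called by edgeR. Depth limits thinning, which left out 12 cells, 6 of them [B] cells of the p53+/+ line and 3 of them [N] cells of that line.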

Differences from the paper's values

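What the paper's test took as replicates is not stated, and its tables list single cells. Its supplement names DESeq2 after a filtering that excludes batch effect, a step whose details are not given there and that was not done here. The cell lines are the replicates here, so the counts need not be of the same units. The alternative of DESeq2 with only the paper's [R] cells was chosen after seeing the data and called none of the repair lists below. Counts are given at the thresholds of the paper's supplement, a log2 fold change of at least 1 in size and an adjusted p under 0.01. The text of the paper states a larger fold change. The standard alternatives, set before the data were examined, are the block, DESeq2, library size only, no filter on low counts, a minimum count of 100, thinned cells, sums per name prefix, cells as replicates and 1 sum left out, with all cells for [B] or [S] versus [N] and name prefix 1115 for [P] versus [N].

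The paper's 391 genes higher in [B] than in [N] stand beside 8 here, and its 118 lower beside 5. Cells as replicates gave 1562 and 357. Within 1.5 times the paper's number came DESeq2 (552) and no filter on low counts (401) for the higher genes, and the block (98) for the lower genes, and none of the other alternatives. For [B] versus [P], the paper's 51 higher genes stand beside 0 here and its 34 lower beside 0. No filter on low counts gave 46 higher and DESeq2 gave 34 lower, and none of the other alternatives came within 1.5 times. For [P] versus [N], the paper's 239 higher stand beside 0 and its 40 lower beside 0. DESeq2 (230) and no filter on low counts (189) came near the higher number, and no alternative came near the lower one. For [S] versus [N], the paper's 363 higher stand beside 5 and its 52 lower beside 0. DESeq2 (341) came near the higher number and cells as replicates (59) near the lower one, and none of the other alternatives did. At an unadjusted p under 0.05 edgeR had 1030 genes in [B] versus [P], 2370 in [P] versus [N] and 2681 in [S] versus [N], up or down.

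For single genes the log2 fold changes also differed in size, all in the same direction. Leaving out a sum widens the standard error, so a value that comes within it does not by itself show that the gap closed. In [P] versus [N], the paper's 1.46 for RN7SL2 stands beside 0.88. Library size only (1.02), thinned cells (1.26), sums per name prefix (1.13), cells as replicates (1.35), name prefix 1115 (1.78) and leaving out the [N] sum of the p53−/− line (1.33) or the [P] sum of the p53+/+ line (1.10) put it within the standard error of the paper's value, and the others did not. The paper's 1.01 for RPS12 stands beside 0.60, and library size only (0.75), no filter on low counts (0.66), sums per name prefix (0.70), cells as replicates (0.95), name prefix 1115 (1.04) and leaving out the [N] sum of the p53+/+ line (0.77) or the [P] sum of the p53−/− line (0.65) put it within the standard error of the paper's value, and the others did not. For ISG15, the paper's 3.6 stands beside 2.45, and sums per name prefix (3.13) and leaving out the [N] (2.95) or the [P] sum (3.21) of the p53+/+ line put it within the standard error of the paper's value, and the others did not.

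In [S] versus [N], sums per name prefix and cells as replicates put each of the following within the standard error of the paper's value, as did leaving out the sums named, and the remaining alternatives did not. The paper's 1.7 for CDC37 stands beside 1.14 (1.24 and 1.74, and 1.39 without the [N] sum of the p53+/+ line). VPS28 has 1.31 in the paper and 0.82 here (1.26 and 1.37, 0.98 without the [N] sum of the p53+/+ line, 0.72, which is further away, without that of the p53−/− line, and 1.22 without the [S] sum of the p53−/− line). CST3 has 2.59 in the paper and 1.83 here (2.17 and 2.65, 1.83 and 1.90, hardly moved, without either [N] sum, and 2.53 without the [S] sum of the p53−/− line). IGFBP6 has 1.48 in the paper and 0.93 here (1.28 and 1.52, also the block with 1.10 and thinned cells with 1.02, and 1.55 without the [N] and 1.13 without the [S] sum of the p53−/− line). RPS12 has 2.38 in the paper and 1.77 here (2.39 and 2.48, 1.94 without the [N] sum of the p53+/+ line and 2.15 without the [S] sum of the p53−/− line). ISG15 has 3.73 in the paper and 2.78 here (3.49 and 3.86, 3.29 without the [N] sum of the p53+/+ line and 3.48 without the [S] sum of the p53−/− line).

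Some statements of the paper on direction or on genes were not met by the values here. The lists of interferon-stimulated, RIG-I signalling, repair, DNA replication and mitotic genes were written down here. The paper used other gene sets in GSEA and plots of single cells. The genes and the units need not be the same, so such a difference does not by itself contradict the paper. The paper has interferon-stimulated genes lower in [B] than in [P], while the median of the list written down here was 0.33. OAS3 (-1.36) was below 0 in both lines here too, without passing in edgeR, and was called with cells as replicates. OAS1 (-0.81) had a standard error larger than its change and was above 0 in the p53+/+ line. Sums per name prefix (-0.048) and cells as replicates (-0.054) put the median of the list below 0. The median level per cell was 3.12 in both stages in the p53+/+ line, and 3.35 in [P] and 3.56 in [B] in the p53−/− line. The paper has HIV assembly, HIV budding and ESCRT genes upregulated in [B], and none of these lists passed here against [P]. Sums per name prefix called HIV budding, HIV assembly and ESCRT subunits, cells as replicates called HIV assembly, and leaving out the [P] sum of the p53+/+ line called ESCRT subunits. VPS28 (0.75) was called with cells as replicates and CHMP2A (0.39) by none of the alternatives. RIG-I signalling, which the paper has enriched in [P] and [B], did not pass against [N] (medians 0.48 and 0.75), and in [B] it passed only without the [B] sum of the p53+/+ line. DDX58 did not pass in [P] (2.51) or [B] (3.44), but was called in both by DESeq2, with no filter on low counts and with cells as replicates, and in [B] by the block. The paper has end joining lower in [R] than in [S], and its median was 0.10 (0.04 to 0.228 with 1 sum left out), with no alternative that called it. The paper has DNA repair and cell cycle genes lower in [R] than in [N]. DNA replication genes in [R] versus [N] had a median of -0.07, Fanconi anaemia and mismatch repair genes of -0.03 and end joining genes of -0.18, none of which passed here or under any alternative. Homologous recombination genes (-0.09) did not pass, and were called with the [R] cells of the paper's table, which are those left without the [R] sum of the p53−/− line (median -0.28, adjusted p = 0.0382 from camera). The mitotic genes were lower, at -0.69, and passed in camera, but not with the correlation between genes estimated. Their median was -0.45 without the [R] sum of the p53+/+ line. Of the 40 genes, 3 were lower at an unadjusted p under 0.05 from edgeR. BRCA1, BRCA2 and PALB2 were higher in [R] than in [B], as in the paper, without passing in edgeR. PALB2 was called with DESeq2. Gains that the paper infers on chromosomes other than 19 had no chromosome past the threshold in [B] or [S] versus [N] here. With the trend on GC content removed, chromosome 18 lay above all genes in both comparisons, which was not tested. The paper has RNA of CD44 and MYC higher in RTP cells. CD44 (0.64 in [P] and 0.92 in [B]) and MYC (0.51 in [B]) were above 0 against [N] without passing, and cells as replicates called these 3. SNCG, which the paper has higher in [B], was not called against [N] (1.50) or [P] (1.80), but no filter on low counts and cells as replicates called both. CST3 was not called in [P] (1.71) or [B] (2.74) against [N]. No filter on low counts and cells as replicates called it in both, and DESeq2, the block and sums per name prefix in [B].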

Other observations

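Removing the trend on GC content from chromosomes other than 19 was chosen after their changes were seen.

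Chromosomes other than 19 also differed in [B] versus [P], where the median log2 fold change over all genes was 0.02. Chromosomes 2 (-0.20), 4 (-0.19), 13 (-0.19), 15 (-0.17) and 18 (-0.26) were lower. Over the genes with a GC content, their differences from all genes were -0.18, -0.20, -0.17, -0.15 and -0.24, and with the trend on GC content removed -0.08, -0.04, 0.01, -0.11 and -0.06. With the correlation between genes estimated, chromosomes 2 and 18 passed, as did chromosome 19, and chromosomes 4, 13 and 15 did not.

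CDKN1A levels per cell had medians of 72.4 CPM in [N], 2440 in [P], 1490 in [B], 641 in [S] and 1140 in [R] in the p53+/+ line. In cells labelled p53−/− the medians were 83.8, 280, 210, 110 and 100 CPM. The highest [B] cell labelled p53−/− had 2150 CPM, above the [B] median of the p53+/+ line, and whether its label holds was not tested. Between the lines the log2 fold change of CDKN1A was -2.33 (standard error 0.45) and did not pass in edgeR, and the levels per cell were not tested.

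Comparing [S] with [B], edgeR called 0 genes, with 834 at an unadjusted p under 0.05, and DESeq2 called 28 higher and 23 lower. In [S] versus [N], edgeR called 15 higher and 1 lower, with 2681 at an unadjusted p under 0.05, and DESeq2 called 704 higher and 342 lower. There edgeR called 35 higher and 5 lower with the cell line as a block.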
